# A genomic toolkit for winged bean *Psophocarpus tetragonolobus*

**DOI:** 10.1038/s41467-024-45048-x

**Published:** 2024-03-01

**Authors:** Wai Kuan Ho, Alberto Stefano Tanzi, Fei Sang, Niki Tsoutsoura, Niraj Shah, Christopher Moore, Rahul Bhosale, Victoria Wright, Festo Massawe, Sean Mayes

**Keywords:** Plant breeding, Genetic variation, Natural variation in plants, Agricultural genetics

## Abstract

A sustainable supply of plant protein is critical for future generations and needs to be achieved while reducing green house gas emissions from agriculture and increasing agricultural resilience in the face of climate volatility. Agricultural diversification with more nutrient-rich and stress tolerant crops could provide the solution. However, this is often hampered by the limited availability of genomic resources and the lack of understanding of the genetic structure of breeding germplasm and the inheritance of important traits. One such crop with potential is winged bean (*Psophocarpus tetragonolobus*), a high seed protein tropical legume which has been termed ‘the soybean for the tropics’. Here, we present a chromosome level winged bean genome assembly, an investigation of the genetic diversity of 130 worldwide accessions, together with two linked genetic maps and a trait QTL analysis (and expression studies) for regions of the genome with desirable ideotype traits for breeding, namely architecture, protein content and phytonutrients.

## Abstract (web summary)

Winged bean is a tropical legume that can produce similar level of seed protein to soybean. Here, the authors report the genome assembly, population genetics, QTL mapping of the plant architecture, protein content and phytonutrients for this species.

## Introduction

Winged bean (*Psophocarpus tetragonolobus* (L.) DC.), also known as goa bean, is a dicotyledonous (2*n* = 2*x* = 18) legume belonging to the Fabaceae family and Papilionoideae subfamily. It is the only domesticated species of genus *Psophocarpus* and has three pairs of short and six pairs of long chromosomes^1^. It is cultivated mainly in the hot, humid, equatorial countries of Southern Asia, Melanesia and the Pacific region. It is grown as a vegetable for its immature pods, and for leaves and tuberous roots, with consumption preferences differing geographically^2^. Its ability to fix atmospheric nitrogen with a wide range of Rhizobium^3,4^ makes it an ideal horticultural crop for more sustainable agriculture particularly in the humid and sub-humid tropics. Nevertheless, its uncontrolled branching habit, indeterminate growth and inconsistent productivity all limit current large-scale utilisation. Our previous work has suggested that an optimal trade-off could be achieved between vegetative growth and yield (pod number and seed number), for example, by controlling branch number^5^. Individuals with fewer but longer branches could maintain high pod productivity, while potentially reducing the vegetative biomass.

Winged bean’s description as ‘a soybean of the tropics’ was coined in the 1980s after work by the US National Academy suggested it had potential to partially replace soybean in tropical countries^6^. In particular, the mature seeds are a good source of protein and other nutrients. Mature dried winged bean seeds are reported to contain 16.4 to 21.3% lipid and 34.3 to 40.7% crude protein with a favourable amino acid balance and micronutrient composition^7,8^. However, its use for dietary diversification and nutritional potentials have been hampered by the crop architecture and the ‘hard-to-cook’ phenomenon, while the presence of anti-nutritional factors, such as hemagglutinating lectins, trypsin and chymotrypsin inhibitors, and tannins in the seed represent a challenge to protein digestibility and nutrient bioavailability^9^. The crude protein content in the seeds of 25 accessions from the International Institute of Tropical Agriculture (IITA) ranged from 28.4 to 31.3% with tannin and phytate varying significantly^10^. Some of the issues caused by antinutritional factors can be overcome through different cooking and processing methods^10,11^. Coupled with architectural changes and breeding selection for high protein and/or high lipid, genetic improvement could widen winged bean production from a purely horticultural crop to an arable crop for seed protein, also helping to reduce dependency on soybean imports for many countries and the environmental impact associated with the expansion of soybean production, especially in South America.

Genome-assisted breeding improvement strategies could lead to a genetically improved winged bean that contributes to food and nutritional security. However, the lack of molecular resources has hampered a better understanding of the diversity and phylogenetic relationships of germplasm conserved ex situ. To address this knowledge and resource gap, here we generate a chromosome-level genome assembly through a combinatorial approach integrating Illumina and Nanopore reads with Bionano optical mapping and within species genetic mapping. Using Genotype-by-Sequencing (GbS), we also evaluate the genetic structure of a wide range of global accessions, develop two controlled cross genetic maps and perform a quantitative trait loci (QTL) analysis of architectural and nutritional traits.

## Results

### Genome assembly and annotation

Ma3, a cultivar (renamed from the previously reported ‘M3’^5^) released by the Malaysian Agricultural Research and Development Institute (MARDI) was selected for genome sequencing. Our approach of using Oxford Nanopore Technology (ONT) reads polished by Illumina reads generated 1224 contigs with the largest being 30.731 Mb in length. An improvement was further made with the addition of Bionano optical mapping, yielding a total of 46 hybrid scaffolds with the largest scaffold being 42.435 Mb and a N50 of 28.31 Mb (Table 1 and Supplementary Data 1). A total of 96.8% of Illumina reads were successfully remapped back to the assembly.

**Table 1:** Statistics summary of reads and assembly

Pseudochromosome, integrated with genetic maps	
Scaffolds assigned to LGs	
Cross XB (FP15 x Ma3)	34
Cross XT (Tpt10 x Ma3)	36
Unassigned scaffolds to LGs	10
Length of assigned sequences to LGs	580,032,372 bp
Length of unassigned sequences to LGs	6,405,169 bp
Min scaffold length (Mbp)	0.096
Median scaffold length (Mbp)	8.078
Mean scaffold length (Mbp)	12.749
N50 scaffold length (Mbp)	28.310
N50 contig length (Mbp)	10.861
Max scaffold length (Mbp)	42.435
Total scaffold length (Mbp)	586.438
Repeat region of assembly (bp)	202,036,684
Completeness of gene prediction (BUSCO)	
Complete genes	96.2%
Complete and single copy	93.8%
Complete and duplicated	2.4%
Fragmented genes	1.1%
Missing genes	2.7%
Total BUSCO groups searched	1614

Subsequently, SNP markers in two genetic maps derived from Genotype-by-Sequencing (DArTSeq^TM^) were used to assign scaffolds for the final assembly at a pseudo-chromosome level, spanning 586.44 Mb in total. This assembly accounts for 98.9% of the assembled scaffolds, with only 6.41 Mb of scaffolds left unassigned. The spaced marker genetic maps derived from Cross XT (F_2_= 184) and Cross XB (F_2_= 223) have Ma3 as the common paternal parent (Fig. 1a). The genetic map of Cross XT comprises 692 high quality, spaced, SNP markers covering 1102.1 cM (an average interval of 1.6 cM) while the XB map comprises 393 spaced SNP markers covering 1336.9 cM (3.4 cM average distance per marker). Both maps were constructed to have no missing data across the whole population. (Supplementary Data 2). The nine anchored pseudo-chromosomes ranged from 27.50 to 91.98 Mb in length (Supplementary Data 2). Of the SNP markers present in the linkage maps, 98.1% (XT) and 96.2% SNPs (XB), could be mapped back to the genome assembly, respectively. From the full DArTseq^TM^ dataset derived from the mapping and diversity analysis, 96.9% of SNP (*n* = 23,134) and 79.2% (*n* = 42,773) of presence-absence variants (PAV/in silico DArT), respectively, had their sequence tags mapped back to the final genome (Fig. 1b). Repetitive elements represent 58.95% (*n* = 881,111) of the winged bean genome with the majority (in terms of number) being Terminal Inverted Repeat elements (TIR; 58.50%, 149,593,269 bp) followed by Long Terminal Repeat elements (LTR; 27.71%, 147,429,990 bp) (Supplementary Fig. 1a, b). The Class I/Class II transposable element (TE) number ratio was observed to be 0.55 (Supplementary Data 3–4). Of the dominant LTR in Class I retrotransposons, the *Gypsy* superfamily was 3.8 times more abundant than *Copia*-types.

**Fig. 1:**
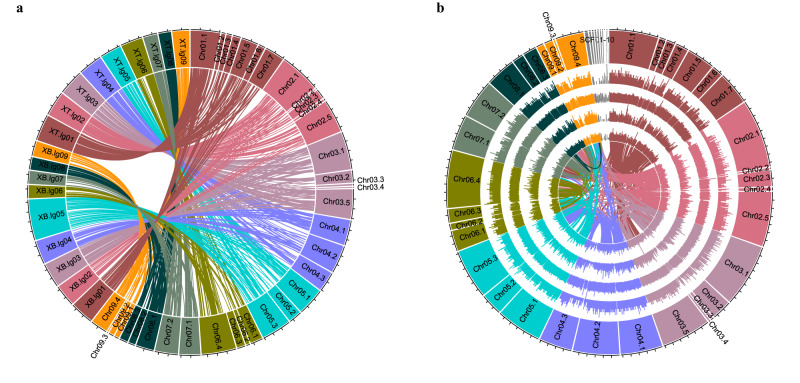
Overview of the winged bean [*Psophocarpus tetragonolobus* (L.) DC] genome assembly. **a** anchored by two genetic maps (Cross XT and Cross XB) and its (**b**) genome characterisation. The blocks represent nine pseudomolecules featured in 5 Mbp intervals. Tracks in (**b**) displayed are as follow: outer most (i) chromosome name, (ii) gene density, (iii) TE elements density, (iv) SNP density, (v) presence-absence variation density (PAV), (vi) intra-genomic syntenic blocks. The density was calculated using 10 kb non-overlap window.

Other than de novo gene prediction and homology comparison, previous transcriptomic resources from leaf, root, pod, and reproductive tissue (comprising of bud and flower)^12^ were also included, assisting in the annotation of 30,397 protein coding genes. Among these, 13,139 were assigned with GO terms, 11,898 with KO terms and 7390 with KEGG pathway positions by eggNOG-mapper. Of 1614 Embryophyta larger group single-copy core genes from Benchmarking Universal Single-Copy Orthologs (BUSCO) analysis, 96.2% complete conserved genes were recovered with 2.7% as missing and 1.1 % fragmented (Table 1). Additionally, approximately 85% of the annotated genes have an Annotation Edit Distance score ≤0.3^13^ (Supplementary Fig. 2a), indicating a high degree of quality and continuity for the current annotation. These gene models have an average length of 4254 bp and an average coding-sequence length of 1324 bp (Supplementary Fig. 2b–d), with an average of five exons per gene (Supplementary Fig. 2e). As many as 1641 of the predicted genes are transcription factors, accounting for 5.4% of the total annotated genes. Together, transcription factor classes MYB and bHLH are dominant and accounted for 19.68% of the identified transcription factors (Supplementary Table 1). Additionally, 14,852 small nucleolar RNAs and 1044 tRNA genes were identified.

The previously reported genome size of winged bean varies widely; Vatanparast and colleagues have suggested it to be 1.22 Gbp/1C in size whereas previous flow cytometry has estimated it to be 782 Mb1C^14,15^. Our *K*-mer distribution analysis predicated a smaller genome size at 569 Mb, although GC-rich regions and repetitive sequences might be underestimated (Supplementary Fig. 3). In short, the current reference genome ‘covers’ 103% of the *K*-mer estimated genome size of 569.1 Mb and thus, is expected to provide comprehensive coverage of the coding regions of winged bean.

Dispersed duplication (*n* = 16,452, 58.69%) was the predominant type of gene duplication in winged bean, followed by 4709 (16.8%) of whole genome /segmental duplication and 15.72% (*n* = 4407) transposed duplicated genes. Tandem duplication and proximal pairs constitute the least, at 4.70% (*n* = 1317) and 4.10% (*n* = 1148), respectively (Supplementary Data 5). The longest stretches of chromosomal collinearity are between Chr01.1 (17.39 Mb) and Chr03.5 (11.92 Mb), comprising of 244 genes (Supplementary Fig. 4).

The evolutionary comparison of winged bean gene models with nine other leguminous species suggests that 5.4% of the genes are species-specific while 25,471 genes (83.8%) belong to 16,356 gene families. A total of 11,263 orthogroups are found with 635 of them single-copy genes (Supplementary Data 6). Interestingly, winged bean is most closely related to *Glycine* rather than other legume species and is deduced to have diverged approximately 14–16 Mya, before *Glycine* doubled its chromosome number (Fig. 2a). The estimated synonymous substitution rate (*Ks*) distribution of the winged bean paranome reveals that it has undergone the legume-common tetraploidy duplication event (Fig. 2b) in Fabaceae as in other legumes^16^. Consistent with this, winged bean shares 58.3% and 55.3% collinearity with *G. max* and *G. soja*, respectively, with the largest collinearity blocks observed between Pt04 and Gm10 (Fig. 2c and Supplementary Fig. 5). Nevertheless, extensive chromosomal rearrangement or gene translocation can be observed between them (Supplementary Fig. 5a, b). Winged bean has not only the smallest gene family expansion (*n* = 221) but also the highest gene family contraction (*n* = 1490) among these legume species (Fig. 2a). Interestingly, the winged bean genome appears enriched for genes involved in isoflavonoid biosynthesis and secondary metabolites (such as phytosterol, castasterone and ergocalciferol), potentially functioning as phytoalexins through jasmonate- and ethylene-mediated pathogen defence mechanisms (Supplementary Fig. 6)^16^.

**Fig. 2:**
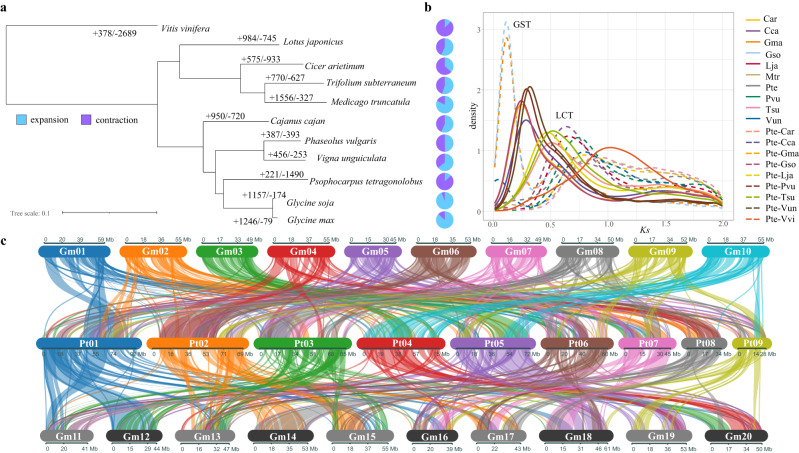
Evolutionary analysis of winged bean with nine legume species. **a** Proportion of expanded (blue) and contracted (purple) gene families in ten legume species. **b** *Ks* plot of the paralogues and orthologous genes of ten legumes showing the glycine-specific tetraploidy (GST) event in *G. max* and *G. soja* and the legume-common tetraploidy (LCT) event experienced in all legumes. Car: *Cicer arietinum*, Cca: *Cajanus cajan*, Gma: *Glycine max*, Gso: *Glycine soja*, Lja: *Lotus japonicus*, Mtr: *Medicago truncatula*, Pte: *Psophocarpus tetragonolobus*, Pvu: *Phaseolus vulgaris*, Tsu: *Trifolium subterraneum*, Vun: *Vigna unguiculata*. **c** Conserved syntenic blocks between winged bean and *G. max*. A block of 1000 Ns was added between super-scaffolds within same chromosome for chromosomal level visualisation.

### Winged bean germplasm diversity

The genetic diversity of winged bean germplasm was investigated using 168 individuals originating from 17 countries (Supplementary Data 7) based on GbS (DArTSeq) markers. Using 10,523 SNPs it was observed that the level of heterozygosity ranged from 1.03 to 26.33% with a median value of 5.04% per genotype, largely reflective of a self-pollinating species (Supplementary Data 7). Due to the selection nature of the DArTSeq™ approach in targeting single copy sequences and gene-rich regions (59.1% are genic SNP), it is perhaps not surprising that the technique is able to reveal high individual genotype heterozygosity rates in some accessions^17,18^. Nevertheless, the presence of individuals with high heterozygosity implies outcrossing and is consistent with our observations of bees and other insects visiting the large flowers in open field conditions. An 16.4% average individual heterozygosity has been reported from 457 Thai accessions evaluated using 14 Simple Sequence Repeat markers^19^.

Bayesian clustering and phylogenetic analysis [Neighbour-Joining (NJ) tree] and Principal Coordinate Analysis (PCoA) results all closely corresponded to each other and suggest the existence of four major gene pools (Fig. 3a–c, Supplementary Fig. 7a). Based on a membership coefficient of ≥0.7 with approximately 20% of these lineages showing allelic admixture. As previously reported^2,20,21^, the clustering correlates, to a limited extent, with the country of origin, yet the possibility of seed exchange among genebanks (with limited documentation or historical exchange with subsequent collection capturing the secondary collection sites) cannot be discounted (Supplementary Fig. 7b, c). Comparing among countries with more than five accessions in this study, 37.5% and 28.6% of the materials originating from Colombia and Nigeria show high levels of admixture. This suggests possible in-field hybridisation events between accessions, from genetic exchanges of germplasm. This further supports the hypothesis that germplasm was most likely introduced from Asia to South America, given that winged bean is not reported as a native or traditional crop consumed in South America^2^. For 54 accessions, co-accession samples from the same breeding line based on pedigree information were available. However, 30% (16 out of 54) of these were found not to be highly similar when evaluated by DArTseq SNPs (Supplementary Fig. 7d). Although mislabelling at some stage cannot be ruled out, outcrossing might have also contributed to the differences between genotypes, or it may reflect incomplete inbreeding at the stage at which pairs were sampled from the breeding programme. As such, our findings could help breeders by emphasising the need for quality assurance for breeding programmes and to test pedigree information, as well as providing insights into some of the publicly available germplasm.

**Fig. 3:**
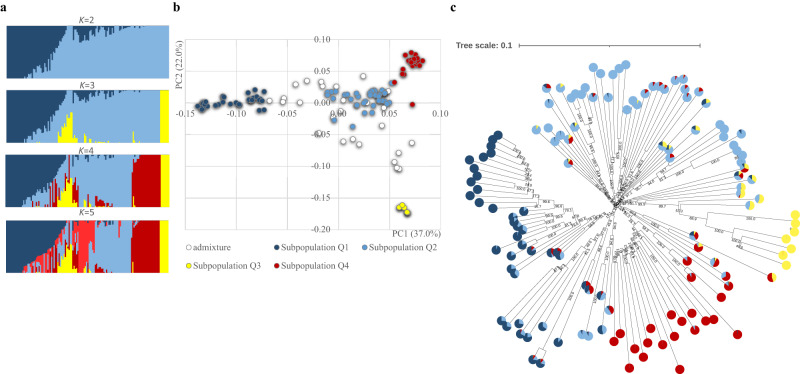
Genetic divergence analysis of 130 germplasm accessions. **a** Population structure membership probability plot from *K* = 2 to *K* = 5. **b** Clustering from PCoA analysis; suggesting the most likely number of subpopulations is four. **c** Phenetic relationship of germplasm included in this study with pie charts depicting subpopulations (Subpopulation Q1, Subpopulation Q2, Subpopulation Q3 and Subpopulation Q4).

Analysis of Molecular Variance (AMOVA) reveals that the genetic variance observed is not only attributed to the differences between individuals within population (49.2%) but also within individuals (31.4%), resulting in population differentiation (Supplementary Table 2). The first principal component (Coordinate 1 = 37.0% variation explained) in the PCoA distinguishes most of the Thailand materials in Subpopulation Q1 from Indonesian material in the Subpopulation Q2. The differentiation of Q3 and Q4 subpopulations from the others is revealed mainly by the second component (Coordinate 2 = 22.0% variation explained). While moderate, the greatest genetic divergence (0.4461) was observed between the Q1 and Q3 subpopulations, in line with the population structure analysis revealing that Q1 accessions are clearly separated into a single cluster from *K* = 2 onwards (Supplementary Table 3). Being the smallest cluster, its narrow genetic base makes it distinctive when *K* = 3 (Supplementary Data 8). As the likely donor of the Colombian materials evaluated in this study, the late Professor Theodore Hymowitz documented in 1977 that Papua New Guinea is likely to be the centre of origin for winged bean^22^, implying that at least part of the Colombian accession base was introduced from Papua New Guinea. The Q4 cluster predominantly consists of accessions collected from the Philippines and is closely related to the Q2 gene pools, in line with the geographical status whereby approximately 30% of the accessions in this cluster are Indonesian accessions. Overall, observed heterozygosity was much lower than the expected heterozygosity in all gene pools with the Q2 cluster being the most diverse (H_e_ = 0.209), in agreement with the broadly inbreeding nature of winged bean.

### Linkage disequilibrium (LD) decay

The genome-wide linkage disequilibrium decay rate of winged bean was estimated to be in the range of 262 to 494 kb with an average of 387 kb. A total of 10,534 SNPs were distributed across the genome with 1170 SNPs per chromosome on average, with Pt08 showing the fastest LD decay (Supplementary Fig. 8 and Supplementary Table 4). Only 3.4% of SNP pair showed high LD (r^2^ ≥ 0.8). This LD decay rate is similar to other closely related autogamous legumes such as soybean (250–375 kb)^23,24^ and common bean (183–397 kb)^25,26^.

### Quantitative trait locus analysis of XB population

As a first step in breeding and trait analysis we developed a number of controlled crosses with the Ma3 genotype as the common paternal parent, focusing on architecture and pigmentation. Two of these populations were used for genetic map construction to assist in scaffold assignment and orientation to generate the physical map of winged bean (above). The segregation for morphological traits in the XB F_2_ between FP15 and Ma3 has previously been reported^5^. For this cross, a QTL analysis was also conducted (illustrated in Supplementary Fig. 9) and is summarised in Supplementary Data 9. To test the utility of the genome resources generated, we then investigated the inheritance of three traits of potential breeding interest in the XB population in additional to those previously reported^5^.

### Variation in seed storage proteins (SSP) compared to soybean

The review by Kadam et al in the 1980s reported that winged bean seeds have a comparable essential amino acid composition to soybean^7^. From this base, molecular breeding could enhance protein composition and content. It was also reported that protein components in the winged bean seed are predominantly vicilin-type 7S globulin occupying approximately 31.9% of the protein extract, with a lack of 11S legumin-type^27,28^. The paternal Ma3 genotype had a measured average of 34.0 ± 1.8% (*n* = 14) total seed protein content, while the maternal FP15 had 39.3 ± 3.2% (*n* = 9), although wider differences between accessions have been observed between lines from other studies^6^. Among the F_3_ seed from the XB cross (bearing in mind that the seed largely represents the maternal genotype; *n* = 161 lines evaluated), transgressive segregation was observed in the population, ranging from 27.2 to 44.6% total protein per seed (Fig. 4a). In other legumes such as pigeonpea (*Cajanus cajan*), soybean and pea (*Pisum sativum*) similar seed protein segregation was reported, although 24.6% in pigeonpea and 33.0% in pea were considered as high protein genotypes^29,30^, although lower than seen here in winged bean.

**Fig. 4:**
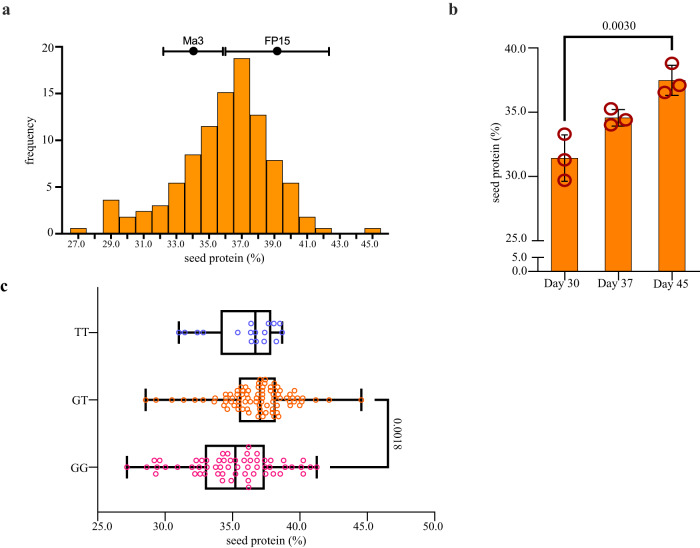
Seed storage protein in the F_3_ seed of XB population. **a** Transgressive segregation in seed protein content (%) observed in the XB population (*n* = 161). **b** Bar plot showing progressive seed protein accumulation in the maturing seeds of FP15 maternal line, each with biological triplicate replicates (*n* = 3). Data are presented as mean ± SEM. Different letters indicate statistically significant differences at *p* < 0.01 by one-way ANOVA test with Tukey post-hoc test (Day 30 vs Day 45, *p* = 0.0037). **c** Median values of seed protein content in XB F_3_ population (*n* = 161) were relatively higher (37.0% with few outliers observed) in the heterozygous lines with SNP Marker_33026288 carrying a G/T SNP variation at Chr03.1: 23,735,683 than the GG (35.2%) and TT (36.7%) homozygotes. Box plot (drawn using R geom_boxplot) with the centre line indicates the means, the edges represent 25th and 75th percentile, the whiskers extend to indicate the 1.5 interquartile range from the edges. Different letters indicate statistically significant differences at *p* < 0.001 by one-way ANOVA test with Tukey post-hoc test (GT vs GG, *p* = 0.0007). Source data are provided in a Source data file.

In addition to the 23 genes putatively encoding 7S globulin identified from the genome sequence (Supplementary Data 10), we also found two tandem genes (Psote03G0078700 and Psote03G0078800) homologous to the 11S globulin in soybean, *Medicago truncatula* and chickpea, approximately 6.6 Mb from the *qSSP-1* QTL, which were not identified by previous studies. As legumin contains a higher proportion of sulphur-containing amino acids than 7S vicilin/convicilin^31^, it is interesting to note that Psote03G0078700 was not only predominantly expressed (compared to its paralogue) in the pod tissues of the FP15 maternal line but had the second highest abundance among the identified seed storage protein genes at the early stage of pod development (Supplementary Data 11). 

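RNA-seq was performed on pods of FP15, the purple-podded maternal line, at Day 15, Day 30, Day 37 and Day 45 after anthesis. Each of the 4 stages had 3 libraries of polyadenylated RNA from different plants, 12 libraries in all, prepared without strand information. The paper's Supplementary Data 19 lists 81.9 to 85.0 M reads per library at Day 15 (median 83.5), 80.8 to 107 M at Day 30 (median 105), 69.6 to 96.0 M at Day 37 (median 78.5) and 79.5 to 96.7 M at Day 45 (median 81.0), of which 91.7 to 94.3% mapped. The authors mapped the reads with HISAT2 2.0.5, counted them per gene with featureCounts 1.5.0-p3 and expressed them relative to gene length and mapped fragments (FPKM). The values analysed here are the authors' single value per gene and stage, rounded to whole numbers, for 30392 genes. How the 3 libraries of a stage were combined is not given in the sources used here. No value per library was analysed, so no difference between stages could be set against the spread between plants, and no test was run. The only error that could be calculated is that of rounding, 0.5 FPKM either way, and a gene listed at 0 may hold any value below that. Changes between stages were calculated on log2(FPKM+1), the scale of Fig. 5 and Fig. 7, which understates the change of genes with low values. A gene is called higher or lower where this value moved by at least 1 (2-fold), which includes a step from a listed 0 to a listed 1. Gene coordinates are those of the paper's own assembly, which is of Ma3, the green-podded paternal line, and not of FP15. Whether sequence differences between the 2 lines lowered the values of some genes was not examined.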

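The 11S globulin gene Psote03G0078700 (Chr03.1, 14189235 to 14190774) stood at 148 FPKM at Day 15. Its tandem paralogue Psote03G0078800 (Chr03.1, 14206319 to 14208096) was listed at 0 at Day 15, Day 30 and Day 37 and at 2 FPKM at Day 45. Globulins of this type are storage proteins of legume seeds. Of the 51 albumin, globulin and putative 2S albumin genes of Supplementary Data 11, 24 reached 1 FPKM at Day 15, and Psote03G0078700 was at rank 2 among them. The highest was the putative albumin Psote06G0099600 at 382 FPKM, and the next below Psote03G0078700 was at 39 FPKM. Over all genes of that table, which also holds transcription factors and genes near qSSP-1, its rank was 4. Reads that fit both tandem copies equally well could be assigned to either.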

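The 11S globulin gene Psote03G0078700 was at 68 FPKM at Day 30, 48 FPKM at Day 37 and 12 FPKM at Day 45, which is a change of -3.52 in log2(FPKM+1) since Day 15. Its rank among the storage protein genes was 12 at Day 45. The putative albumin Psote06G0099600 (Chr06.2, 886294 to 892378) was at 853 FPKM at Day 30, 840 FPKM at Day 37 and 786 FPKM at Day 45, and it had the highest value of the storage protein genes in each stage. Its Day 45 value was 2.06 times its Day 15 value, so that it was higher by 1.04 on the log2 scale. This change was 0.95 when each stage was rescaled to the same sum and 0.99 after quantile normalization, both short of 2-fold. The decline of the 11S globulin gene was present in each of the stages in turn, and each step was larger than rounding allows for.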

Its expression declined as the pod matured while the transcripts of a putative albumin (Psote06G0099600) increased (Fig. 5 and Supplementary Data 11). 2S albumin is another protein component rich in sulphur in common bean^31^ that varied among different winged bean cultivars^28^. It was reported to be the second most abundant protein fraction occupying 26.5% of total protein in winged bean. Given that one of the expanded gene families in winged bean is involved in sulphur compound biosynthesis (Supplementary Fig. 6), quantifying sulphur content in each protein fraction could provide further targets for winged bean genetic improvement for good nutritional quality and amino acid balance.

**Fig. 5:**
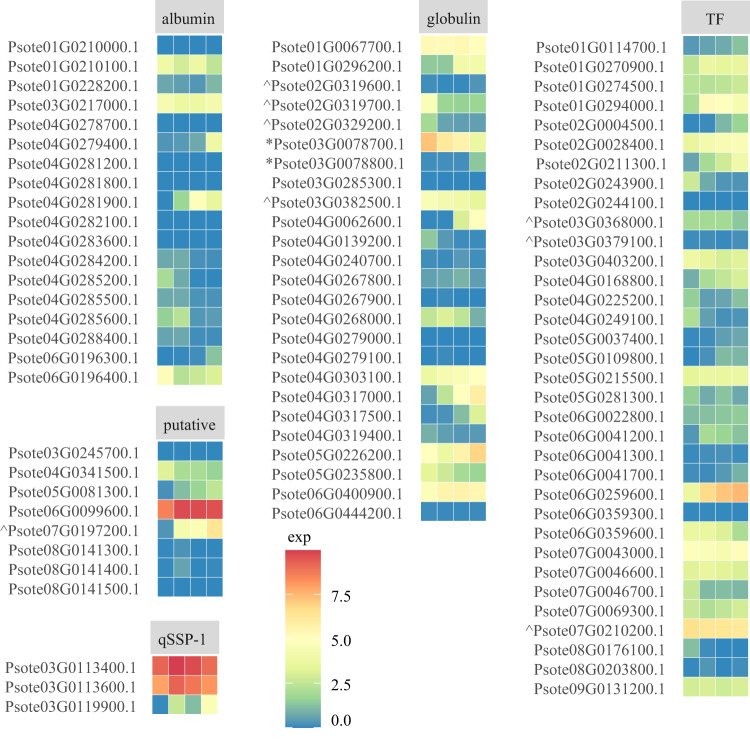
Expression profile of seed storage protein related genes in developing pod tissues. Expression levels [log_2_ (FPKM+1)] of albumin, globulin, associated transcription factors and related genes (listed in Supplementary Data 10) in the pod tissues at Day 15, Day 30, Day 37 and Day 45 after anthesis (from left to right). ‘*’ indicates genes near *qSSP-1* and ‘^’ indicates genes within *qSSP-2*, *qSSP4* and *qSSP-5*. Source data are provided in a Source data file.

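From Day 15 to Day 45, storage protein genes moved in both directions. Of 18 globulin and legumin genes that reached 1 FPKM in a stage (of 25 listed), 7 were higher, 8 were lower, 1 of them from a listed 1 to a listed 0, and 3 were neither. The largest declines were those of the 11S globulin gene Psote03G0078700 and of Psote02G0319700, a gene of qSSP-4. The vicilin-like gene Psote04G0317000, a homologue of 7S globulins, was listed at 0 at Day 15 and stood at 4, 29 and 58 FPKM at the later stages. A gene matched to a Medicago seed maturation protein, Psote04G0062600, was listed at 0 at Day 15 and Day 30 and stood at 32 FPKM at Day 45, and another, Psote05G0226200, went from 31 to 114 FPKM. Of 12 albumin genes measured (of 18 listed), 3 were higher and 7 were lower, but 3 of the lower ones went only from a listed 1 to a listed 0 and 1 of the higher ones the reverse. Psote04G0279400 went from a listed 0 to 14 FPKM and Psote06G0196400 from 34 to 7 FPKM. Of 5 putative 2S albumin genes measured (of 8 listed), 3 were higher and 1 was lower. The largest rise was that of Psote07G0197200, a gene of qSSP-5, and the lower gene, Psote04G0341500, went from 8 to 2 FPKM. Of 29 transcription factor genes measured (of 34 listed), 11 were higher and 5 were lower, and 5 of the higher ones went from a listed 0 to a listed 1 and 1 of the lower ones the reverse. The largest rise in this group was that of Psote06G0259600, from 12 to 173 FPKM, and the largest decline that of Psote02G0243900, from 6 FPKM to a listed 0.

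**Figure D1:**
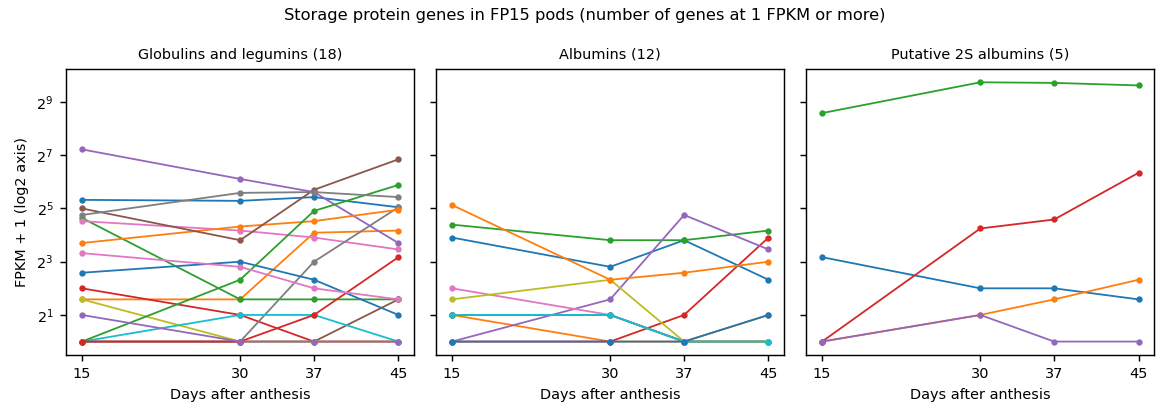
Stage values (FPKM + 1, log2 axis) against days after anthesis for every globulin and legumin gene, albumin gene and putative 2S albumin gene at 1 FPKM or more in a stage, with 1 line per gene and the authors' value at each point. The globulin panel holds 18 lines, of which 7 are higher and 8 lower by 2-fold or more at Day 45 than at Day 15, and the top line of the putative 2S albumin panel is Psote06G0099600.

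Each group's median change was set against 10000 random groups of equal size and similar mean expression, as a description of these values. It lay at percentile 39.0 for the globulins, 5.15 for the albumins, 99.3 for the putative 2S albumins and 99.1 for the transcription factors. These placings depended on the setting: among genes at 5 FPKM or more the globulins were at 99.5 (median change 0.67, from -0.14), the albumins at 45.1 and the transcription factors at 92.3, whereas matched on Day 15 expression they were at 3.17, 0.06 and 79.8. The putative 2S albumins were at 93.1 when matched on Day 15 expression, at 95.2 to 96.4 with smaller pseudocounts or quantile normalization, and at the limit of the middle 95% with each stage at the same sum.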

In contrast to soybean, seed developmental stage characterisation has suggested that protein bodies in winged bean seed accumulate at a late stage of maturation (45 days after flowering) when starch granules are decreasing rapidly^32,33^. Added to that, our data illustrated that the high protein FP15 genotype has already accumulated as much protein as the mature seed of Ma3 genotype at Day 37 after anthesis, with a significant further increment by Day 45 after anthesis when compared to Day 30 (*p* < 0.005, Fig. 4b). The protein profiles characterised by Makeri and colleagues further indicated that the N-content in the globulin fraction is highest in winged bean seed, but lowest in soybean globulins, but also that N-content is significantly different from other protein fractions in both crops^27^. These observations, in turn, might suggest that the targets for genetic improvement in seed protein content or quality could be different between winged bean and soybean.

A significant QTL explaining 10.8% of the protein variation was detected on Pt03.1. Five seed storage protein genes (one being putative) as well as two NAC transcription factor were identified within three of the four putative QTL, with the seed protein QTLs cumulatively explaining 26.8% of the total phenotypic variation (Supplementary Data 9). 

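Values of the storage protein genes inside qSSP-2, qSSP-4 and qSSP-5 ranged from a listed 0 to 80 FPKM. In qSSP-4 (Chr02.5), Psote02G0319600 was listed at 0 in all 4 stages. Psote02G0319700 (25209756 to 25218919) was at 24 FPKM at Day 15 and 2 FPKM at each later stage, and Psote02G0329200 was at 3 FPKM at Day 15 and listed at 0 from Day 37. In qSSP-2 (Chr03.5), the storage protein gene Psote03G0382500 was at 22, 17, 14 and 10 FPKM over the 4 stages. The transcription factor genes there were Psote03G0368000, at 3 FPKM at Day 15 and 2 FPKM at Day 45, and Psote03G0379100, listed at 0 throughout. In qSSP-5 (Chr07.2), the putative 2S albumin gene Psote07G0197200 (16634108 to 16638146) was listed at 0 at Day 15 and stood at 18, 23 and 80 FPKM at the later stages. Its Day 45 value lay at percentile 92.5 of the 22459 genes that reached 1 FPKM in a stage. Of the 6 genes measured in these QTL, RGL3 on qSSP-5 included, 1 was higher at Day 45 than at Day 15 and 3 were lower.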

Whilst these genes were not highly expressed in the developing pod, missense changes were found in two of the genes between the parental lines, suggesting potential variations linked to protein accumulation differences (Fig. 5 and Supplementary Data 11). Given the high genetic complexity underlying the accumulation of seed protein - for example, 33 consensus amino acid content QTL were identified in soybean^34^—it is not surprising that candidate gene identification is not straightforward (Supplementary Data 12). As an example, *Psote03G0119900* is homologous to xylem bark cysteine peptidase 3 (P34, Glyma.08G116300), which had the second highest abundance detected in all four stages of soybean seeds during storage protein accumulation^35^, despite its lower expression level in winged bean pods (Fig. 5). Although this is not a well characterised gene, it is highly expressed at 40 days after flowering (DAF) in soybean and associated with enriched GO terms ‘transmembrane transport’ and ‘nutrient reservoir activity’^35^. 

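The P34 homologue Psote03G0119900 (Chr03.1, 22734739 to 22736264), which encodes a cysteine peptidase, was listed at 0 at Day 15. It stood at 5 FPKM at Day 30, 1 FPKM at Day 37 and 23 FPKM at Day 45. Between Day 15 and Day 45 it was higher by 4.58 on the log2(FPKM+1) scale. Since the Day 15 value is listed at 0, no single fold is given, but rounding allows no ratio below 45. The paper's unrounded values have a ratio of 739, whose log2 is 9.53. The log2 change was 7.85 with a pseudocount of 0.1 and 11.2 with a pseudocount of 0.01. At Day 45 its level was at percentile 69.5 of the genes that reached 1 FPKM in a stage.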

In winged bean, it had a 9.5-fold up-regulation in the maturing pods (45 days after anthesis) as compared to 15 days of immature pods. Furthermore, using the same accessions, the authors compared their DEGs with the Harada-Goldberg soybean RNA-seq dataset (http://seedgenenetwork.net) which comprises of 15 tissues, with this gene found to be tissue-specific and expressed during early- to mid-filling seed stage (from stages s1 to s6, with increasing expression levels out of nine seed stages)^35^. Despite soybean Glyma.08G108800 (*PtSHM1;* Psote03G0113400) and Glyma.08G108800 (*PtSHM2;* Psote03G0113600 within *qSSP-1*) not being tissue specific, they were expressed highly in all four soybean seed developmental stages, a similar observation to that in the winged bean developing pods (Fig. 5 and Supplementary Data 12), both of which are involved in amino acid (glycine and L-serine) biosynthesis^35^. 

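Both genes, which the paper gives as genes of glycine and serine biosynthesis, were among the most abundant transcripts of the pods. PtSHM1 (Chr03.1, 21244180 to 21246544) stood at 590 FPKM at Day 15, 1003 FPKM at Day 30, 835 FPKM at Day 37 and 527 FPKM at Day 45. PtSHM2 (Chr03.1, 21261738 to 21264078) stood at 236, 604, 454 and 280 FPKM at the same stages. Both had their highest value at Day 30. The name PtSHM1 is the paper's, and its Supplementary Data 12 pairs this gene with the Arabidopsis match SAHH1, an S-adenosylhomocysteine hydrolase. At Day 15, PtSHM1 lay at percentile 99.6 and PtSHM2 at percentile 98.5 of the genes that reached 1 FPKM in a stage. Neither gene differed by 2-fold between Day 15 and Day 45, with log2 changes of -0.16 and 0.25. From the high expression of both genes in developing pods, the paper proposes that they contribute to the protein content of the pods.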

The high expression of *PtSHM1* and *PtSHM2* in the developing pods would suggest that they contribute to high protein content in winged bean pods, previously reported to range from 2.9 to 3.0% (wet weight) in immature and mature pods^36^. Despite the expression level of *PtSHM1* being nearly two-fold higher than *PtSHM2* in all pod stages, three indel sites totalling 17 bp at the 5’ UTR of *PtSHM2* potentially (Supplementary Data 11) could lead to superior seed protein levels in the progeny of these lines, as both parents are heterozygous in these regions. 

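The ratio of PtSHM1 to PtSHM2 was 2.50 at Day 15, 1.66 at Day 30, 1.84 at Day 37 and 1.88 at Day 45. Rounding of the FPKM values to whole numbers moves the Day 15 ratio only between 2.49 and 2.51 and the Day 45 ratio between 1.88 and 1.89. PtSHM1 was thus the higher of the pair in each stage, with the largest ratio at Day 15 and the smallest at Day 30, where both genes peaked. If these neighbouring genes are alike in sequence, which was not examined here, shared reads could change the ratio.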

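PtNPF (Psote03G0123600), a gene of the nitrate and peptide transporter family on Chr03.1 from 23734815 to 23743499, was listed at 0 FPKM at Day 15, Day 30, Day 37 and Day 45. With values rounded to whole numbers, each of these lies below 0.5 FPKM. It is 1 of the 7933 genes listed at 0 in every stage, and it was left out of the counts of higher and lower genes for that reason.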

In spite of *PtNPF* (Psote03G0123600) being expressed at low levels (0.005–0.212 FPKM) throughout the pod maturing stages, a SNP marker at the intron of this gene could be an informative biomarker for seed storage protein as the heterozygous lines carrying G/T were on average 0.8% and 1.8% higher than T/T and G/G lines, respectively (Fig. 4c). Furthermore, a change of neutral Serine to hydrophilic Asparagine in Exon 5 (Ser536Asp) of this gene is observed in the FP15 material. Arabidopsis NPFs are involved in nitrate sensing and transport, particularly NPF2.12 and NPF5.5, to ensure nitrate supply and nitrogen accumulation in seeds^37^. Given that PtNPF has the highest similarity with AtNPF4.6 which is responsible for nitrate uptake in Arabidopsis roots, the tissue specificity of this gene in winged bean remains to be explored. Additionally, the DELLA protein *RGL3* orthologue (Psote07G0210200) located at *qSSP-5* with 8.0% PVE was highly and consistently expressed in maturing pods and coincides well with the role of *AtRGL3* being the coactivator of *AtABI3*, to mediate seed protein storage accumulation^38^. 

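The RGL3 orthologue (Chr07.2, 18477712 to 18479385) stood at 94 FPKM at Day 15, 79 FPKM at Day 30, 77 FPKM at Day 37 and 70 FPKM at Day 45. DELLA proteins such as RGL3 restrain gibberellin responses. Its highest value was 1.34 times its lowest. The level was at percentile 94.5 at Day 15 and 91.1 at Day 45 among the genes that reached 1 FPKM in a stage. Rescaling each stage to the same sum gave a ratio of highest to lowest of 1.43.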

Overall, from this initial work it is clear that there is potential within winged bean germplasm to select for a high protein legume seed crop, either through conventional approaches or marker-assisted selection.

At the moment, winged bean is primarily a horticultural crop, grown on trellis structures and manually harvested. For large-scale seed production, the crop could be grown as a creeping vine on the flat (assuming that flowering and pod development is not interrupted) or changes in the architecture of the plant could be bred for, to facilitate mechanisation of sowing and harvesting or even to optimise it for intercropping with complementary amino acid sources, such as cereals.

### Altering architectural traits to improve mechanisation

Our previous work^5^ suggested that fewer but longer branches could achieve the best trade-off between yield and vegetative biomass. Both *branch length* and *total number of branches* traits had a significant positive correlation with *pod number* (*r*_*s*_ = 0.44, *p* < 0.001 and *r*_*s*_ = 0.28; *p* < 0.01, respectively). Selection for these traits could therefore have a major impact on plant architecture and yield of winged bean. There could also have been selection for this trait during domestication, given the observed reduction in the higher orders of branches in the domesticated species, compared to closely related species like *P. scandens*. Our QTL analysis has further suggested a putative *qNoB* (*branch number* QTL, measured from branches >10 cm in length within the first ten nodes) that co-localises with a significant *total branch number* QTL (*qTNoB-1*; LOD 4.4, 21.1% PVE, counted from the entire main stem) with the former having a narrower 2-LOD confidence interval (Chr03.5: 14,853,644. 26,464,617), implying that yield variation in this material may be contributed to by branches departing from the upper stem nodes. Although lower *branch number* but longer *branch length* could be a better selection criterion for yield, the *branch length* QTL (*qLoB*) is currently putative at LOD 3.6. CUC2 is a member of the NAC domain of transcription factors that defines organ boundaries and organ numbers^39^. As both the At*CUC2* orthologues (Psote01G0148300 and Psote03G0327500) are located within the QTL (*qTNoB-1*/*qNoB* and *qTNoB-2*), they are promising candidate genes given observed changes in the protein around the conserved NAM domains due to missense mutations in *PtCUC2a* (four nonsynonymous mutations) and *PtCUC2b* (an amino acid insertion and a nonsynonymous change) in the FP15 material (Supplementary Data 13 and Supplementary Fig. 10). Li and colleagues have recently reported the CUC2/3-DA1 UBP15 regulatory module and its role in controlling axillary meristem initiation^40^. The *AtUBP15* orthologue (Psote03G0312000) is positioned within the *qTNoB-1*/*qNoB* region as well.

### Inheritance of phytonutrient content - purple pigmentation

The maternal parent of the XB population (FP15) has pods which are near-full or full purple when they approach maturity, while the seeds are purple or near black (Supplementary Fig. 11). FP15 is a member in the Q3 subpopulation with extremely low heterozygosity, perhaps suggesting that this line might have undergone active selection by farmers for its distinctive pigmentation. The paternal parent Ma3 (Q2 gene pool) has green stems and fully green pods, with the F_3_ cross population testa (F_2_ maternal tissue) having pigment segregation in the pods, seed testa and for pod ‘specks’. As the seed coat is a maternal tissue, it is not surprising that F_1_ seed were dark purple without segregation. Of the F_3_ seed screened, 80 had a brown seed coat and 122 were purple (Supplementary Fig. 11). This ratio (χ^2^ = 1.411; *p* = 0.24) might be attributed to two independent dominant loci with a duplicate recessive epistasis interaction. Two major significant QTL (*P1* and *P2* alleles, Supplementary Data 9) were detected for these two traits explaining 61.7% and 58.5% of the phenotypic variation, respectively.

These pigmentation loci (Supplementary Data 9) demonstrate the complexity in the regulatory network of the anthocyanin biosynthesis pathway in a tissue-specific manner. The pigmentation in pod and calyx followed the same segregation patterns as the seed testa (χ^2^ = 0.067, *p* = 0.80; χ^2^ = 0.229, *p* = 0.63) and exhibited co-dominance and/or an incomplete dominance. Of these traits, the F_1_ had purple-green calyx and purple specks on the pods. While the pod pigmentation varied in speck quantity and even extended to purple ‘wings’ (pod fringes), no F_2_ progeny were identified which had as full a purple pod as the maternal parent. Notably, lines with green calyx had brown seed testa, suggesting the lack of anthocyanin expression in both tissues (Supplementary Fig. 12). In support of this notion, QTL for *calyx colour* and *pod pattern* were identified also on Pt02, Pt03 and Pt09, in addition to the *P1* and *P2* loci. In soybean, there have been six loci identified; *I*, *T*, *Wp*, *W1*, *R* and *O*, producing seed colours ranging from yellow, green buff and brown to black^41^. Both brown (*irT*) and black (*iRT*) genotypes contain proanthocyanidins (PAs) but only black ones contain anthocyanin^41^.

Both *P1* and *P2* purple loci are on Pt05, approximately 50 cM apart (Recombination Fraction = 0.32). It is noteworthy that the high LOD scores observed throughout Chr05.1 correlate well with the clustering of genes involved in anthocyanin biosynthesis pathway (Supplementary Fig. 13 and Supplementary Data 14). A search through bidirectional BLAST based on sequence homology and domain structures in the MYB TFs modulating anthocyanin biosynthesis in Arabidopsis^42^ has identified 17 MYB genes comprising of R2R3 and R3 repeats in winged bean potentially involved in the regulation of anthocyanin accumulation (Supplementary Data 15). These MYB TFs are present in higher numbers in legumes than selected monocotyledonous species and early land plants (Fig. 6a). Of these, with regards to the Arabidopsis AtMYB113/AtMYB114/AtMYB90 (PAP2; AT1G66370, AT1G66380, AT1G66390, respectively) cluster, a similar tandem triplication is seen in winged bean (*PtMYB113a*: Psote05G0036500, *PtMYB113b*: Psote05G0036600, and *PtMYB113c*: Psote05G0036700) at the purple locus together with the AtMYB75(PAP1) orthologue (named as *PtMYB114:* Psote05G0098700 based on sequence similarity) approximately 9.5 Mb apart (Supplementary Data 14). These tandem replicated genes are also homologous to the *R* locus gene (Glyma.09G235100) in soybean^43^ and *VuMYB90-1* in cowpea^44^. From phylogenetic analysis, four MYB TFs belong to the Subgroup 6 (SG6) of R2R3 MYB (which is the anthocyanin-related clade) were identified (Supplementary Fig. 14 and Supplementary Data 16)^45^. Their orthologues are known to be the activators for late biosynthetic genes through interactions at their R3 repeats with a conserved motif ([D/E]L_x2_[R/K]_x3_L_x6_L_x3_R) in the N-terminal MYB-interacting region (MIR) of the bHLH TFs (Supplementary Data 17)^45,46^. The SG6 KPRPR[S/T]F motif is more conserved in *PtMYB113a, PtMYB113b and PtMYB113c* than in *PtMYB114* but all have the conserved anthocyanin-promoting (S/A)NDV motif (Supplementary Data 17)^47,48^.

**Fig. 6:**
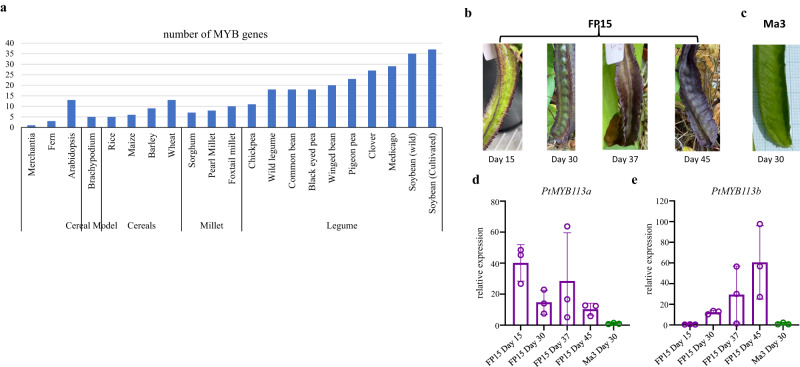
Characterisation of MYB genes involved in the flavonoid biosynthetic pathway. **a** Number of genes detected having homeobox-like and SANT/Myb domains in 27 species. Developing pod colour variation observed in FP15 (**b**) comparing to the green pod of Ma3 at Day 30 after anthesis (**c**). The relative expression level (RT-qPCR) of (**d**) *PtMYB113a* and (**e**) *PtMYB113b* in the pods of FP15 from 15, 30, 37 and 45 days after the day of anthesis in comparison with the green pods of Ma3 at Day 30 after anthesis. Data represent mean ± SEM from biological triplicates, *n* = 3. Source data are provided in a Source data file.

Comparing the genotype of the green parent (Ma3) with the purple parent (FP15) a number of sequence changes could be observed. A non-polar neutral glycine is substituted by a hydrophilic negatively charged glutamic acid (Gly195Glu) at Exon 3 of *PtMYB113a* in the purple cultivar (Supplementary Data 18). 

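PtMYB113a (Psote05G0036500; Chr05.1, 5000035 to 5001407) stood at 30 FPKM at Day 15, 11 FPKM at Day 30, 5 FPKM at Day 37 and 4 FPKM at Day 45, a log2(FPKM+1) change of -2.63 between the first and the last stage. PtMYB113b (Psote05G0036600; Chr05.1, 5062449 to 5063858) stood at 9, 6, 5 and 6 FPKM, a change of -0.51. The paper's RT-qPCR of PtMYB113b goes the other way, with means of 0.482 at Day 15 and 60.5 at Day 45. Reads shared between PtMYB113a and PtMYB113b, which are similar neighbours, could move values from one to the other. Genes of the MBW complex, in which MYB, bHLH and WD40 proteins together activate pigment genes, did not move in one direction. The TT8 homologue Psote04G0319200 was at 14 FPKM at Day 15 and 5 FPKM at Day 45, whereas the GL3 homologue Psote03G0038600 was at 3 FPKM at Day 15 and 20 FPKM at Day 45. The EGL3 homologue Psote06G0076500 was at 2 FPKM at Day 15 and listed at 0 afterwards. The TTG1 homologue Psote02G0121100, the WD40 member, was at 25, 23, 21 and 20 FPKM. Of the pair of TT2 homologues, Psote06G0359600 went from 12 to 3 FPKM and Psote06G0041200 from a listed 0 to 1 FPKM. PtMYB113c was listed at 0 in all stages and PtMYB114 went from 1 FPKM to a listed 0. Of the 11 MBW genes listed, 10 reached 1 FPKM in a stage. At Day 45, 3 of these were higher than at Day 15, 5 were lower and 2 were neither. Among them, 1 higher and 1 lower gene moved only between a listed 0 and a listed 1. The paper's unrounded Day 15 and Day 45 values are 0.270 and 1.45 FPKM for Psote06G0041200, the higher one. They are 1.19 and 0.161 FPKM for PtMYB114, the lower one. The MYB5 homologue Psote08G0120800 was at 1 and 3 FPKM. Its log2(FPKM+1) change was 0.957 with each stage at the same sum, below the threshold of 1. The group's median change lay at percentile 4.37 of random groups of similar expression, and at 1.36 among genes at 5 FPKM or more, 1.55 when matched on Day 15 expression and 2.35 without tandem neighbours. Gene names given as homologues are Arabidopsis or soybean matches in Supplementary Data 14.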

Despite *PtMYB113a* and *PtMYB113b* being expressed at relatively low abundance (FPKM; Supplementary Data 14) yet they had apparently higher expression than their green counterpart (Fig. 6b, c), this is likely to be sufficient to activate the late biosynthetic genes, as similar expression profiles have been observed in bHLH (TT8/GL3/EGL3) and TTG1 to form the ternary MBW complex. While the sequences after the R3 domain are highly variable among species, the purple genotype is heterozygous for a three amino acid insertion/deletion in Exon 3 of *PtMYB113b* (114DKK, Supplementary Data 17) while the green Ma3 parent is homozygous for the deleted form. As these amino acids occur within the predicted alpha helix region R3, the deletion may affect the efficiency of binding to the complex in the green parent (Supplementary Fig. 15). The effect of the polarity difference also remains to be explored, as the substitution of a hydrophilic uncharged glutamine by a positively charged histidine in the purple genotype is observed (Gln112His) when compared to the green parent. Surprisingly, being a highly inbred line FP15 is heterozygous for three out of these seven non-synonymous variants. In Arabidopsis, the purple pigmentation in 12 day-old seedlings is only observed under high light exposure and phosphorylation at both Thr-126 and Thr-131 of MYB75/PAP1 by MPK4, which prevents its degradation by 26s proteosome, thereby enhancing anthocyanin accumulation^49^. With the lack of threonine in FP15 within that region, the best potential phosphorylation sites in *PtMYB113b* are likely to be at Ser-105 and Ser-113 in the purple line, whereas these would be Thr-105 and Ser-113 in the green cultivar. A recent study has indicated that conformational changes caused by serine phosphorylation are smaller than the on-off switch-like function from threonine phosphorylation^50^. Intriguingly, one of the four copies of *PtMPK4* with moderate expression (2nd highest) is located approximately 3.5 Mb from *PtMYB113b* (Supplementary Data 14). It is of note that the purple locus might be a rare allele as only 9.2% of the World Vegetable Centre collection has purple, brown-black or black seeds. It is evident that structural genes from the anthocyanin pathway, such as *F3’H*, *F3’5’H*, *DFR*, *ANS, ATs* and *GTs* were up-regulated to different extents between FP15 and Ma3, following the activation by the MBW ternary complex (Fig. 7 and Supplementary Data 14). 

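The PtMPK4 copy on Chr05.1, Psote05G0061500 (8592396 to 8597769), lies 3.53 Mb from PtMYB113b. It stood at 10 FPKM at Day 15, 8 FPKM at Day 30, 8 FPKM at Day 37 and 7 FPKM at Day 45, and it was at rank 2 of the 4 copies in each stage. The highest copy was Psote06G0072100, at 16 FPKM at Day 15 and 30 FPKM at Day 45. Psote03G0035300 was at 2 FPKM at Day 15 and 3 FPKM at Day 45, and Psote01G0246700 was at 1 FPKM or listed at 0. None of the 4 copies differed by 2-fold between Day 15 and Day 45.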

The structural variants observed in *Pt5MAT1* and *Pt5MAT2* (anthocyanin acyltransferases (ATs), involved in form modification^51^) as well as their transcript abundance data could suggest these could also be reasonable candidate genes at *P1* locus. These include a missence mutation and four substitutions (Thr22Ser, Lys272Glu, Ser314Gly and Val447Asp) in *PtMAT1* leading to protein size differences, basic-to-acidic, hydroxyl-to-aliphatic and hydrophobic/non-polar to hydrophilic/polar, respectively, as well as a substitution from a negatively charged glutamic acid to an uncharged glutamine (Glu214Gln) of *Pt5MAT2* (Supplementary Data 18).

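Both acyltransferase genes were expressed in FP15 pods at all stages. Pt5MAT1 (Psote05G0030500; Chr05.1, 4251440 to 4252873) was at 9 FPKM at Day 15, 17 FPKM at Day 30, 21 FPKM at Day 37 and 23 FPKM at Day 45, a log2(FPKM+1) change of 1.26. Pt5MAT2 (Psote05G0030400; Chr05.1, 4237252 to 4238676) was at 22 FPKM at Day 15, 51 FPKM at Day 30, 47 FPKM at Day 37 and 36 FPKM at Day 45, a change of 0.69 that stays below 2-fold. These genes are near-neighbours of one family, so reads shared between them could alter each value.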

**Fig. 7:**
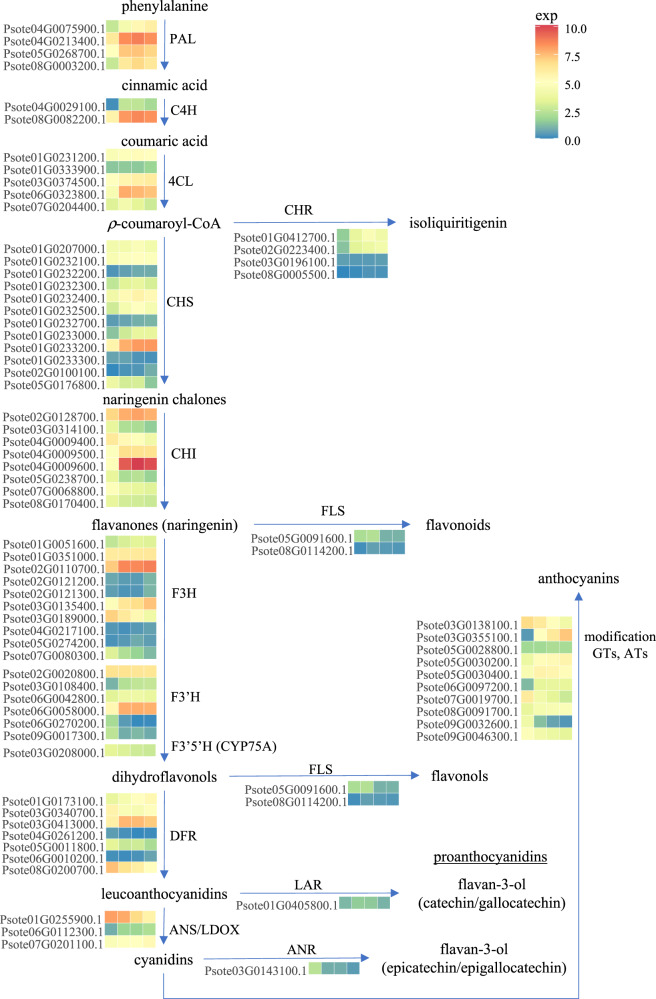
Heatmap of genes involved in the anthocyanin biosynthesis pathway in developing pod. Transcriptomic profiles of anthocyanin biosynthesis structural genes at Day 15, 30, 37 and 45 after anthesis (from left to right) in the maturing purple pods with the colour scale reflecting log_2_(FPKM+1) values. PAL: phenylalanine ammonia lyase, C4H: cinnamate-4-hydroxylase, 4CL: 4-coumarate CoA ligase, CHR: chalcone reductase, CHS: chalcone synthase, CHI: chalcone isomerase, FLS: flavonol synthase, F3H: flavanone-3-hydroxylase, F3’H: flavonoid 3’-hydroxylase, F3’5’H: flavonoid 3’5’-hydroxylase DFR: dihydroflavonol 4-reductase, LAR: leucoanthocyanidin reductase, ANS/LDOX: anthocyanidin synthase/leucoanthocyanidin dioxygenase, ANR: anthocyanidin reductase, GTs: glucosyltransferases; ATs: anthocyanin aromatic acyltransferases. Source data are provided in a Source data file.

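Every copy of the first enzymes of the pathway, PAL and C4H, was higher at Day 45 than at Day 15. All 4 PAL genes, which open the phenylpropanoid pathway, were higher, led by Psote08G0003200 (5 to 77 FPKM) and Psote04G0075900 (5 to 60 FPKM). The C4H gene Psote08G0082200 went from 50 to 324 FPKM. Of 5 4CL genes, 2 were higher, led by Psote06G0323800 (21 to 158 FPKM), and none was lower. Of 12 CHS genes, 7 were higher and 2 lower, although 3 of the higher ones moved only from a listed 0 to a listed 1 and 1 of the lower ones the reverse. The most abundant CHS gene, Psote01G0233200, went from 49 to 291 FPKM, Psote01G0233000 from 1 to 11 FPKM and Psote05G0176800 from 14 to 2 FPKM. Both measured CHR genes were higher, with Psote02G0223400 going from 1 to 17 FPKM. CHI copies divided, with 2 of 8 higher and 4 lower. Psote04G0009600 went from 27 to 885 FPKM and the neighbouring Psote04G0009400 from 73 to 16 FPKM.
The following steps held copies that moved in opposite directions. Of 9 measured F3H genes, 3 were higher, 1 of them from a listed 0 to a listed 1, and 2 were lower, with Psote03G0135400 going from 26 to 161 FPKM and Psote03G0189000 from 129 to 15 FPKM. Of 6 F3'H genes, 2 were higher and 2 lower, with Psote06G0058000 going from 43 to 204 FPKM and Psote06G0270200 from 3 FPKM to a listed 0. The single F3'5'H gene Psote03G0208000 was at 10 FPKM at Day 15 and 6 FPKM at Day 45. Of 6 measured DFR genes, 3 were higher and 2 lower, and 1 of the higher ones moved from a listed 0 to a listed 1. Psote01G0173100 went from 11 to 42 FPKM, Psote03G0413000 from 56 to 143 FPKM and Psote08G0200700 from 164 to 33 FPKM. Of 3 ANS genes, the most abundant, Psote01G0255900, went from 266 to 53 FPKM, and 1 was higher, Psote06G0112300, at 1 and then 3 FPKM. The log2(FPKM+1) change of Psote06G0112300 was 0.957 with each stage at the same sum, below the threshold of 1. Of 10 genes in the glucosyltransferase and acyltransferase group, 4 were higher and 4 lower, with Psote03G0355100 going from a listed 0 to 152 FPKM, Psote09G0032600 from 15 FPKM to a listed 0, Psote07G0019700 from 68 to 6 FPKM and Psote03G0138100 from 110 to 16 FPKM. The LAR gene was at 1 FPKM at both stages. The ANR gene Psote03G0143100, at 4 FPKM at Day 15, was lower, as was the measured FLS gene, Psote05G0091600, at 3 FPKM. After quantile normalization the log2(FPKM+1) change of the FLS gene was -0.70, short of the threshold of 1.

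**Figure D2:**
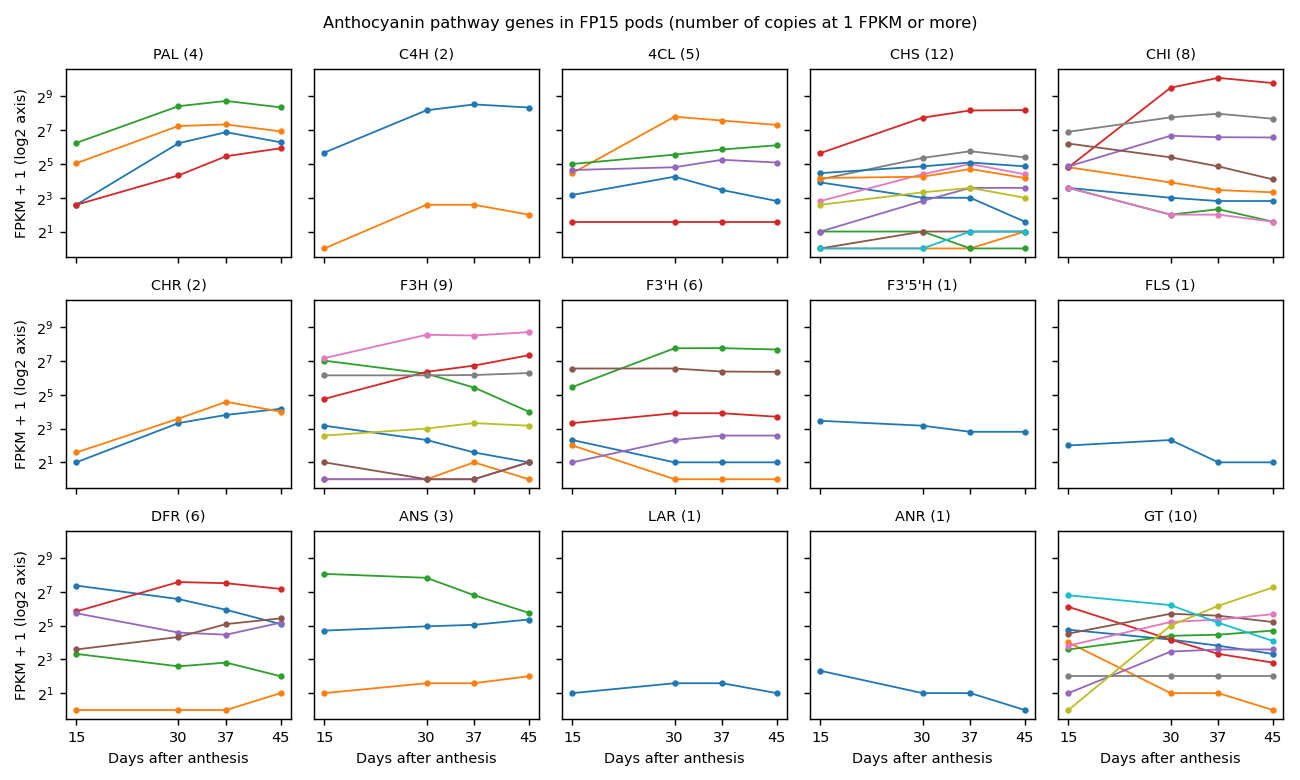
Stage values (FPKM + 1, log2 axis) against days after anthesis for every gene of each step in Fig. 7 at 1 FPKM or more in a stage, with 1 line per gene and the authors' value at each point. The 4 PAL lines all end higher than they start, and the DFR, ANS and GT panels hold lines of both directions.

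Against random groups of similar mean expression, the median change of the CHS genes lay at percentile 99.9 and that of the CHI genes at percentile 0.190. A median counts each copy alike, whatever its level. Of 8 CHI genes 4 were lower, but the 2 with the highest means rose. These were Psote04G0009600 (27 to 885 FPKM) and, by less than 2-fold, Psote02G0128700 (119 to 204 FPKM). Percentiles were 82.7 for 4CL, 78.0 for F3H, 65.0 for F3'H, 74.3 for DFR and 88.7 for the glucosyltransferase and acyltransferase group. Among genes at 5 FPKM or more, however, the DFR genes were at 6.47 (median change -0.56, from 0.22). The glucosyltransferase and acyltransferase group was then at 98.7. Most genes of a family share sequence, so reads may be divided between copies.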

Being the candidate gene at the *P2* locus, a Ser63Pro mutation in *PtWRKY70* (Psote05G0080300) has caused hydroxyl-to-aliphatic and polar-to-nonpolar changes among the parental lines despite the WRKY domain not being affected (Supplementary Fig. 16). Its orthologue *AtWRKY70* is better characterised for senescence and defence signal transduction due to its activation by salicylic acid (SA)^52^. Nevertheless, prominent reductions in anthocyanin could be observed in *Atwky70-1* and *Atwrky70-2* mutant lines^53^. In pear, *PbWRKY75* binds to the promoters of *PbDFR*, *PbUFGT* and *PbMYB10b* (but not PbMY10) to enhance their transcriptional activities^54^. The purple FP15 orthologue has a classical 6-bp light responsive cis G-box element ‘CACGTG’, while Ma3 line has a ‘CACGTT’ G-box variant. Through transient expression in lima bean cotyledon and stable expression in soybean root hairy roots studies, a change in the first or last nucleotide in the G-box caused significantly lower promoter activity^55^. While this remains to be verified, W-box elements are also predicted *in-silico* in the promoter regions of *PtMYB113a*, *PtMYB113b* and *Pt5MAT1*.

In brief, activation from the MDW regulatory complex at *P1* locus mediating transcriptional activities of anthocyanin structural genes, potentially enhanced by WRKY TF at *P2* locus, leads to the purple pigmentations observed in the calyx, pod, and seed coat of FP15 genotype. The most likely candidate for the lack of pigment observed in Ma3 is the three amino acid deletion observed in the PtMYB113b in the green parent.

## Discussion

The winged bean genome constructed is of value for molecular breeding improvement as most other plant species with sequenced genomes are taxonomically distant, limiting the cross-species use of positional information. Stefanović and colleagues have suggested that *P. tetragonolobus* diverged approximately 11 Mya from *Erythrina soursae*^56^. The common ancestor between this clade and the clade consisting of Phaseoleae subtribe Glycininae and subtribe Phaseolinae which arose approximately 21 Mya, with an estimated divergence slightly earlier (approximately 23 Mya) from the Cajaninae clade^57^. This winged bean genome lays the foundation for crop genome guided breeding improvement programmes, to enhance the wider adoption of the species as a protein source for the future, given the limited conserved synteny with the well annotated *P. vulgaris* genome. The high levels of genetic diversity seen within the breeding material diversity study could be explained by: (i) undocumented early exchange of material (ii) geographical preferences for different edible parts and cropping methods having limited the loss of genetic diversity overall, (iii) seed phenotypes have not been as strongly visually distinctive compared to other legumes, particularly with limited variation in seed mottling and hilum pattern, with the major selection focus on the vegetative parts of the plant.

Thus far, our approach in integrating Illumina, ONT, Bionano and genetic mapping have resulted in a pseudo-chromosome level genome spanning 580.28 Mb. The genome annotation has facilitated the identification of a number of candidate genes associated with QTL relevant to ideotype development for breeding selection, in particularly, variability for seed protein content, plant architecture and plant phytochemicals. In addition, it has been possible to identify the regions of the genome containing QTL flanking marker variation, potentially allowing the development of simple KASP markers for further selection of desirable architectural, protein and nutritional traits. Selection for alleles of genes associated with these candidates (if validated) could subsequently be utilised for varietal development or flanking markers around the QTL of interest could be used directly for breeding.

## Methods

### Library preparation of material for whole genome sequencing

The common paternal line Ma3 for both Cross XT and Cross XB was selected for whole genome sequencing, based on single-seed descent derived material from the individual plant used during controlled hybridisation. The plant was grown in the Future Crop glasshouse under 28 °C day/23 °C night temperature cycle (Sutton Bonington, UK). High molecular weight (HMW) genomic DNA was isolated from 100 mg fresh leaves using DNeasy Mini Kit (Qiagen). DNA quantity and quality were assessed by Nanodrop, Qubit dsDNA BR assay (ThermoFisher) and the Genomic DNA ScreenTape assessed (Agilent) prior to library preparation.

For ONT library preparation, a library prep was prepared from 400 ng of DNA (ONT; SQK-RAD004) and run over a MinION flow cell (ONT; FLO-MIN106 R9.4) on the GridION X5 mk. A small-scale ligation sequencing library (ONT; SQK-LSK109) was also prepared and run over a MInION flow cell on the GridION. A large-scale ligation sequencing library was subsequently prepared and the entire library prep was loaded onto a PromethION flow cell (ONT; FLO-PRO001) and sequenced on the PromethION platform.

For Illumina library preparation, an Illumina-compatible sequencing library was prepared from 500 ng of DNA using the KAPA HyperPlus Kit (Roche) and the KAPA Single-Indexed Adaptor Kit, Illumina Platforms, Set B (Roche). Genomic DNA was fragmented for 10 min and 2 cycles of PCR were used during the library amplification stage. Post-amplification SPRI-based size selection was performed using a 0.7/0.9 ratios of AMPure XP beads (Beckman Coulter). The library was quantified using the Qubit Fluorometer and the Qubit dsDNA HS Assay Kit (ThermoFisher) and the fragment length distribution was assessed using the Agilent TapeStation 4200 and the Agilent High Sensitivity D1000 ScreenTape Assay (Agilent). Final library QC was performed using the KAPA Library Quantification Kit for Illumina (Roche). The library was sequenced on the Illumina NextSeq500 (NextSeq Control Software v2.2.0) using a NextSeq500 Mid Output 300 cycle kit v2.5 (Illumina) to generate 150-bp paired-end reads.

### Bionano mapping

High molecular weight genomic DNA was extracted from fresh young leaves using the Bionano Prep Plant Tissue DNA Isolation Kit (Bionano Genomics) according to the Isolation Base Protocol (Bionano Genomics: Document #30068-RevD). Due to the partially insoluble nature of the DNA, quantification was not possible so 21 µL (including the bulk of DNA) was taken into labelling.

DNA was labelled with the DLE-1 enzyme using the Bionano Prep DLS Kit (Bionano Genomics) following the standard protocol (Bionano Genomics: Document #30206-RevF). The labelled sample was quantified by Qubit Fluorometer 4 (Thermo Fisher) and the Qubit dsDNA HS Assay Kit (Thermo Fisher). The average concentration of the labelled sample was 3.36 ng/μL (CV = 0.09). The labelled DNA reaction was run over one flow cell on a Bionano Saphyr Chip (Bionano Genomics) on the Bionano Saphyr to generate 540 Gbp of data. For analysis, the molecules file was used to generate a de novo assembly using the default Bionano Access settings (Bionano Access: 1.3.0; Bionano Tools: 1.3.8041.8044; Bionano Solve: Solve3.3_10252018; RefAligner: 7915.7989rel; HybridScaffold/SVMerge/VariantAnnotation: 10252018). This assembly was used to generate a hybrid scaffold with the winged bean NGS assembly. The hybrid scaffold was constructed using default settings; conflict resolution was set to ‘Resolve Conflicts’ for both the Bionano assembly and sequence assembly.

### Genome assembly and TE characterisation

Raw ONT reads were firstly filtered by quality score (<7) and read length (<1k), and then were trimmed, corrected and assembled by Canu (version 2.1.1) and NECAT (v0.0.1 update20200803). Raw assembly was merged further by *quickmerge* to improve contiguity. Assembled contigs were first polished twice by ONT long reads using Racon v.1.5.0 and then further polished by Illumina PE reads using Pilon v1.22^67^. The EDTA pipeline^58^ with default settings was used for transposable element characterisation with Wicker et al.’s classification^59^. The Illumina reads were subjected to K-mer analyses using both Jellyfish and GenomeScope 2.0.

### Gene annotation

De novo transcriptome assembly was conducted by Trinity v2.11.0 with previously published RNA-seq data (PRJNA374598)^12^. Raw assembled transcripts were clustered by CD-HIT v4.8.1 and corrected by CAP3. Protein coding regions were identified by TransDecoder v5.7.1. Genome annotation was done by MAKER2 v2.31.10 using transcriptome annotation. The completeness of annotation was estimated using BUSCO v5.4.3 embryophyte odb10. The types of transcription factors were predicted from the Plant Transcription Factor Database (PlantTFDB, http://planttfdb.gao-lab.org/index.php). Collinear blocks were defined using default parameters in MCScanX and visualised using SynVisio (https://synvisio.github.io/#/). Functional annotations including GO, PFAM and KEGG terms were performed using eggNOG-mapper v2. Following that, enrichment analysis of duplicated genes was carried out using *clusterProfiler* v4.2.2. The *p* value was set at <0.01 and adjusted in the GSEA GO and over-representation set of KEGG module using Benjamini-Hochberg method.

### Evolution analysis and divergence time estimation

Ten species were included for the investigation of the evolutionary history of winged bean; *Phaseolus vulgaris* v2.1 (Phytozome), *Vigna unguiculata* v1.2 (Phytozome), *Medicago truncatula* Mt4.0v1 (Phytozome), *Lotus japonicus* v1 (Phytozme), *Glycine soja* v1.1 (Phytozome), *Vitis vinifera* v2.1 (as outgroup, Phytozome), *Cicer arietinum*^57^ (Legumepedia), *Cajanus cajan* (Legumepedia), *Trifolium subterraneum*^57^ (Legumepedia), *Glycine max Lee* v2^57^ (Legumepedia) using OrthoFinder v2.5.4 with default settings except parameters ‘-M msa -T iqtree’. Orthogroups with the minimum of one gene in all species and not more than 30 genes^57^ (*n* = 11,251) were then retained and subjected to CAFE5. The divergence age was calculated using the following formula

1 $$T={Ks}/2{\lambda }$$

where *λ* = 8.3 × 10^-9^ as the global mutation rate of legume species^60^.

### Genotype-by-sequencing using DArTseq

Genomic DNA was extracted from young leaves using Qiagen DNeasy® 96 Plant Kit and subsequently genotyped by DArTseq™ platform (Diversity Arrays Technology Pty Ltd) in which the DNA was fragmented through *Pst*I-*Mse*I double digestion, followed by adaptor ligation, amplification and then sequenced on Illumina Hiseq 2500. SNP and PAV calling were then carried out using proprietary DArT analytical pipelines.

### Genetic mapping

SNP markers from DArTseq were filtered so as to be polymorphic between parental lines and to have no missing values across the populations for a total of 221 and 183 F_2_ individuals, respectively in XB and XT populations. Maps were constructed using JoinMap® v5, the first linkage groups (LGs) were obtained through a logarithm of odds (LOD) value of 30 using the “grouping (tree)” function. Initial mapping was then performed using a maximum likelihood (ML) algorithm, in order to deal with the computational load of more than 100 markers in each LG. After sufficient markers had been removed using iterative reduction of markers with ML, final LGs were generated using regression mapping with default parameters: recombination frequency ≤0.40, LOD value ≥1.0, with goodness-of-fit jump threshold for removal of loci equal to 5.0, and rippling performed after every marker was added into the map. Recombination frequency was converted into map distance (cM) using the Haldane’s function and markers were checked for nearest neighbour (NN) fit values and mean χ^2^ contribution for the goodness-of-fit within each LG map.

Markers showing significant zygotic segregation distortion (SD) were first removed from initial mapping calculations, and later re-introduced using regression mapping. This was monitored by comparing initial LGs (without SD markers) with newly obtained ones (with SD markers), in order to ensure the marker order between non-distorted markers was consistent. To improve the QTL analysis for *qCC*, *qSC*, and *qCLX*, markers on XB.lg05 were filtered out with a 0.95 threshold and the linkage group was mapped using a maximum likelihood algorithm.

### Genetic diversity and population structure

Germplasm included in these analyses were accessions from MARDI, International Institute of Tropical Agriculture (IITA), World Vegetable Centre (AVRDC), U.S. Department of Agriculture (USDA), East-West Seed (EWS) and a donor (listed in Supplementary Data 7). For the evaluation of true biological replicates in a pre-breeding programmes (using DArT™ pipeline), the DArTSeq SNPs were mapped to the hard masked genome in order to filter out SNP at TE sites. Marker quality control was performed by filtering for biallelic SNP loci with minor allele frequency (MAF) >0.01 and missing value of not more than 10%, resulting in 7543 SNPs. Through Neighbour-joining (NJ) tree (mentioned below), biological replicates were confirmed from the pedigree record if they were (i) sharing the same node in the NJ tree, (ii) node length not more than 0.06 (Supplementary Data 7). For further molecular diversity evaluation (using GATK), raw sequence reads from DArTseq were assessed for quality using FastQC v0.12.1. Adaptor sequences were removed using cutadapt. The reads were then aligned to the genome using Burrows-Wheeler Aligner (BWA) mem v0.7.15 with default parameters. Reads were sorted and duplicates were marked by Picard v1.96 in the BAM alignment files. Single nucleotide polymorphisms (SNPs) were called using GATK’s (v4.4.0.0) HaplotypeCaller. Variants were called for each sample individually, producing gVCF files. Joint genotyping of variants across all samples was performed using GATK’s GenotypeGVCFs. The resulting VCF file contained genotypes and variant information for all samples. SNP variants were further filtered (excluding biological replicates) using vcftools v0.1.16 with following criteria: --maf 0.01 --max-missing 0.6 --minQ 30 --minDP 3, generating 10,567 SNPs. This set of SNP was also subjected to LD analysis.

The retained missing values from both (i) and (ii) were then imputed using Beagle v5.4 with imputation states=400^61^. The ancestry of each individual was estimated using fastSTRUCTURE with admixture as the ancestry model. fastSTRUCTURE was run using the structure.py script provided with the software. The software was run using multiple choices of *K* (*K* = 1 to *K* = 10) to investigate the structure of the data. Maximum likelihood was used and genotypes were assigned to a subpopulation. The membership coefficient for clusters was 0.7 or else genotypes were considered as admixed. Principal Coordinate Analysis (PCoA) was performed using TASSEL v5. The Neighbour-joining (NJ) tree was permutated with 5000 bootstrap values using *ape* v5.7, *ade4* v1.7, *adegenet* v2.1.10 and *poppr* v2.9.4. The NJ tree was viewed using iTOL.

The average pairwise divergence among genotypes, which represents the nucleotide diversity per bp, π (pi), expected number of polymorphic sites per nucleotide, θ (theta), observed heterozygosity (H_o_), expected heterozygosity (H_e_), unbiased expected heterozygosity (uH_e_) and pairwise population differentiation (999 bootstrap) were estimated using TASSEL v5 and *dartR* v2.9.7. The normalised measure of difference between the observed (π) and expected (θ) nucleotide diversity, Tajima’s D, was also computed. The population genetic analysis was carried out in *poppr* v 2.9.4. Permutation of Monte-Carlo tests was run at 999.

### Linkage disequilibrium (LD) decay

The correlation coefficients (*r*^*2*^) among pairwise comparisons of loci from SNPs (*p* < 0.05) were calculated using TASSEL v5 with default sliding window setting. The LD decay rate was calculated using an R script written by F. Marroni available at https://fabiomarroni.wordpress.com/2011/08/09/estimate-decay-of-linkage-disequilibrium-with-distance/.

### Protein profiling

Ground dried winged bean seeds were passed through a 0.5 mm sieve (Ultra-Centrifugal Mill ZM 200, Retsch). The samples were stored at −80 °C overnight and were then freeze-dried. The protein content was calculated based on modified a Dumas method using a Protein Analyzer (FlashEA® 1112 N/Protein, Thermo Scientific) with the conversion factor 6.25.

### QTL mapping

F_2_ individuals of the XB Cross were assessed under field conditions together with the parental lines. They were grown on ridges with trellis (1 m × 2 m) and 1.5 m intra-spacing and 1m inter-spacing at the Field Research Centre of Crops For the Future (Semenyih, Malaysia). Seeds were scarified using sandpaper. The seedlings were then transplanted 14 days after emergence (DAE). Fertiliser (NPK 15:15:15) was applied 4 times during the growing season (estimated to be 15 kg/ha), while pesticide was sprayed approximately every 10 days to prevent pest damage of the main stems (Karate – Syngenta, Switzerland) at 0.5 mL/L concentration.

For the materials used for nutritional profiling, five replicates of each parental genotype were grown in a complete randomised design (CRD) from October 2016 to March 2017 in a sandy loam soil (pH 5.3). The XB F_2_ lines were assessed in three blocks between June to November 2017 in a complete randomized block design (CRBD). The soil had a sandy loam profile with pH 5.0, while the day/night temperatures recorded were 32 ± 0.9 °C and 23 ± 0.3 °C (on site weather station; DeltaT). Traits measurements from 87 individuals (which were not border plants) were recorded as reported^5^. In addition, the average chlorophyll concentration was obtained from the middle leaflets of the top three fully opened leaves, each measured 3 times at 28 DAE using a SPAD-502 (Konica Minolta). For q*TNoB*, the number of branches along the entire stem were calculated, as opposed to *qNoB* in which represents the number of branches within the first ten nodes.

QTL analyses were conducted using MapQTL v6 using both non-parametric and parametric tests. Each trait was first analysed through a Kruskal-Wallis (KW) test, in order to establish single marker-trait associations (at *p* < 0.01). This was followed by Interval Mapping (IM) analysis with LOD threshold calculated through 10,000 permutation tests, taking the genome-wide (GW) significant threshold at α = 0.05. Only QTLs that were consistent between these two tests were reported. A QTL was considered significant when equal to or above the GW-LOD threshold and explained ≥10% of phenotypic variance (PVE). Multiple-QTL model (MQM) mapping was utilised for seed protein content QTL analysis. All QTL have been mapped onto their corresponding LG using MapChart v2.32, including markers as supporting intervals, using a 2-LOD drop.

### RNA sequencing and gene quantification

FP15 plants were grown in a controlled environment chamber at 26 °C/20 °C day/night temperature with 12-h daylength at the University of Nottingham Sutton Bonington Campus. The pod and seed tissues of FP15 were sampled between mid-day and 13.00 at Day 15, Day 30, Day 37 and Day 45 after the day of anthesis from different individual plants, whilst pod tissues of Ma3 were sampled at Day 30. The total RNA was extracted using RNeasy® Plant Mini Kit (Qiagen), according to the manufacturer’s instructions. Each stage had biological replicates derived from different plants. Library preparation and transcriptomic sequencing were conducted using Illumina NovaSeq6000 (Novogene, Cambridge). The 150-bp paired end reads (summarised in Supplementary Data 19) were mapped using hisat2 v2.0.5 followed by differential quantification analysis at fragments per kilobase of transcript per million fragments mapped (FPKM) level using featureCounts 1.5.0-p3 and DESeq2 v1.20.0. For RT-qPCR, first-strand cDNA was then synthesised using RevertAid Reverse Transcriptase (Thermo Scientific) and oligo(dT)18 and random hexamer (IDT). Quantitative real time PCR was performed using SensiFast™ SYBR® No-ROX kit (Bioline) with each reaction of 10 µl consisting of 250 nM forward and reverse primer each (except 100 nM each primer for *PtTUB6*) and 12.5 ng cDNA. The PCR conditions were set as 2 min for an initial denaturation, 40 cycles of 95 °C for 5 s, 60 °C (*PtMYB113b*) or 62 °C (*PtMYB113a*) for 10 s, 72° for 10 s (for *PtTUB6* and *PtELFa*, 40 cycles of 95 °C for 5 s, 62 °C for 15 s), followed by melt curve analysis from 95 °C to 62 °C with the rate of 0.5 °C/s. Each sample had technical triplicates. *PtELFa* (Psote09G0074300) and *PtTUB6* (Psote05G0184000) were used as reference genes. The changes in expression were then calculated by normalising to both reference genes^62^. The primers for the qRT-PCR are listed in Supplementary Table 5.

### Phylogenetic analysis of R2R3 MYB genes

To identify MYB-TFs in anthocyanin biosynthesis, 13 MYB genes with known roles in the anthocyanin pathway in Arabidopsis were found to consist of three domains (IPR001005, IPR009057, IPR017930) using the pipeline developed by Mutte and Weijers^63^. Genes having these domains at a bit score ≥100 were classified as putative MYB-TFs involved in anthocyanin biosynthesis. For the MYB subgroup characterisation, the amino acid sequences (sequence accessions listed in Supplementary Data 16) were aligned using MUSCLE in MEGA 11 using default settings. The phylogeny was constructed as a NJ tree with 5000 bootstrap replicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

Supplementary Data 18

Supplementary Data 19

Reporting Summary

### Source data

Source Data

## Data Availability

Raw sequencing reads were deposited at the NCBI BioProject ID PRJNA808222 with BioSample ID SAMN26037071 [https://www.ncbi.nlm.nih.gov/sra/?term=PRJNA808222]. Raw reads for DArTseq of diversity panel and re-sequencing of two parental lines were deposited at BioProject ID PRJNA1034490. RNA-sequencing reads of maturing pods were uploaded to GSE246575, The genome assembly and annotation are available at Figshare [10.6084/m9.figshare.19196255]. Source data are provided with this paper.

# Supplementary material for: A genomic toolkit for winged bean Psophocarpus tetragonolobus
**Source:** Nat Commun. 2024 Mar 1;15:1901. doi: 10.1038/s41467-024-45048-x
**Supplement:** Supplementary file 1 — Supplementary Information

A genomic toolkit for winged bean *Psophocarpus tetragonolobus*

Ho *et al.*

Supplementary Table 1. Types of transcription factors identified as a percentage of the total.

Type	%	Type	%
bHLH	9.32	ARR-B	0.79
MYB	10.36	ZF-HD	0.98
C2H2	5.85	HB-other	0.55
MYB_related	4.27	CAMTA	0.55
WRKY	5.55	DBB	0.55
ERF	6.28	NF-YA	0.55
NAC	5.18	SRS	0.61
bZIP	3.96	GRF	0.61
G2-like	3.05	NF-YC	0.43
GRAS	2.50	Nin-like	0.49
HD-ZIP	3.17	YABBY	0.55
LBD	2.74	BES1	0.43
FAR1	2.13	CPP	0.37
C3H	2.25	E2F/DP	0.43
		BBR-	
Trihelix	2.38	BPC	0.24
B3	2.25	EIL	0.24
Dof	2.01	LSD	0.24
M-			
type_MADS	1.46	VOZ	0.18
MIKC_MADS	1.83	Whirly	0.18
TALE	1.77	GeBP	0.24
GATA	1.52	HB-PHD	0.18
HSF	1.58	NF-X1	0.06
ARF	1.52	NZZ/SPL	0.12
TCP	1.58	RAV	0.12
AP2	1.52	S1Fa-like	0.18
SBP	1.34	HRT-like	0.06
CO-like	0.85	LFY	0.06
NF-YB	0.85	STAT	0.06
WOX	0.85		

Supplementary Table 2. AMOVA analysis and PhiST (Φ) using Eucidean distances and ‘farthest neighbor’ algorithm with permutation test using Monte Carlo method.

By subpopulation							
**Variation**	**df**	**SS**	**MS**	**Sigma**	%	**Phi**	**<i>p</i>-value**
Between pop	4	58341.0	14585.2	259.5	19.4	0.6863	>0.001
Between samples<br>within pop	125	216714.9	1733.7	657.3	49.2	0.6106	>0.001
Within samples	130	54487.5	419.1	419.1	31.4	0.1943	<0.001
Total variation	259	329543.4	1272.4	1335.9	100.0		

By country of origin							
**Variation**	**df**	**SS**	**MS**	**Sigma**	%	**Phi**	**<i>p</i>-value**
Between pop	17	69889.5	4111.1	174.3	13.4	0.6775	>0.001
Between samples<br>within pop	112	205166.4	1831.8	706.4	54.3	0.6276	>0.001
Within samples	130	54487.5	32.2	419.1	32.2	0.1341	<0.001
Total variation	259	329543.4	100.0	1299.7	100.0		

Supplementary Table 3. Pairwise values of Nei's G_{ST} among Subpopulation 1 (Q1), Subpopulation 2 (Q2), Subpopulation 3 (Q3), Subpopulation (Q4).

	Q2	Q3	Q4
Q1	0.2163	0.4561	0.2968
Q2		0.3393	0.1596
Q3			0.3810

Supplementary Table 4. Number of SNP per pseudo-molecules after filtering used in LD decay analysis (p -value determined by two-sided Fisher's Exact test).

Chromosome	No. of SNP	number of SNP pair in LD at $p < 0.05$
Chr01	1751	18648
Chr02	1349	14700
Chr03	1455	13199
Chr04	1249	12461
Chr05	1405	15351
Chr06	1104	11753
Chr07	849	8007
Chr08	769	8671
Chr09	603	5221
SCF	33	

Supplementary Table 5. Primers used for the gene expression studies.

Primer name	Sequence (5' -> 3')
PtMYB113a_F2	GACAATGCAGGAAACATTGGC
PtMYB113a_R2	TCTCCTAGCTAGGTGAGAAGAAAATC
PtMYB113b_F	CAAGAGAAACTCGTTAGTAGTTCC
PtMYB113b_R	ATTGAAATAAGGTTTTGATCCGAAACT
PtELFa_F	AGCTGCTGAGATGAACAAGAGG
PtELFa_R	TCTCAAACCTCCACAAGGCAATATC
PtTUB6_F	GAGTGCATGGTCCTTGATAATGA
PtTUB6_R	CTCATAGTAGCAGAGATCAAGTGG

a.

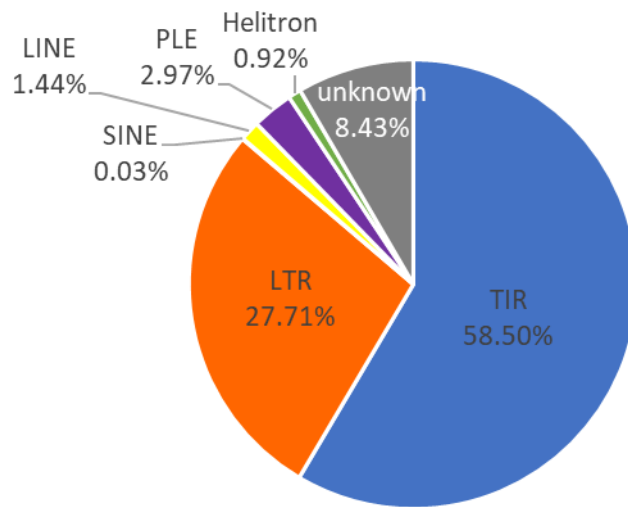

b.

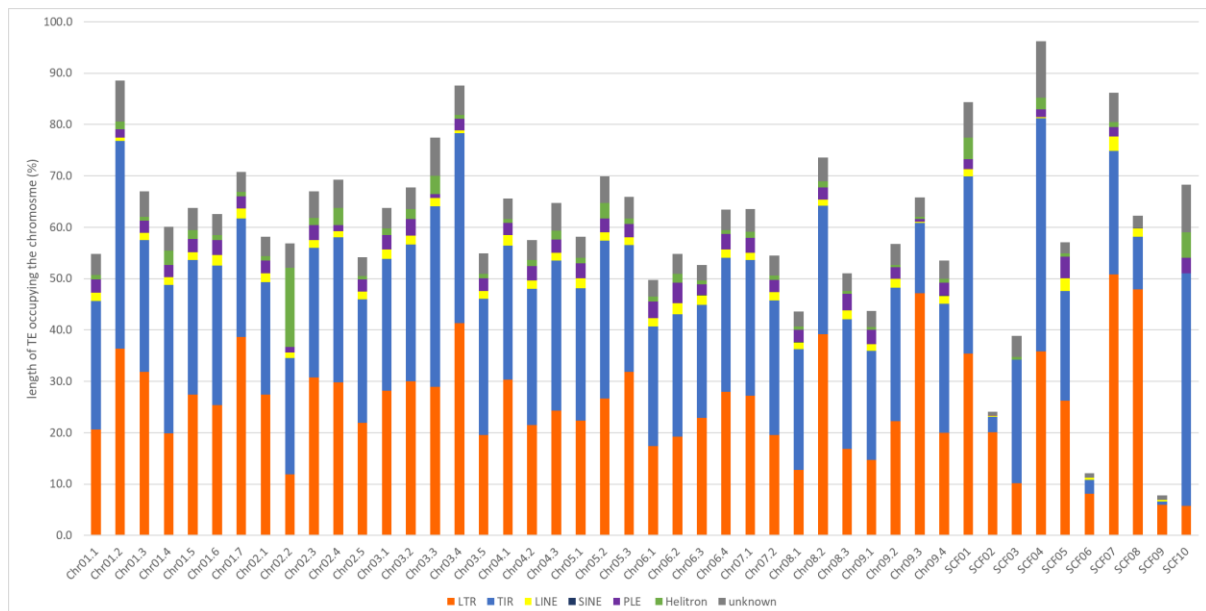

Supplementary Figure 1. Summary of the characterisation of repetitive elements. (a) Types of repetitive elements identified in winged bean genome and (b) their length distributions (in %) across the genome.

a.

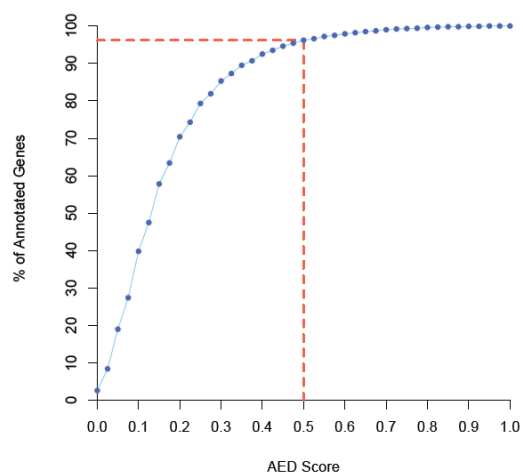

b.

Distribution of Primary Transcript Length

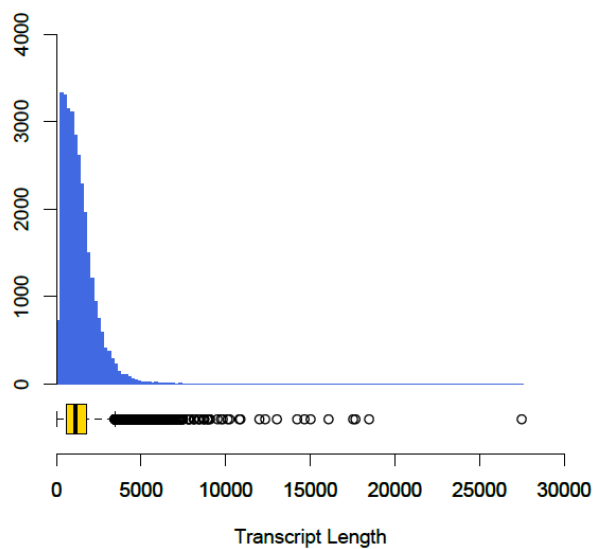

c.

Distribution of Exon Length

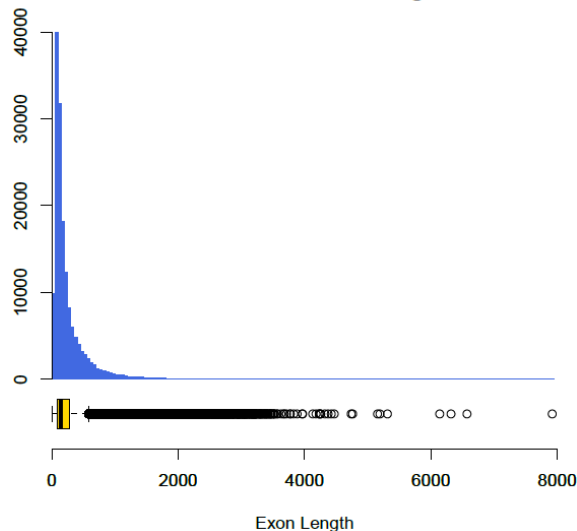

d.

Distribution of CDS Length

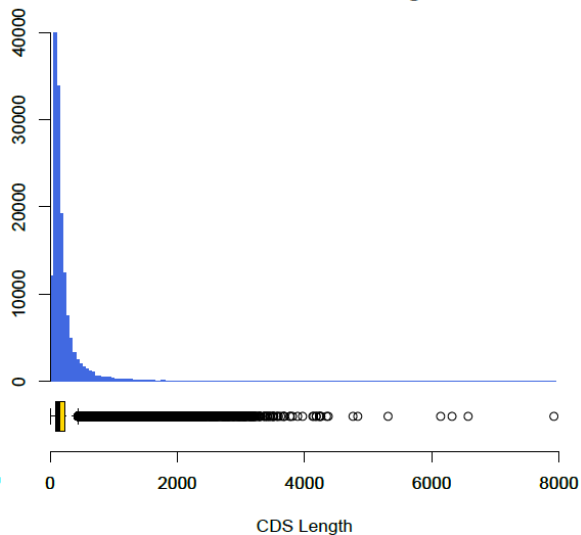

e.

Distribution of Gene Exon Number

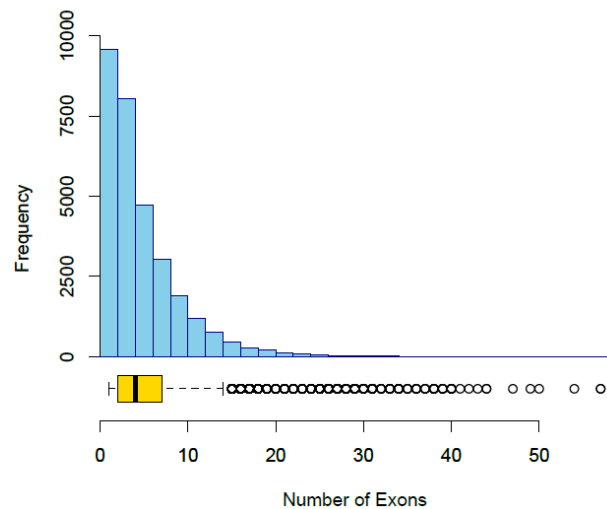

Supplementary Figure 2. Characterisation of gene models in the winged bean genome. (a) Annotation Edit Distance (AED) score as a measure of annotation quality in terms of specificity and sensitivity. High quality annotations are those of 0.3 and below¹. An overview of (b) primary transcript lengths, (c) exon length, (d) CDS length in bp and the frequencies of the annotated gene models, (e) distribution of exon number per gene.

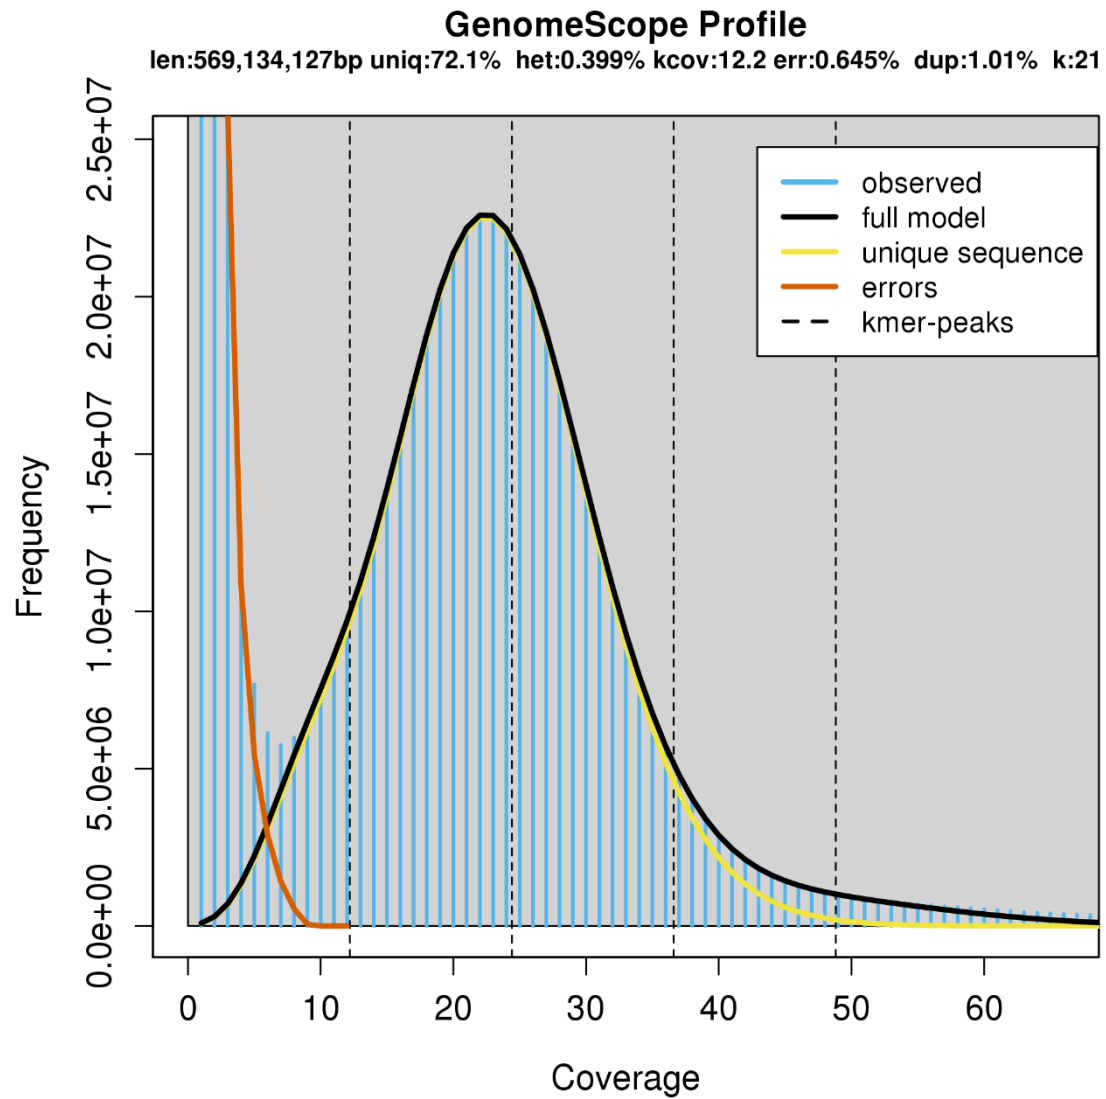

Supplementary Figure 3. K-mer analysis. The K-mer analysis has suggested a genome size of 569 Mb for winged bean.

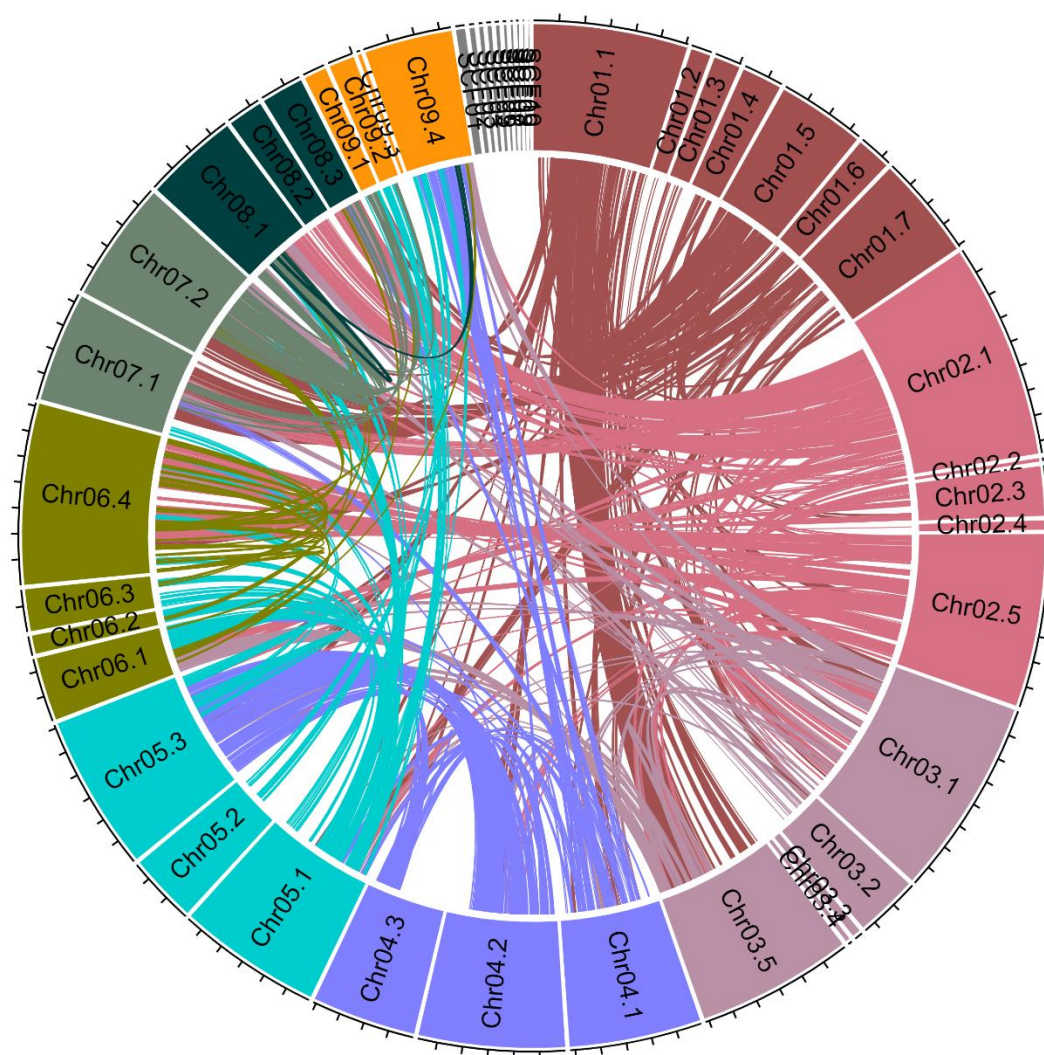

Supplementary Figure 4. The syntenic blocks in winged bean. The paralogues identified in blocks among the winged bean chromosomes.

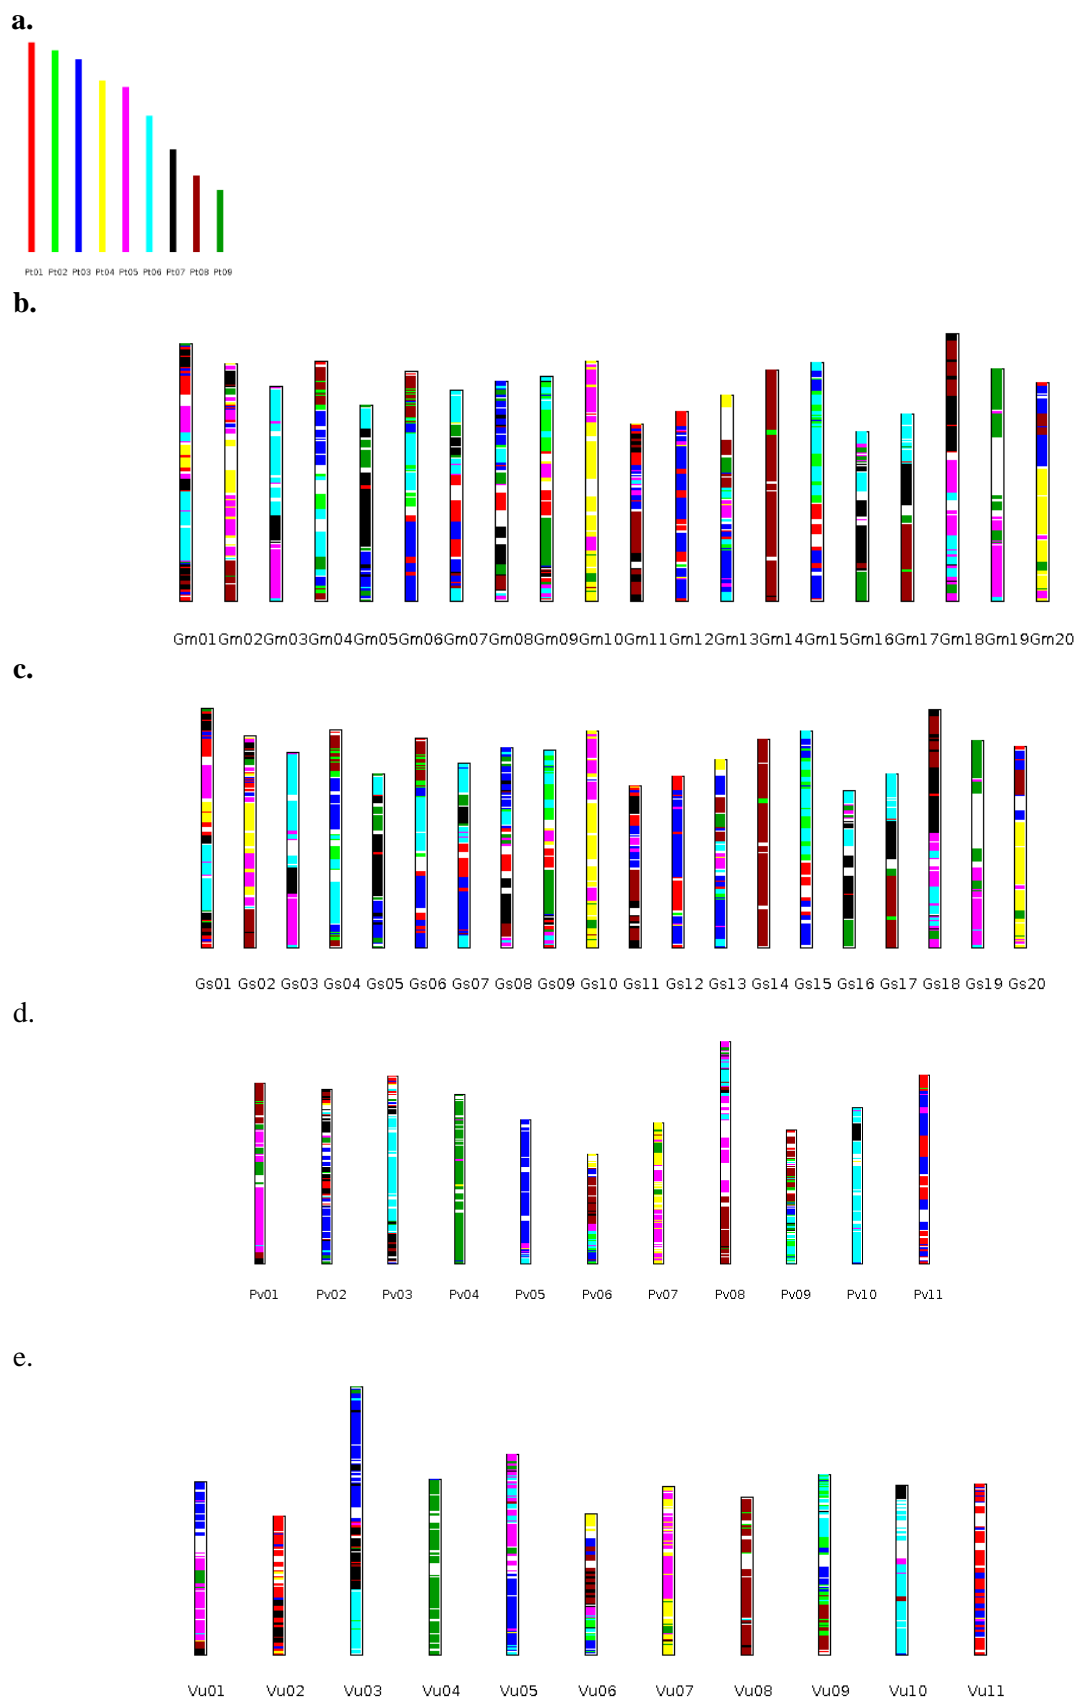

Supplementary Figure 5. Syntenic relationship of winged bean with closely related legume species. Chromosome rearrangement observed between (a) winged bean and closely related species, (b) *G. max*, (c) *G. soja*, (d) *P. vulgaris*, (e) *V. unguiculata*.

a.

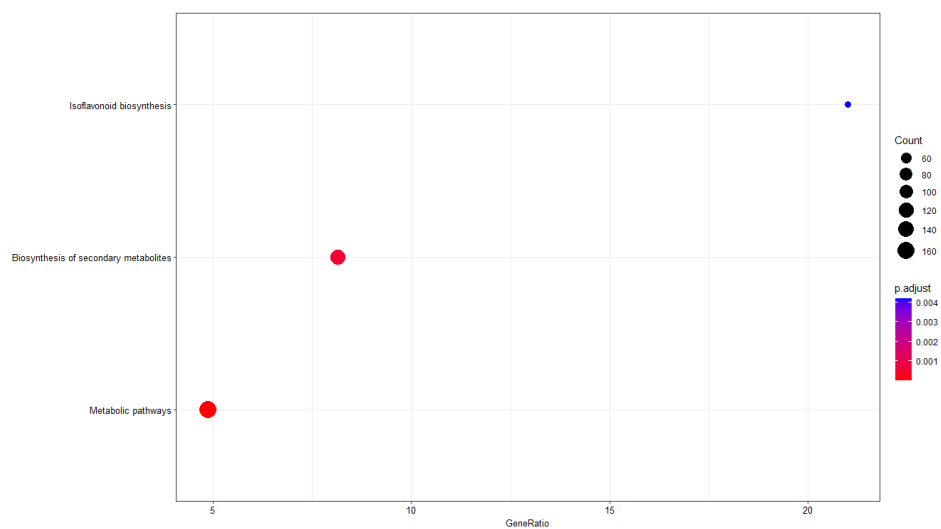

b.

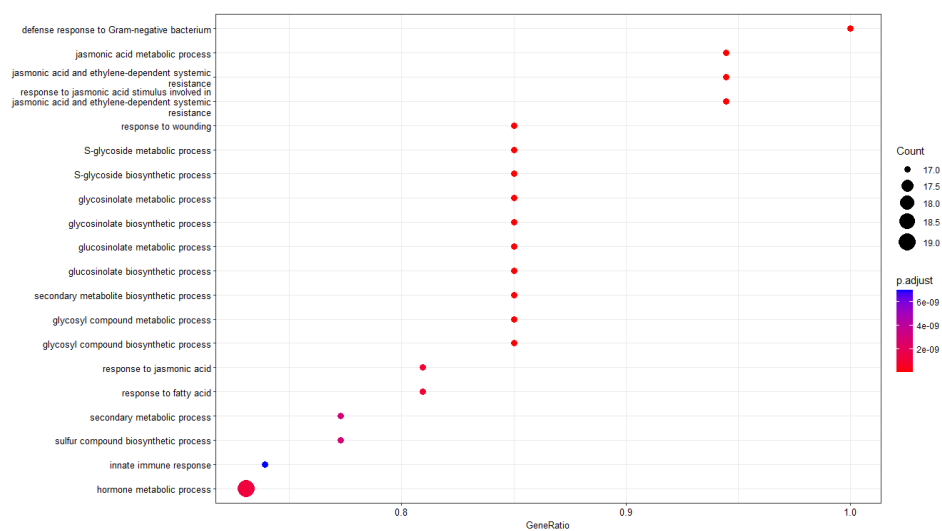

c.

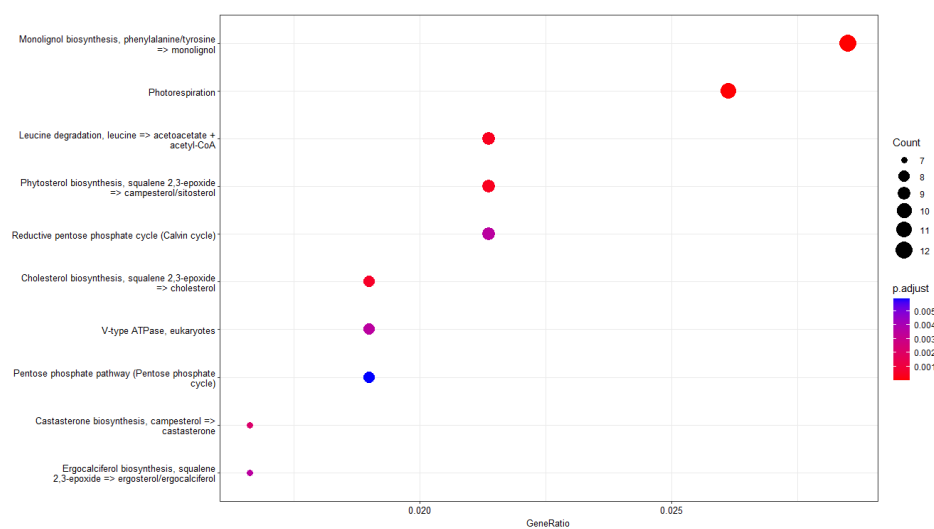

Supplementary Figure 6. Enrichment analysis of the expanded gene family and duplicated genes. Enrichment analysis of the (a-b) expanded gene families ($p < 0.05$, p adjusted method = Benjamini-Hochberg) and (c) duplicated genes ($p < 0.01$, p adjusted method = Benjamini-Hochberg).

a.

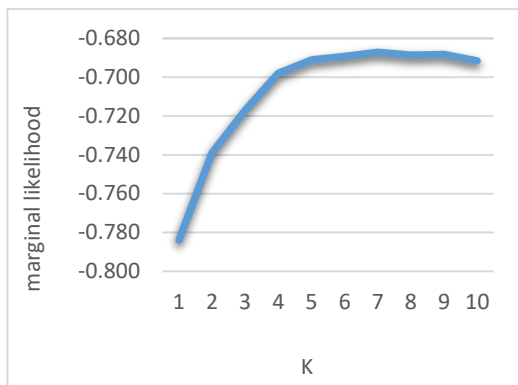

b.

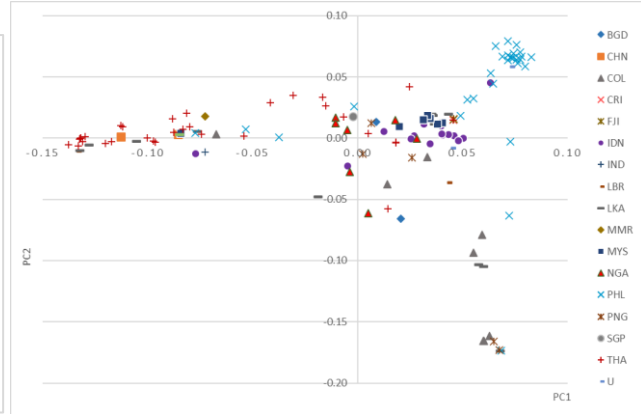

c.

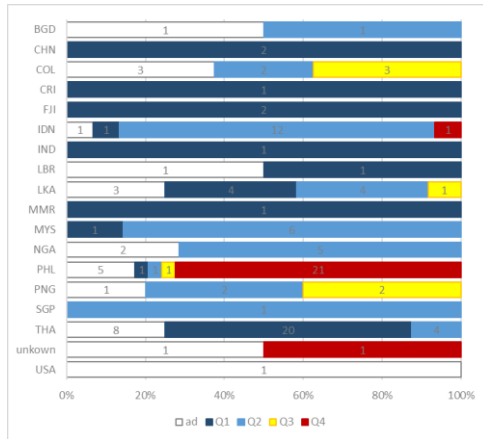

d.

Tree scale: 0.1

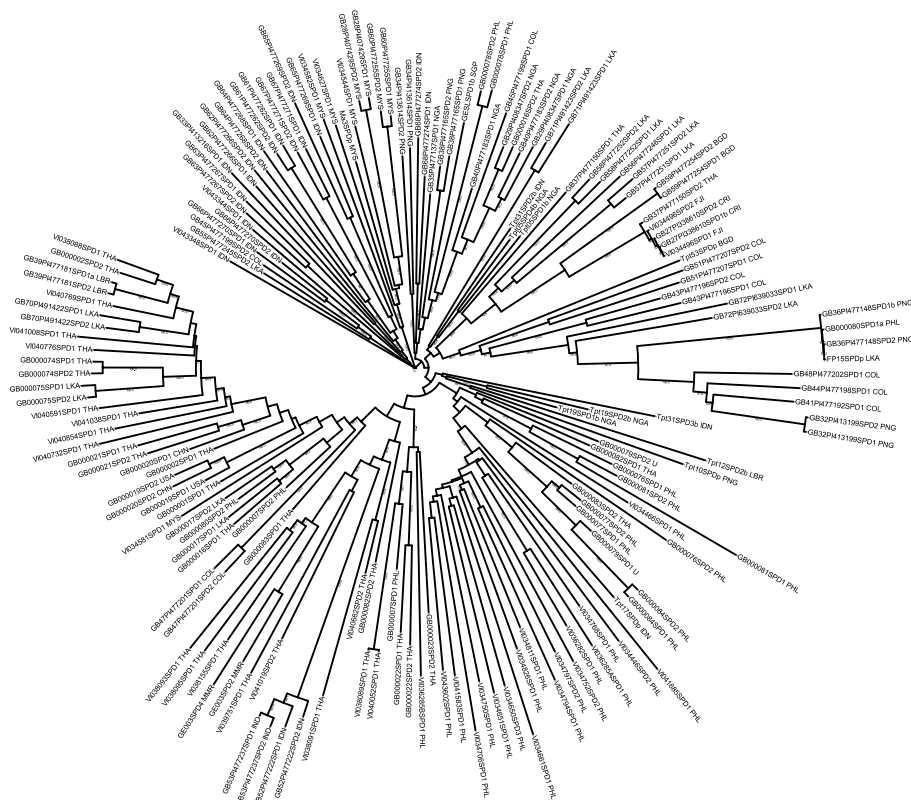

Supplementary Figure 7. Genetic diversity analysis. (a) The marginal likelihood when K ranged from one to ten. (b) PCoA analysis and (c) bar chart of the germplasm coloured by their origin of collection demonstrates the clustering does not correspond very well with country of origin. BGD: Bangladesh; CHN: China; COL: Colombia, CRI: Costa Rica; FJI: Fiji; IDN: Indonesia; IND: India; LBR: Liberia; LKA: Sri Lanka; MMR: Myanmar; MYS: Malaysia; NGA: Nigeria; PHL: Philippines, PNG: Papua New Guinea; SGP: Singapore; THA: Thailand; U: unknown. (d) NJ tree demonstrating clustering of all germplasms listed in Supplementary Data 7 including biological replicates using DArTseq SNPs.

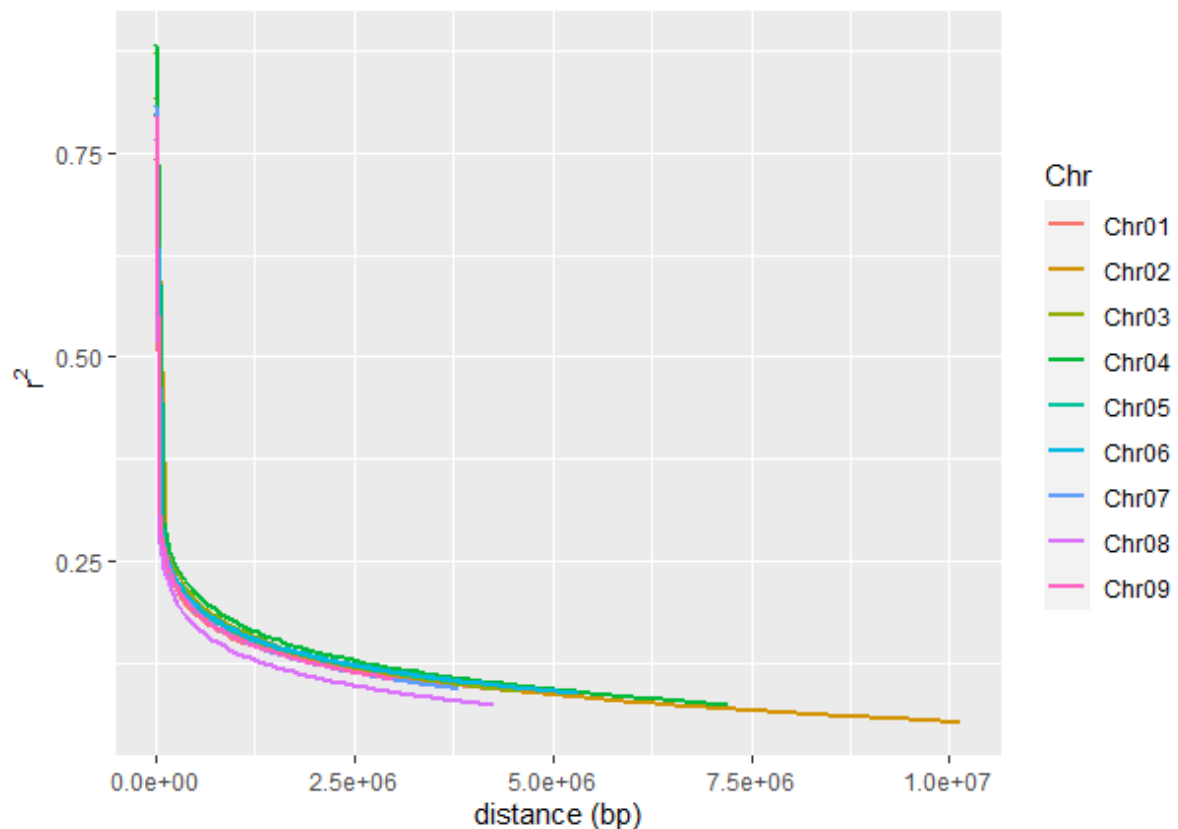

Supplementary Figure 8. Linkage disequilibrium analysis. LD decay plot, according to pseudochromosome.

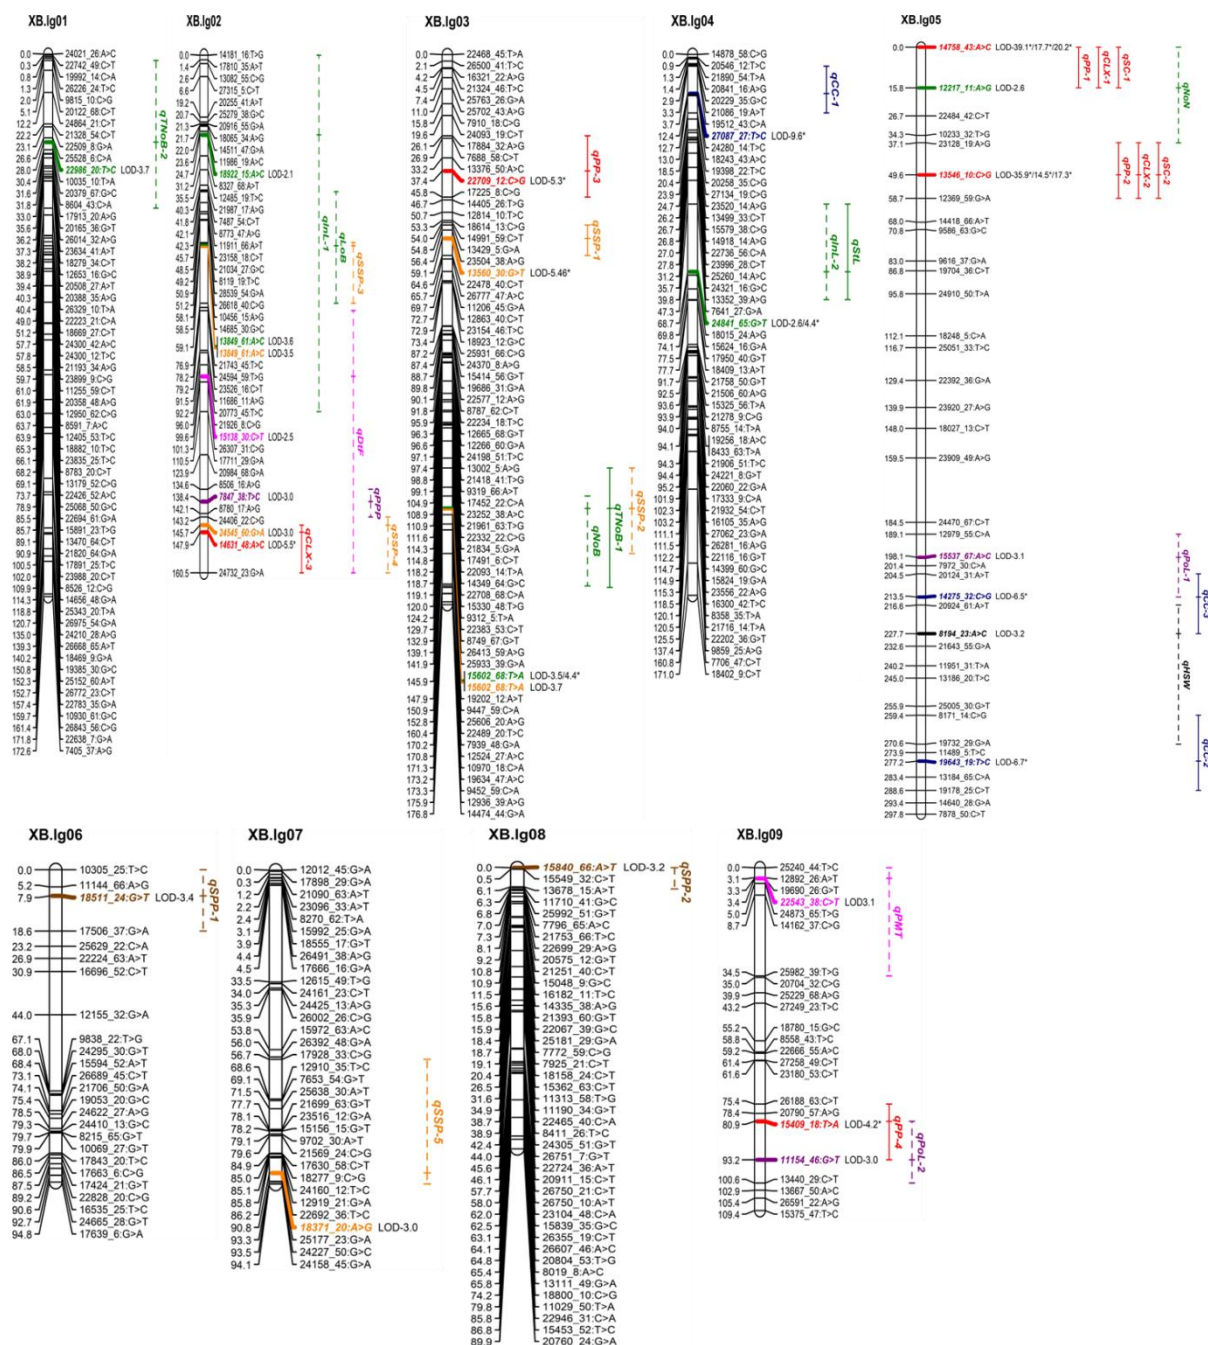

Supplementary Figure 9. Linkage groups and QTL of XB population. TNoB: total branch number per plant; InL: internode length; LoB: length of branch; DtF: days to first open flower; PPP: mature pods per plant; CLX: calyx colour; PP: specks presence/ pod pigmentation; NoB: branch number per plant; StL: stem length; SC: seed coat colour; NoN: number of nodes; PoL: dry pod length; HSW: 100-seed weight; SPP: seeds per pod; PMT: pod maturing time; SSP: seed storage protein percentage; CC: chlorophyll content. Vertical lines represent the 2-LOD support interval for significant QTL (LOD $\geq$ GW-threshold). Dashed lines represent QTL support intervals for putative QTL.

a.

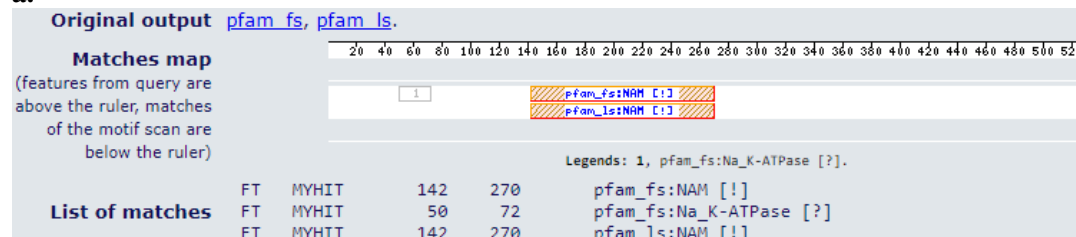

b.

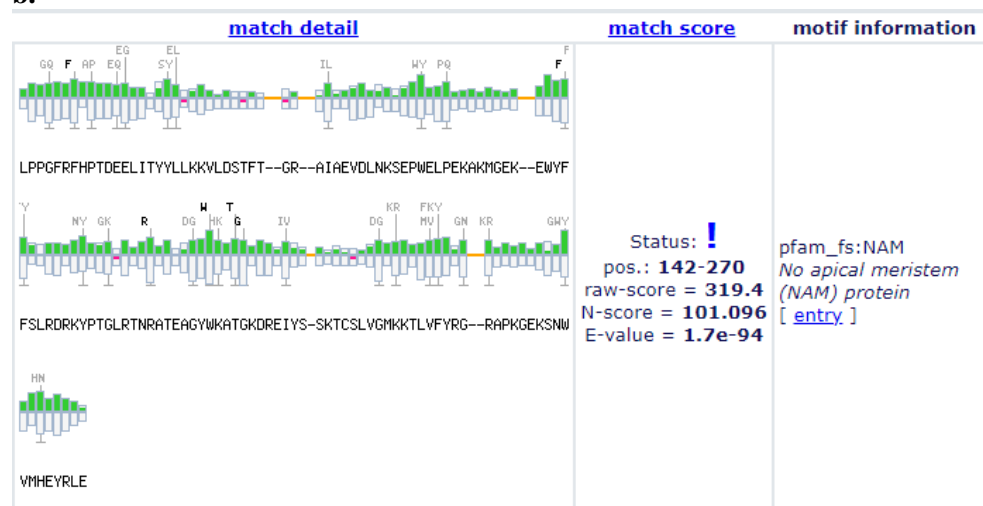

c.

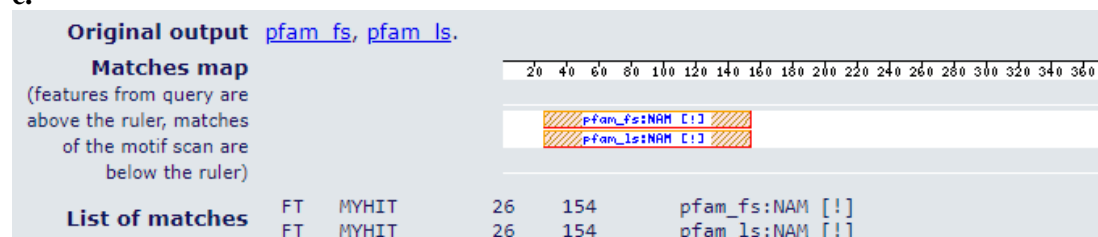

d.

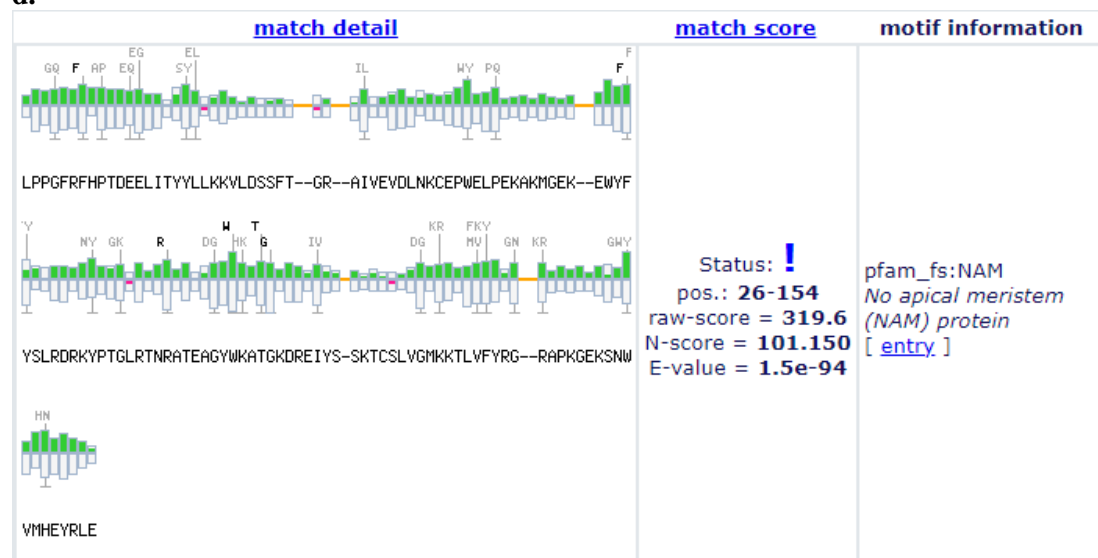

Supplementary Figure 10. Motif scan analysis for plant architecture related gene. The motif scan result of (a, b) Psote03G0327500.1 and (c,d) Psote01G0148300.1 using Motif Scan of MyHits (<https://myhits.sib.swiss/cgi-bin/PFSCAN>), in terms of the genomic position and the amino acid conservation.

a.

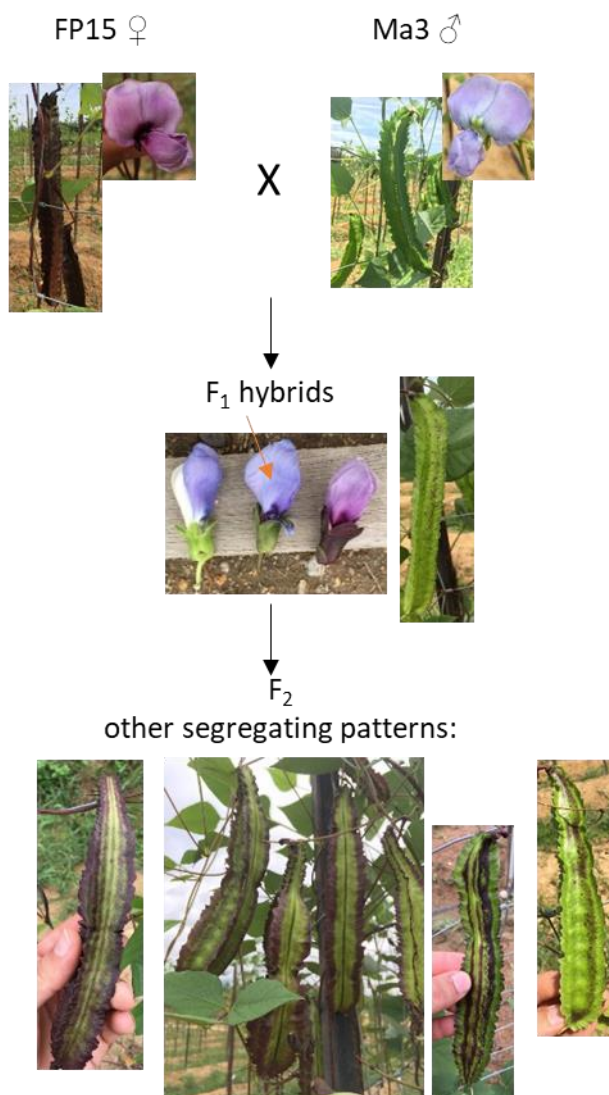

b.

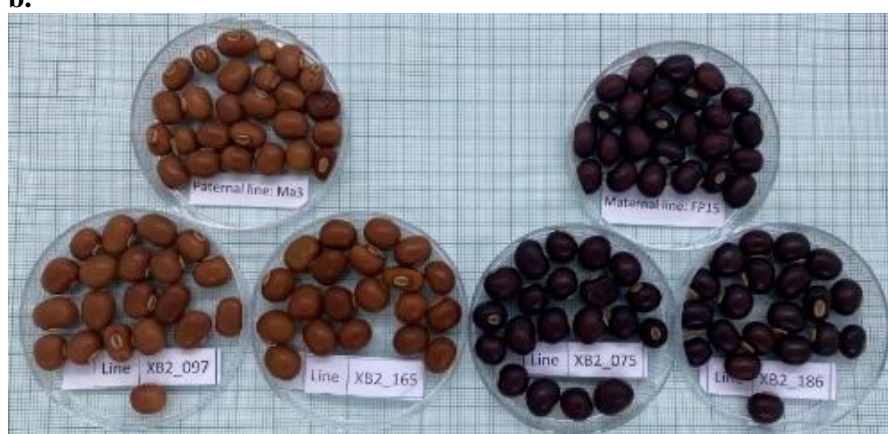

Supplementary Figure 11. Pigment inheritance observed in the XB population. (a) While the petal colour of both genotypes is not easily distinguishable (the Ma3 genotype has light violet flowers whilst the FP15 genotype bore fuchsia-coloured flowers), their sepal colour does contrast. A green calyx was observed in the Ma3 genotype whilst dark purple was seen in FP15. (b) Pigmentation variation in the mature seed coat.

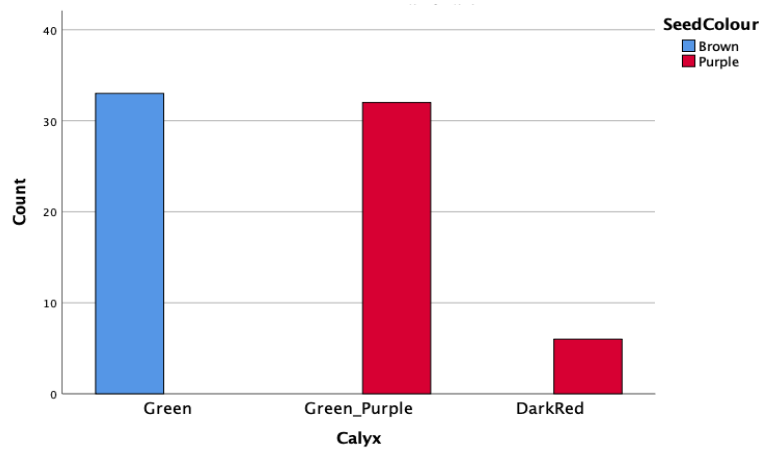

Supplementary Figure 12. Relationship of seed coat colour vs calyx colour. Seed coat colour observed in the F₂ of XB population in relations to calyx colour.

XB.lg05

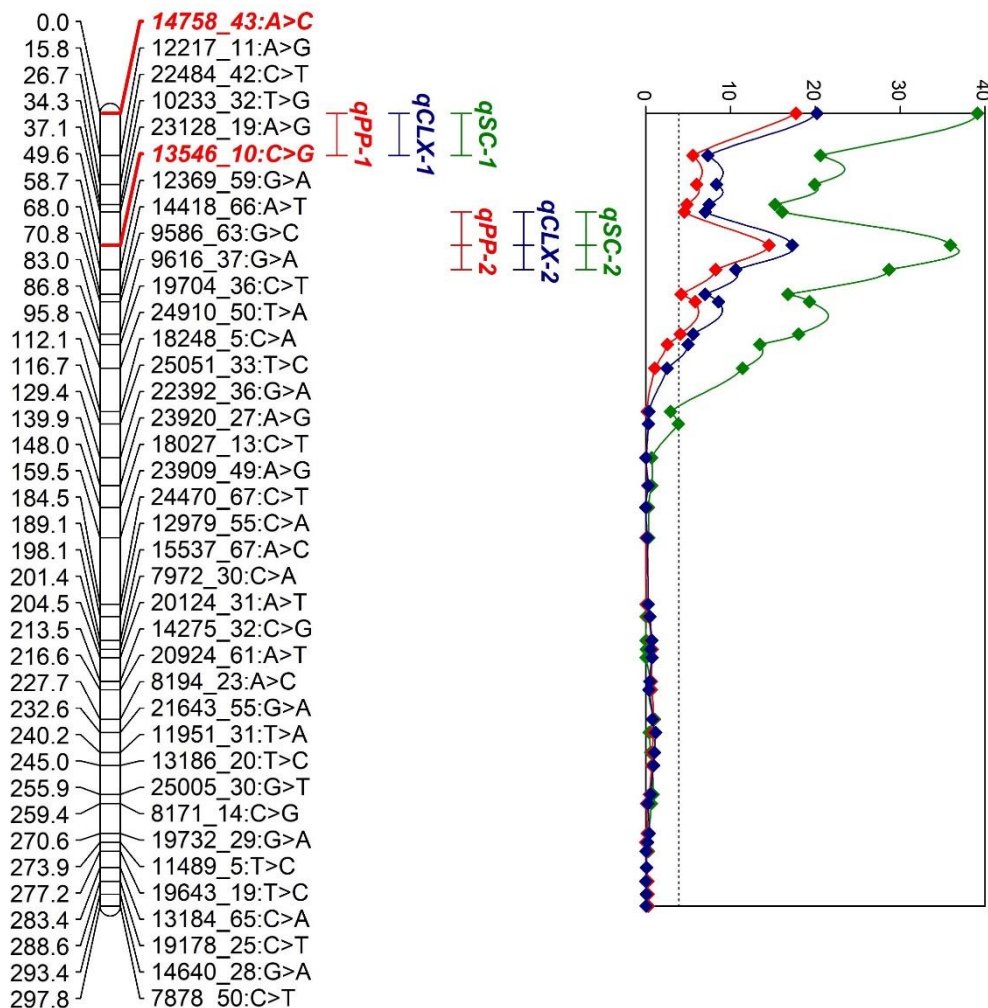

Supplementary Figure 13. Pigmentation loci. The LOD score of seed coat colour (*qSC*), pod pattern (*qPP*) and calyx colour (*qCLX*) on Pt05 (Chr05.1)/XB.lg05. The major peaks were designated as *P1* and *P2* alleles.

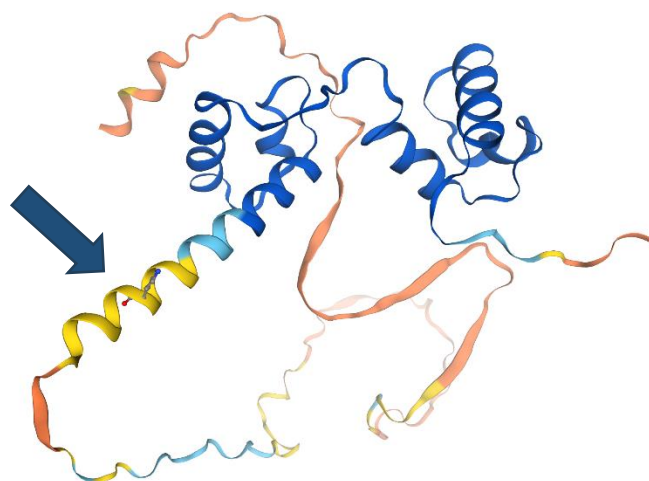

Supplementary Figure 15. The 3D structure of PtMYB113b with the three amino acid insertion/deletion indicated by the arrow.

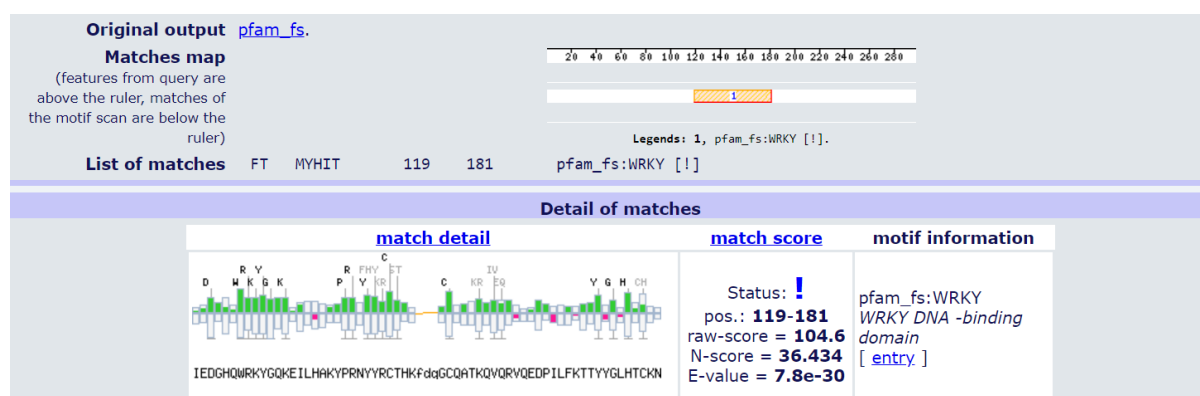

Supplementary Figure 16. The position of WRKY domain in PtWRKY70.

Supplementary references

1. Hunt, S. P. *et al.* A chromosome-scale assembly of the garden orach (*Atriplex hortensis* L.) genome using Oxford Nanopore sequencing. *Front. Plant Sci.* **11**, (2020).
2. Stracke, R., Werber, M. & Weisshaar, B. The R2R3-MYB gene family in *Arabidopsis thaliana*. *Curr. Opin. Plant Biol.* **4**, 447–456 (2001).
3. Deng, J. *et al.* Multiple MYB activators and repressors collaboratively regulate the juvenile red fading in leaves of sweetpotato. *Front. Plant Sci.* **11**, 941 (2020).
4. Liu, J., Osbourn, A. & Ma, P. MYB transcription factors as regulators of phenylpropanoid metabolism in plants. *Mol. Plant* **8**, 689–708 (2015).

# Supplementary material for: A genomic toolkit for winged bean Psophocarpus tetragonolobus
**Source:** Nat Commun. 2024 Mar 1;15:1901. doi: 10.1038/s41467-024-45048-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Summary of the genome assembly statistics of ONT reads, Illumina reads and Bionano molecules generated.

File Name: Supplementary Data 2

Description: Summary of scaffolds assembled into nine pseudochromosomes from Genetic Map XT and XB.

File Name: Supplementary Data 3

Description: Summary of the types of identified transposable element across genome.

File Name: Supplementary Data 4

Description: Summary of the distribution of types of transposable element [in length (bp)] across genome.

File Name: Supplementary Data 5

Description: Summary of the identified duplicated genes and duplication types.

File Name: Supplementary Data 6

Description: Summary of orthogroups in legume species with *Vitis* being the outgroup species.

File Name: Supplementary Data 7

Description: The list of materials included in this study. Replicates as described in Materials and Methods were only analysed once.

File Name: Supplementary Data 8

Description: Statistics summary of genotypic richness, diversity and evenness in four subpopulations (Q1, Q2, Q3 and Q4).

File Name: Supplementary Data 9

Description: Summary of QTL results measured in XB populations.

File Name: Supplementary Data 10

Description: List of the identified albumin and globulin orthologues in winged bean.

File Name: Supplementary Data 11

Description: Summary of the expression levels (FPKM) of the identified seed storage protein genes and selected candidate genes in the pod tissues at 15 days, 30 days, 37 days and 45 days after anthesis.

File Name: Supplementary Data 12

Description: List of the candidate genes of qSSP-1 and their expression levels in four stages of developing pod tissues.

File Name: Supplementary Data 13

Description: The genome position of the candidate genes involved in architectural traits and their orthologues.

File Name: Supplementary Data 14

Description: List of genes (genomic location and expression level) involved in the anthocyanin biosynthesis pathway in four stages of developing pod tissues.

File Name: Supplementary Data 15

Description: List of protein sequences identified from the MYB domain search.

File Name: Supplementary Data 16

Description: List of MYB transcription factors used in the phylogenetic analysis.

File Name: Supplementary Data 17

Description: Amino acid alignment of R2R3 MYB transcription factor Subgroup 6 orthologues.

File Name: Supplementary Data 18

Description: Summary of the variants identified in the candidate genes (genome position and amino acid changes) among the parental lines.

File Name: Supplementary Data 19

Description: Summary of RNA sequencing libraries statistics.

# Supplementary material for: A genomic toolkit for winged bean Psophocarpus tetragonolobus
**Source:** Nat Commun. 2024 Mar 1;15:1901. doi: 10.1038/s41467-024-45048-x
**Supplement:** Supplementary file 20 — Supplementary Data 17

PpMYB10.R2R3SG6.antho.A ---------------------------------------------------MEGYD--LS 7

MdMYB1.R2R3SG6.antho.A ---------------------------------------------------MEGYNENLS 9

MdMYB10.R2R3SG6.antho.A ---------------------------------------------------MEGYNENLS 9

PcMYB10.R2R3SG6.antho.A ---------------------------------------------------MEGYNVNLS 9

PyMYB10.R2R3SG6.antho.A ---------------------------------------------------MEGYNVNLS 9

**Psote05G0036700.1 ------------------------------------------------SKSHMERSSISS 12**

**Psote05G0036500.1 ------------------------------------------------------MKESFG 6**

**Psote05G0036600.1 ------------------------------------------------------MEGSSG 6**

**Psote05G0036600.1_FP15 ------------------------------------------------------MEGSSG 6**

Glyma.18G261700 ------------------------------------------------------MEGPSG 6

Glyma.09G235300 ------------------------------------------------------MEGPSS 6

Glyma.18G262000 ------------------------------------------------------MEGSSG 6

Glyma.09G234900 ------------------------------------------------------MEGSSG 6

Glyma.09G235100 ------------------------------------------------------MEGSSG 6

StMTF1.R2R3SG6.PP.A --------------------------------------------------MNSTSMSSLG 10

LeANT1.R2R3SG6.antho.A --------------------------------------------------MNSTSMSSLG 10

Medtr5g079290 --------------------------------------------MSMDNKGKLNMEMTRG 16

Medtr5g078950 ------------------------------------------------------MDNTRA 6

Medtr5g078910 ------------------------------------------------------MEKTRS 6

Medtr5g078930 ----------------------------------------------------MCMENSRI 8

Medtr5g079120 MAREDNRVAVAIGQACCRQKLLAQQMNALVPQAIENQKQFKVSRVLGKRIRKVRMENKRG 60

MtLAP1.R2R3SG6.antho.A ------------------------------------------------------MENTGG 6

Medtr8g060940 ------------------------------------------------------MENTGG 6

Medtr7g017260 ------------------------------------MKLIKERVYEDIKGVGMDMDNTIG 24

Medtr5g078800 ------------------------------------------------------MEKTRG 6

Medtr5g078860 ------------------------------------------------------MEKARG 6

**Psote05G0098700.1 ------------------------------------------------------------ 0**

EsMYBA1.R2R3SG6.antho.A ------------------------------------------------MKPDFSEMFKSG 12

Glyma.19G025000 ------------------------------------------------------MDGSAC 6

LhMYB6.R2R3SG6.antho.A ------------------------------------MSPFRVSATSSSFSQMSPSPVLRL 24

InMYB1.R2R3SG6.antho.A ----------------------------------------------MV---NSSARWSPR 11

Medtr5g079220 ------------------------------------MPLF-VCGQKQV---YMEKCKTRG 20

GhMYB10.R2R3SG6.antho.A ----------------------------------------------------MGAEARSG 8

GamMYB10.R2R3SG6.antho.A ------------------------------------------------------MERSSG 6

AmROSEA1.R2R3SG6.antho.A ----------------------------------------------------ME-KNCRG 7

VlMYBA2.R2R3SG6.antho.A -------------------------------------------------------MESLG 5

VvMYBA1.R2R3SG6.antho.A -------------------------------------------------------MESLG 5

StAN1.R2R3SG6.PP.A ---------------------------------------------MST---PMMCTFLGV 12

MrMYB1.R2R3SG6.antho.A -----------------------------------------------------M-EGSLG 6

PhDPL.R2R3SG6.antho.A ---------------------------------------------MNT---SVF-TSSGV 11

PhPHZ.R2R3SG6.antho.A ---------------------------------------------MNT---TIP-KSSGL 11

PhAN2.R2R3SG6.antho.A ----------------------------------------------MS---TSN-ASTSG 10

NtAN2.R2R3SG6.antho.A ---------------------------------------------MNI---CTN-KSSSG 11

CsRUBY.R2R3SG6.antho.A -----------------------------------------------------M-ADSLG 6

AtMYB113.R2R3SG6.antho.A ----------------------------------------------------MG-ESPKG 7

AtMYB90/PAP2.R2R3SG6.antho.A ----------------------------------------------------ME-GSSKG 7

AtMYB75/PAP1.R2R3SG6.antho.A ----------------------------------------------------ME-GSSKG 7

AtMYB114.R2R3SG6.antho.A ----------------------------------------------------ME-GSSKG 7

BoPAP1.R2R3SG6.antho.A ----------------------------------------------------ME-DSSKG 7

______________R2__________________________________________

PpMYB10.R2R3SG6.antho.A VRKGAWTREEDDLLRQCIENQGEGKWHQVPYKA--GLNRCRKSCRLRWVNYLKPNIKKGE 65

MdMYB1.R2R3SG6.antho.A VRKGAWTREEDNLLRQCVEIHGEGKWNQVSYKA--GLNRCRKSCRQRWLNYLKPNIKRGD 67

MdMYB10.R2R3SG6.antho.A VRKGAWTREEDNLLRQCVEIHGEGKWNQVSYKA--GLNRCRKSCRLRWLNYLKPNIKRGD 67

PcMYB10.R2R3SG6.antho.A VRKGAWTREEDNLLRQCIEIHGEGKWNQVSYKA--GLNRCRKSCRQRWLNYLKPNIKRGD 67

PyMYB10.R2R3SG6.antho.A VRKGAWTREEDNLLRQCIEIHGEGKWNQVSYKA--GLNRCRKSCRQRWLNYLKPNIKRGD 67

**Psote05G0036700.1 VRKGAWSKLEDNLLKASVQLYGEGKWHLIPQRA--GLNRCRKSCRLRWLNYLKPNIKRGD 70**

**Psote05G0036500.1 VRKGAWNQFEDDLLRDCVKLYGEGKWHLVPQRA--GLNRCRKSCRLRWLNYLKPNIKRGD 64**

**Psote05G0036600.1 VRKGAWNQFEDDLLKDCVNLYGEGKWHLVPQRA--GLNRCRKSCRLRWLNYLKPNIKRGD 64**

**Psote05G0036600.1_FP15 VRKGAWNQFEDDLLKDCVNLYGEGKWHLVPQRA--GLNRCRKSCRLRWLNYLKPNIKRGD 64**

Glyma.18G261700 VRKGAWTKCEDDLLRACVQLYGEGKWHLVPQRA--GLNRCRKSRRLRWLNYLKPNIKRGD 64

Glyma.09G235300 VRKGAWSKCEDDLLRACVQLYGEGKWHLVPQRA--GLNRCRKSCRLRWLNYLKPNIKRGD 64

Glyma.18G262000 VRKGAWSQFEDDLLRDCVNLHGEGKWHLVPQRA--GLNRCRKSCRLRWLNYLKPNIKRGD 64

Glyma.09G234900 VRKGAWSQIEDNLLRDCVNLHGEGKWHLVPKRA--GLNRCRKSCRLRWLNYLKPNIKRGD 64

Glyma.09G235100 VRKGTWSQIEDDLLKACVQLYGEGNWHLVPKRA--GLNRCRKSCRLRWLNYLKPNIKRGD 64

StMTF1.R2R3SG6.PP.A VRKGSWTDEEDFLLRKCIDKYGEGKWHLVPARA--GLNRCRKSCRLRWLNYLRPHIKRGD 68

LeANT1.R2R3SG6.antho.A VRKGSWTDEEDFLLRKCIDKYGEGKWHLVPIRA--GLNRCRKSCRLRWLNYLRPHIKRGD 68

Medtr5g079290 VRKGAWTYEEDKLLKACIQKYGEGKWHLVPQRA--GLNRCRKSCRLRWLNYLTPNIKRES 74

Medtr5g078950 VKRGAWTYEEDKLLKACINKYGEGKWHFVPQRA--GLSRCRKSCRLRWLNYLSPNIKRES 64

Medtr5g078910 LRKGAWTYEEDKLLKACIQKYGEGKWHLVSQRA--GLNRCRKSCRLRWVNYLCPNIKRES 64

Medtr5g078930 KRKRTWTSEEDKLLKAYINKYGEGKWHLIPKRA--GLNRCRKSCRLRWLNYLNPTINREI 66

Medtr5g079120 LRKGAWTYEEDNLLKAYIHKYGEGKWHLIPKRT--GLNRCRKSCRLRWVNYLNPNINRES 118

MtLAP1.R2R3SG6.antho.A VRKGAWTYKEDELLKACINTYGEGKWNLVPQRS--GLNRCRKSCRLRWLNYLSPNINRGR 64

Medtr8g060940 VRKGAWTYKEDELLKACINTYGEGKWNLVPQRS--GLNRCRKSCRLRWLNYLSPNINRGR 64

Medtr7g017260 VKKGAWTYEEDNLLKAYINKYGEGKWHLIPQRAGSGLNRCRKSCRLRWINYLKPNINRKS 84

Medtr5g078800 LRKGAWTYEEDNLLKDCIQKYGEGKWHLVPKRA--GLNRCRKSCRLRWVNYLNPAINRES 64

Medtr5g078860 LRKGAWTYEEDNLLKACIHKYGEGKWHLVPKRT--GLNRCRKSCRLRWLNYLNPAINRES 64

**Psote05G0098700.1 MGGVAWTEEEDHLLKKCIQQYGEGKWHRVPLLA--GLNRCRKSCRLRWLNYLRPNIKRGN 58**

EsMYBA1.R2R3SG6.antho.A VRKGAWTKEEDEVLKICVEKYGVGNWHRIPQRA--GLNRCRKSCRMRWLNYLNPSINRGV 70

Glyma.19G025000 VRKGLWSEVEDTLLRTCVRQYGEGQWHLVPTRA--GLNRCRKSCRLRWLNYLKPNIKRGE 64

LhMYB6.R2R3SG6.antho.A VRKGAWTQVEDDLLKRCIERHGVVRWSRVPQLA--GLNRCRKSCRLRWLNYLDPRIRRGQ 82

InMYB1.R2R3SG6.antho.A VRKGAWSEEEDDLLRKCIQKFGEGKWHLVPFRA--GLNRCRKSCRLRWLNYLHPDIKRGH 69

Medtr5g079220 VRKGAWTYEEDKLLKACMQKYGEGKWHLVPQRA--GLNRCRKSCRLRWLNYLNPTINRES 78

GhMYB10.R2R3SG6.antho.A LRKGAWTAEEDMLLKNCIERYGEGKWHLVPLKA--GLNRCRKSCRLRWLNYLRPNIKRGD 66

GamMYB10.R2R3SG6.antho.A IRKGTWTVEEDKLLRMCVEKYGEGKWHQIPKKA--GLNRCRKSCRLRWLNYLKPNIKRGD 64

AmROSEA1.R2R3SG6.antho.A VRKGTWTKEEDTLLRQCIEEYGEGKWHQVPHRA--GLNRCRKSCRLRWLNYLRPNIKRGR 65

VlMYBA2.R2R3SG6.antho.A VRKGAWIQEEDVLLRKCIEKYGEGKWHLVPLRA--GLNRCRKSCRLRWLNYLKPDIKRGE 63

VvMYBA1.R2R3SG6.antho.A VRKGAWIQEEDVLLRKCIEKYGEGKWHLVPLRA--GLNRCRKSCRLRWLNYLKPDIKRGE 63

StAN1.R2R3SG6.PP.A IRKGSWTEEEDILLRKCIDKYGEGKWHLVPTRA--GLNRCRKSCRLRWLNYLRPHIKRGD 70

MrMYB1.R2R3SG6.antho.A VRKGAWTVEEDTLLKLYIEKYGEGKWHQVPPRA--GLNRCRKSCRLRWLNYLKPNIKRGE 64

PhDPL.R2R3SG6.antho.A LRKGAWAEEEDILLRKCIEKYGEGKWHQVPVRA--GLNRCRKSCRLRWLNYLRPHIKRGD 69

PhPHZ.R2R3SG6.antho.A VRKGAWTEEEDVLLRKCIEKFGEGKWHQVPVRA--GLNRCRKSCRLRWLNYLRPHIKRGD 69

PhAN2.R2R3SG6.antho.A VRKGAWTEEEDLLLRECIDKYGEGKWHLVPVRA--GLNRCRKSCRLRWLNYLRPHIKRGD 68

NtAN2.R2R3SG6.antho.A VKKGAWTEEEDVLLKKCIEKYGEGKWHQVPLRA--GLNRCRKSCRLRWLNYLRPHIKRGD 69

CsRUBY.R2R3SG6.antho.A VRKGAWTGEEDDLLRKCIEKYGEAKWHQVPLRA--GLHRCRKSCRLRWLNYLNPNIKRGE 64

AtMYB113.R2R3SG6.antho.A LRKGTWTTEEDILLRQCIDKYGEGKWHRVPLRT--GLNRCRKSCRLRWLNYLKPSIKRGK 65

AtMYB90/PAP2.R2R3SG6.antho.A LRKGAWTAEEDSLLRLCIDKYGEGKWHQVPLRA--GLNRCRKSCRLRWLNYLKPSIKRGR 65

AtMYB75/PAP1.R2R3SG6.antho.A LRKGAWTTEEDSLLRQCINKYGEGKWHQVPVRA--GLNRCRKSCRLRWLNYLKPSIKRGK 65

AtMYB114.R2R3SG6.antho.A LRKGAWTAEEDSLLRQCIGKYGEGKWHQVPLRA--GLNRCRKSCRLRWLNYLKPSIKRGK 65

BoPAP1.R2R3SG6.antho.A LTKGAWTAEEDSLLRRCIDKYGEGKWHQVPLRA--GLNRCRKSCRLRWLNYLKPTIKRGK 65

* ** :*: : * .* : : ** ***** * **:*** * *.:

_________R3___________________|_helix 3|______

PpMYB10.R2R3SG6.antho.A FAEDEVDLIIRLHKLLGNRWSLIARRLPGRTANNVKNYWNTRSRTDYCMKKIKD------ 119

MdMYB1.R2R3SG6.antho.A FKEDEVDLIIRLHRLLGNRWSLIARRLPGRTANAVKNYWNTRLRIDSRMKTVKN------ 121

MdMYB10.R2R3SG6.antho.A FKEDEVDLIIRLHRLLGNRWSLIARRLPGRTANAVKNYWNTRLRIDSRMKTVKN------ 121

PcMYB10.R2R3SG6.antho.A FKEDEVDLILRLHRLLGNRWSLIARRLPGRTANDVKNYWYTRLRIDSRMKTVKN------ 121

PyMYB10.R2R3SG6.antho.A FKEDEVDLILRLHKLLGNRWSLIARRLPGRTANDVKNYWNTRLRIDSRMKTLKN------ 121

**Psote05G0036700.1 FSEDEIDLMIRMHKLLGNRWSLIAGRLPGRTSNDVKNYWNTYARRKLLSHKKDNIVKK-- 128**

**Psote05G0036500.1 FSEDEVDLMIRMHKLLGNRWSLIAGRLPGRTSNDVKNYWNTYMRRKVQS---DKNVKK-- 119**

**Psote05G0036600.1 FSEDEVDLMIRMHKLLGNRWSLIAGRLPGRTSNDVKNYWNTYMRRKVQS---DKNVKK-- 119**

**Psote05G0036600.1_FP15 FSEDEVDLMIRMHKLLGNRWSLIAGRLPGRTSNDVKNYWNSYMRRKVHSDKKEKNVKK-- 122**

Glyma.18G261700 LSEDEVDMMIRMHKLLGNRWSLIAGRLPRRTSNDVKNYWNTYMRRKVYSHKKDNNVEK-- 122

Glyma.09G235300 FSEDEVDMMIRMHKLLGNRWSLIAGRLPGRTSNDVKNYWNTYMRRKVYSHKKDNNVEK-- 122

Glyma.18G262000 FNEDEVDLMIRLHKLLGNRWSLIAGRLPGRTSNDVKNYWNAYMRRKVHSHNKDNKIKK-- 122

Glyma.09G234900 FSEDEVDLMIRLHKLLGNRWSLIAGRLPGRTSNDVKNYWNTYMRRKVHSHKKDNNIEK-- 122

Glyma.09G235100 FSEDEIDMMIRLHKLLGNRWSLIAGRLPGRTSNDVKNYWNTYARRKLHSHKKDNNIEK-- 122

StMTF1.R2R3SG6.PP.A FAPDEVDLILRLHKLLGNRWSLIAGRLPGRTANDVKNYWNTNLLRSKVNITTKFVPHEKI 128

LeANT1.R2R3SG6.antho.A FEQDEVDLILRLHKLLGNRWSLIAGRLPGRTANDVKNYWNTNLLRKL--NTTKIVPREKI 126

Medtr5g079290 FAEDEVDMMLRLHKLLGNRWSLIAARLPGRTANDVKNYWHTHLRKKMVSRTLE-EKKE-- 131

Medtr5g078950 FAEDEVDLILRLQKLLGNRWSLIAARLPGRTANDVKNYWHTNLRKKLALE-KEKKEKE-- 121

Medtr5g078910 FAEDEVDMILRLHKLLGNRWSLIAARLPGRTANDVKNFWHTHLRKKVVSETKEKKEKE-- 122

Medtr5g078930 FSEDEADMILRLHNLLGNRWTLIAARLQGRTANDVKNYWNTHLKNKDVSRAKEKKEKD-- 124

Medtr5g079120 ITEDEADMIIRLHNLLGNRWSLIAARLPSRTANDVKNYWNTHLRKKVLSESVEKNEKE-- 176

MtLAP1.R2R3SG6.antho.A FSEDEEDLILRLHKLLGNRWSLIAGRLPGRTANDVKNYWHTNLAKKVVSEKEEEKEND-- 122

Medtr8g060940 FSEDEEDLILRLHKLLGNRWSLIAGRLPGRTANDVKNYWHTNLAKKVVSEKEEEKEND-- 122

Medtr7g017260 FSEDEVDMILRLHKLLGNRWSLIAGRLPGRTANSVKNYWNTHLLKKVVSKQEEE--KE-- 140

Medtr5g078800 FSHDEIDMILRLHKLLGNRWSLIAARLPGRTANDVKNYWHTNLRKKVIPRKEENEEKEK- 123

Medtr5g078860 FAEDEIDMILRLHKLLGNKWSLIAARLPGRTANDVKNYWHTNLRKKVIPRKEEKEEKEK- 123

**Psote05G0098700.1 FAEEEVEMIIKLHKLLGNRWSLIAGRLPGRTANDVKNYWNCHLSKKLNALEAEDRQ---- 114**

EsMYBA1.R2R3SG6.antho.A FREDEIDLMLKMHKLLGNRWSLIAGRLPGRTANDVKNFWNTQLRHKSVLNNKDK------ 124

Glyma.19G025000 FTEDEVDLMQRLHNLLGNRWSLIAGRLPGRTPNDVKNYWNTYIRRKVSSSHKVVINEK-- 122

LhMYB6.R2R3SG6.antho.A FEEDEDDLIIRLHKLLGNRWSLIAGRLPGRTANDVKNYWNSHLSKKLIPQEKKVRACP-- 140

InMYB1.R2R3SG6.antho.A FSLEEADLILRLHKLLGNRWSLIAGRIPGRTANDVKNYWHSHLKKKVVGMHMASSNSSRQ 129

Medtr5g079220 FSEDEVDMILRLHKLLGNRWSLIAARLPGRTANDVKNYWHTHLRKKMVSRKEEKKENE-- 136

GhMYB10.R2R3SG6.antho.A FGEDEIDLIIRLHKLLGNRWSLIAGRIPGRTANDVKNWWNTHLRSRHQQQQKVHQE---- 122

GamMYB10.R2R3SG6.antho.A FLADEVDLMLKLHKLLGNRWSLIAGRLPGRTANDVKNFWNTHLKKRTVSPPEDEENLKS- 123

AmROSEA1.R2R3SG6.antho.A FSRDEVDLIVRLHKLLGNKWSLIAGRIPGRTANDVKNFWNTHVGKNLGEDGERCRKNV-- 123

VlMYBA2.R2R3SG6.antho.A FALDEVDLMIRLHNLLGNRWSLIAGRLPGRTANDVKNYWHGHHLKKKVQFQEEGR----- 118

VvMYBA1.R2R3SG6.antho.A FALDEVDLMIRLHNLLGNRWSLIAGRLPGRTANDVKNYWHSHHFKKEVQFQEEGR----- 118

StAN1.R2R3SG6.PP.A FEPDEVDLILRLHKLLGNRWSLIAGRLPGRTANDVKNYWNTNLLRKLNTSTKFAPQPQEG 130

MrMYB1.R2R3SG6.antho.A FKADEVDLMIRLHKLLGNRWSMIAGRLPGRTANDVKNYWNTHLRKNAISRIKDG------ 118

PhDPL.R2R3SG6.antho.A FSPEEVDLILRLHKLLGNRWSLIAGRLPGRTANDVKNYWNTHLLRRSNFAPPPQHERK-- 127

PhPHZ.R2R3SG6.antho.A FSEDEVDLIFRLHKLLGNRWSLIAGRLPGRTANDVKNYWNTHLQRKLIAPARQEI----- 124

PhAN2.R2R3SG6.antho.A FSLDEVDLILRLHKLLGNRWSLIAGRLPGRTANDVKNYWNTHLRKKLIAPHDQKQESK-- 126

NtAN2.R2R3SG6.antho.A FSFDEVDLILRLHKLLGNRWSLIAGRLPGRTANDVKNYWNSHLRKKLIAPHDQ------- 122

CsRUBY.R2R3SG6.antho.A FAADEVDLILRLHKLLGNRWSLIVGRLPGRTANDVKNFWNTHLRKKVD-KCCKNNKEM-- 121

AtMYB113.R2R3SG6.antho.A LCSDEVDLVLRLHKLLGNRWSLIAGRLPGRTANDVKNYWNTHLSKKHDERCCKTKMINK- 124

AtMYB90/PAP2.R2R3SG6.antho.A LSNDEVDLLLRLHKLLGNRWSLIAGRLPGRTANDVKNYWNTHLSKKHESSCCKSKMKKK- 124

AtMYB75/PAP1.R2R3SG6.antho.A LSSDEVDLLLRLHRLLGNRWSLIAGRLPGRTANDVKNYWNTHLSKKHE-PCCKIKMKKR- 123

AtMYB114.R2R3SG6.antho.A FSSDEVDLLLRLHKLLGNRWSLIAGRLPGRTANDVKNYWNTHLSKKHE-PCCKTKIKRI- 123

BoPAP1.R2R3SG6.antho.A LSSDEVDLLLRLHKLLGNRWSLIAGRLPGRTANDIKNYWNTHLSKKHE-PCCKTKMKKR- 123

: :* ::: :::.****:*::*. *: ** * :**:*

[D/E]L_x2_[R/K]_x3_L_x6_L_x3_R [A/S/G]NDV

PpMYB10.R2R3SG6.antho.A ------------KSQETIK-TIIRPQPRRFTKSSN----CLSFKEPILDH------TQ-- 154

MdMYB1.R2R3SG6.antho.A ------------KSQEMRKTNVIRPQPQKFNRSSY----YLSSKEPILDH------IQ-- 157

MdMYB10.R2R3SG6.antho.A ------------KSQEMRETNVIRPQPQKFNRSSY----YLSSKEPILDH------IQ-- 157

PcMYB10.R2R3SG6.antho.A ------------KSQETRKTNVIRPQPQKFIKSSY----YLSSKEPILEH------IQ-- 157

PyMYB10.R2R3SG6.antho.A ------------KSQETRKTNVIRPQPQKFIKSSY----YLSSKEPILEH------IQ-- 157

**Psote05G0036700.1 --------HD--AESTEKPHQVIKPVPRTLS-TSP----CLHRNVVNCS--KVGISE--- 168**

**Psote05G0036500.1 --------QE--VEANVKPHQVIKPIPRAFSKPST----CLQGKLLSNNF-IVDVNE--- 161**

**Psote05G0036600.1 --------QE--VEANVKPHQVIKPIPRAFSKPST----CLQEKLVSSS--IVGVSE--- 160**

**Psote05G0036600.1_FP15 --------QE--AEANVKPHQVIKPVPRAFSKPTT----CLQEKLVSSS--IVGVSE--- 163**

Glyma.18G261700 --------QAE-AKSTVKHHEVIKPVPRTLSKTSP----WLQGKFFNSS--KVGASG--- 164

Glyma.09G235300 --------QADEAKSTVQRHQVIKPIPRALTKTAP----RLQGKLFNSS--KVGVSE--- 165

Glyma.18G262000 --------QE--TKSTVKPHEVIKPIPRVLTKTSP----WLQRKFINSP--KVGVSE--- 163

Glyma.09G234900 --------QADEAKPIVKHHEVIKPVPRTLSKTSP----WLQGKFVNSS--KVGVSE--- 165

Glyma.09G235100 --------QAR-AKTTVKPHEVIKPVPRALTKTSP----RLQGKFINSS--EVGVSH--- 164

StMTF1.R2R3SG6.PP.A N---------NKCGEIT-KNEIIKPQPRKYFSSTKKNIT----------NNIVIVDKEE- 167

LeANT1.R2R3SG6.antho.A N---------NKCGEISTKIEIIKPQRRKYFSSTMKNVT----------NNNVILDEEE- 166

Medtr5g079290 -----------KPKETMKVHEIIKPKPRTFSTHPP----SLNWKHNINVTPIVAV----- 171

Medtr5g078950 -----------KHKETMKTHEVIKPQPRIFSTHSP----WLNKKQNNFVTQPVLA----- 161

Medtr5g078910 -----------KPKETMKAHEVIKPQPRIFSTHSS----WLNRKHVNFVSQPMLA----- 162

Medtr5g078930 -----------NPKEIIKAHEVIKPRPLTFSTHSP----WLNGKH-NFVTHPILG----- 163

Medtr5g079120 -----------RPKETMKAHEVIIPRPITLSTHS------------SFMTQPILN----- 208

MtLAP1.R2R3SG6.antho.A -----------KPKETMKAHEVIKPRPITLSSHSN----WLKGKNS-------------- 153

Medtr8g060940 -----------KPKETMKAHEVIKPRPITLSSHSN----WLKGKNS-------------- 153

Medtr7g017260 -----------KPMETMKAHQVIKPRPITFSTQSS----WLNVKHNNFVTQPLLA----- 180

Medtr5g078800 -----------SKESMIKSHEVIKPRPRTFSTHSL----WLKKKRNFVSD------GSAT 162

Medtr5g078860 -----------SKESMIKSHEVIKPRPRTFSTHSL----WLKKKHNFVSN------GSAT 162

**Psote05G0098700.1 ---------------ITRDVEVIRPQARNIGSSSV----KRRGQGESP-----------T 144**

EsMYBA1.R2R3SG6.antho.A -----------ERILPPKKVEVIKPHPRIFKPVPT----RLT--GEPA------------ 155

Glyma.19G025000 -----------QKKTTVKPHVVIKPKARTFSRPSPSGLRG-----SSV------LREEGG 160

LhMYB6.R2R3SG6.antho.A -----------------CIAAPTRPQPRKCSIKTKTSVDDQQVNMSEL---IPQKKKVRA 180

InMYB1.R2R3SG6.antho.A DNNW---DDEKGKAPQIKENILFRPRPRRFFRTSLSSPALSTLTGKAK---AVAYDAPPP 183

Medtr5g079220 -----------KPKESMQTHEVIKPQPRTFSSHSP----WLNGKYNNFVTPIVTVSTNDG 181

GhMYB10.R2R3SG6.antho.A -----------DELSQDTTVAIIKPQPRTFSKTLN----WFGNRQSVKDH----VDINII 163

GamMYB10.R2R3SG6.antho.A -------P---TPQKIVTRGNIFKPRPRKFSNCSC----PFDASR-KK-----------S 157

AmROSEA1.R2R3SG6.antho.A -----------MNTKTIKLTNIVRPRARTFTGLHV---TWPREVGKTDEF----SNVRLT 165

VlMYBA2.R2R3SG6.antho.A -----------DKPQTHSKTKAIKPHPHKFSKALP----KFELKTTAVDT----FDTQVS 159

VvMYBA1.R2R3SG6.antho.A -----------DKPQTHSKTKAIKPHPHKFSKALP----RFELKTTAVDT----FDTQVS 159

StAN1.R2R3SG6.PP.A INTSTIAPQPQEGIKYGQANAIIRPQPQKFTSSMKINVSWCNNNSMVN------------ 178

MrMYB1.R2R3SG6.antho.A -------G---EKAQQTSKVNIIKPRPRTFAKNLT----WFGGKPTIM-A----ASFQPK 159

PhDPL.R2R3SG6.antho.A ------CT---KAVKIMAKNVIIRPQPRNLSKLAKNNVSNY--STIHK---------DE- 166

PhPHZ.R2R3SG6.antho.A ------RK---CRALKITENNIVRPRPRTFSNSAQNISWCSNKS-ITNST----IDTDG- 169

PhAN2.R2R3SG6.antho.A -----------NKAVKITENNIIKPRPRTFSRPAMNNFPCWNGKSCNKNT----IDKNEG 171

NtAN2.R2R3SG6.antho.A -------K---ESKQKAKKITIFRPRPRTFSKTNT----CVKSNTNTV------DKDIEG 162

CsRUBY.R2R3SG6.antho.A -------K---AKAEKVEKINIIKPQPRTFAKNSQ----WLKGKGMTS------NNLQLG 161

AtMYB113.R2R3SG6.antho.A ----NITS---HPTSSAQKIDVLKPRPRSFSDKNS----CNDVNILPK------VDVVPL 167

AtMYB90/PAP2.R2R3SG6.antho.A ----NIIS---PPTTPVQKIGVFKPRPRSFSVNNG----CSHLNGLPE------VDLIPS 167

AtMYB75/PAP1.R2R3SG6.antho.A ----DI**T**P---IPT**T**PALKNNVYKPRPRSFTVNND----CNHLNAPPK------VDVNPP 166

AtMYB114.R2R3SG6.antho.A ----NIIT---PPNTPAQKVDIF------------------------------------- 139

BoPAP1.R2R3SG6.antho.A ----NVTF---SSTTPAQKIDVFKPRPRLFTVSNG----CSHLHGLPE------VDVVPP 166

KPRPR[S/T]F

PpMYB10.R2R3SG6.antho.A ------------------------------------------------------------ 154

MdMYB1.R2R3SG6.antho.A ------------------------------------------------------------ 157

MdMYB10.R2R3SG6.antho.A ------------------------------------------------------------ 157

PcMYB10.R2R3SG6.antho.A ------------------------------------------------------------ 157

PyMYB10.R2R3SG6.antho.A ------------------------------------------------------------ 157

**Psote05G0036700.1 ------------------------------------------------------------ 168**

**Psote05G0036500.1 ------------------------------------------------------------ 161**

**Psote05G0036600.1 ------------------------------------------------------------ 160**

**Psote05G0036600.1_FP15 ------------------------------------------------------------ 163**

Glyma.18G261700 ------------------------------------------------------------ 164

Glyma.09G235300 ------------------------------------------------------------ 165

Glyma.18G262000 ------------------------------------------------------------ 163

Glyma.09G234900 ------------------------------------------------------------ 165

Glyma.09G235100 ------------------------------------------------------------ 164

StMTF1.R2R3SG6.PP.A ------------------------------------------------------------ 167

LeANT1.R2R3SG6.antho.A ------------------------------------------------------------ 166

Medtr5g079290 ----S------------------------------------------TQHGEVSPNRDNK 185

Medtr5g078950 ----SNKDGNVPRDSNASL----------------------------------------- 176

Medtr5g078910 ----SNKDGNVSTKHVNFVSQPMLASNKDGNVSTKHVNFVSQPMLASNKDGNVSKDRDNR 218

Medtr5g078930 ---------KVPRYHDASS----------------------------------------- 173

Medtr5g079120 ----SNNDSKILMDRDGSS----------------------------------------- 223

MtLAP1.R2R3SG6.antho.A ----------IPRDLDY-S----------------------------------------- 161

Medtr8g060940 ----------IPRDLDY-S----------------------------------------- 161

Medtr7g017260 ----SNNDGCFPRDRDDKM----------------------------------------- 195

Medtr5g078800 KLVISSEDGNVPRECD-------------------------------------------- 178

Medtr5g078860 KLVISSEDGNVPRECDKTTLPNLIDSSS------SHSPWL-----KKN----HSLPTTLM 207

**Psote05G0098700.1 DKGVQQ------------------------------------------------------ 150**

EsMYBA1.R2R3SG6.antho.A ------------------------------------------------------------ 155

Glyma.19G025000 ESGA-------------------------------------------------------- 164

LhMYB6.R2R3SG6.antho.A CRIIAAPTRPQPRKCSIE------------------------------------------ 198

InMYB1.R2R3SG6.antho.A PH----------HHQLQA-QPEAT-----------------------------SPPADLL 203

Medtr5g079220 NVAKDS------------------------------------------------------ 187

GhMYB10.R2R3SG6.antho.A KSSSASDTN-----NISA-PPELI-----------------------------ASPKI-- 186

GamMYB10.R2R3SG6.antho.A DIGINSLQS--------------------------------------------------- 166

AmROSEA1.R2R3SG6.antho.A TDEIP------------------------------------------------------- 170

VlMYBA2.R2R3SG6.antho.A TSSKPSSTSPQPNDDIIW-WESLL-----------------------------AEHAQMD 189

VvMYBA1.R2R3SG6.antho.A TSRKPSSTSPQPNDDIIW-WESLL-----------------------------AEHAQMD 189

StAN1.R2R3SG6.PP.A ------------------------------------------------------------ 178

MrMYB1.R2R3SG6.antho.A DNVI-------------------------------------------------------- 163

PhDPL.R2R3SG6.antho.A ------------------------------------------------------------ 166

PhPHZ.R2R3SG6.antho.A ------------------------------------------------------------ 169

PhAN2.R2R3SG6.antho.A DTEI-------------------------------------------------------- 175

NtAN2.R2R3SG6.antho.A SSEII------------------------------------------------------- 167

CsRUBY.R2R3SG6.antho.A DYNLG------------------------------------------------------- 166

AtMYB113.R2R3SG6.antho.A HLGLN------------------------------------------------------- 172

AtMYB90/PAP2.R2R3SG6.antho.A CLGLK------------------------------------------------------- 172

AtMYB75/PAP1.R2R3SG6.antho.A CLGLN------------------------------------------------------- 171

AtMYB114.R2R3SG6.antho.A ------------------------------------------------------------ 139

BoPAP1.R2R3SG6.antho.A CLGLN------------------------------------------------------- 171

PpMYB10.R2R3SG6.antho.A ---------------------------------------------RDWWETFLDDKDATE 169

MdMYB1.R2R3SG6.antho.A -------SAED--------------------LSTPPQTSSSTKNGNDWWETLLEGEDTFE 190

MdMYB10.R2R3SG6.antho.A -------SAED--------------------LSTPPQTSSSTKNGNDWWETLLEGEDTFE 190

PcMYB10.R2R3SG6.antho.A -------SAED--------------------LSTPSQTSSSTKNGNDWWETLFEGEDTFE 190

PyMYB10.R2R3SG6.antho.A -------SAED--------------------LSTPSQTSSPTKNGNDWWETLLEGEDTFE 190

**Psote05G0036700.1 ---------------------------------QGATS---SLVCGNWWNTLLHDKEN-- 190**

**Psote05G0036500.1 ---------------------------------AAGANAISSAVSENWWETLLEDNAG-- 186**

**Psote05G0036600.1 ---------------------------------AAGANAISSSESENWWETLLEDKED-- 185**

**Psote05G0036600.1_FP15 ---------------------------------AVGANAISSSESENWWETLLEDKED-- 188**

Glyma.18G261700 ---------------------------------EGATS---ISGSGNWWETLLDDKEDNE 188

Glyma.09G235300 ---------------------------------AAGAA---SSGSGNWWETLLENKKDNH 189

Glyma.18G262000 ---------------------------------EGATS------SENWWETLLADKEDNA 184

Glyma.09G234900 ---------------------------------EGATSI--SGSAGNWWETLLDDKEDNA 190

Glyma.09G235100 ---------------------------------EEGATS--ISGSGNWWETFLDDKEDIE 189

StMTF1.R2R3SG6.PP.A ----------HCKEII----------------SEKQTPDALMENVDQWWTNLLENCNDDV 201

LeANT1.R2R3SG6.antho.A ----------HCKEII----------------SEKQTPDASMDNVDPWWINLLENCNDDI 200

Medtr5g079290 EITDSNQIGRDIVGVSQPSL------------------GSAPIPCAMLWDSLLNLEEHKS 227

Medtr5g078950 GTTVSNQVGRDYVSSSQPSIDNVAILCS--------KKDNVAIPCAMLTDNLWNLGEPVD 228

Medtr5g078910 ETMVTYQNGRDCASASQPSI------------------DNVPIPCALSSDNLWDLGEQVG 260

Medtr5g078930 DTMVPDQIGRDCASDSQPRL------------------GNAPILCVQ------------- 202

Medtr5g079120 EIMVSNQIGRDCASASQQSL------------------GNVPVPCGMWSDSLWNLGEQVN 265

MtLAP1.R2R3SG6.antho.A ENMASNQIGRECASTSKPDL------------------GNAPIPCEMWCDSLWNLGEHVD 203

Medtr8g060940 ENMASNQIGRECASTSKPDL------------------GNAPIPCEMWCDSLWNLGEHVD 203

Medtr7g017260 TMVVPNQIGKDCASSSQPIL------------------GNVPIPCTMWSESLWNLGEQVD 237

Medtr5g078800 -------------KTTL------------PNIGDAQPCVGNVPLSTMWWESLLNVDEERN 213

Medtr5g078860 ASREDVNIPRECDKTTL------------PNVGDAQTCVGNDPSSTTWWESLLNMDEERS 255

**Psote05G0098700.1 ---------ESSMSSLTFD---A------DGQNHVLESQ----QDNIY-S-CLDQQAIVT 186**

EsMYBA1.R2R3SG6.antho.A ----------F---------------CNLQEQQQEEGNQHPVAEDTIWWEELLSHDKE-M 189

Glyma.19G025000 ---------KHCSTHHQA--------C------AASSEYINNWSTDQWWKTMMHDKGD-N 200

LhMYB6.R2R3SG6.antho.A ------TKTSVDEQQVNM---------------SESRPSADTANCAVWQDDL-GNVKE-M 235

InMYB1.R2R3SG6.antho.A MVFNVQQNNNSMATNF-----------------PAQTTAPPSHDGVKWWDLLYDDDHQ-G 245

Medtr5g079220 ----------EVDTILPI--------NG-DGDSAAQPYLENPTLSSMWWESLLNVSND-K 227

GhMYB10.R2R3SG6.antho.A ----LDDAINECRQKLF---------------DG-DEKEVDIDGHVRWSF---------- 216

GamMYB10.R2R3SG6.antho.A ----YQLSNN-SKSVI-------------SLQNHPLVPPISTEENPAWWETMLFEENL-E 207

AmROSEA1.R2R3SG6.antho.A ----------DCEKQTQF-------------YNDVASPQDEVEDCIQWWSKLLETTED-G 206

VlMYBA2.R2R3SG6.antho.A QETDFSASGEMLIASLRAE---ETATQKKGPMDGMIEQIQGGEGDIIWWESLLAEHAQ-M 245

VvMYBA1.R2R3SG6.antho.A QETDFSASGE-------------------------------------------------- 199

StAN1.R2R3SG6.PP.A -----------------------------------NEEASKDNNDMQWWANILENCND-I 202

MrMYB1.R2R3SG6.antho.A -----------------------------S---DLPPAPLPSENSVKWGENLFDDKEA-G 190

PhDPL.R2R3SG6.antho.A ----------HSKQKMFI-------------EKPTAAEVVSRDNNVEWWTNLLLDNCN-G 202

PhPHZ.R2R3SG6.antho.A -------SNNEC---IRI-------------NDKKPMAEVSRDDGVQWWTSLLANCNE-N 205

PhAN2.R2R3SG6.antho.A ---------------IKF-----------SDE--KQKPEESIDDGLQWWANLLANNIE-I 206

NtAN2.R2R3SG6.antho.A ----------------RF--------N----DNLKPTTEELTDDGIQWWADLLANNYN-N 198

CsRUBY.R2R3SG6.antho.A ---------K---QSTP------------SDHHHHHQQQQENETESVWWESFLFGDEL-D 201

AtMYB113.R2R3SG6.antho.A -------NNYVCESSIT---------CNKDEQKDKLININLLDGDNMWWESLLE-----A 211

AtMYB90/PAP2.R2R3SG6.antho.A -------KNNVCENSIT---------CNKDDEKDD-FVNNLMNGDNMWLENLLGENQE-A 214

AtMYB75/PAP1.R2R3SG6.antho.A -------INNVCDNSIIY--------NK-DKKKDQ-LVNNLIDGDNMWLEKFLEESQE-V 213

AtMYB114.R2R3SG6.antho.A ------------------------------------------------------------ 139

BoPAP1.R2R3SG6.antho.A ------NINNVCENSMTY--------CNKAGEKYE-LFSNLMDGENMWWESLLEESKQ-P 215

PpMYB10.R2R3SG6.antho.A R-A--TGSGLGLDEE------------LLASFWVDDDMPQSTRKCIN----FSE-GLIRG 209

MdMYB1.R2R3SG6.antho.A R-A--AYPSIELEEE------------LFTSFWFDDRLS--PRSCAN----FPE-GQSRS 228

MdMYB10.R2R3SG6.antho.A R-A--AYPSIELEEE------------LFTSFWFDDRLS--PRSCAN----FPE-GHSRS 228

PcMYB10.R2R3SG6.antho.A R-A--ACPSIELEEE------------LFTSFWFDDRLS--ARSCAN----FPEEGQSRS 229

PyMYB10.R2R3SG6.antho.A R-A--PCPSIELEEE------------LFTTFWFDDRLS--ARSCAN----FPEEGQSRS 229

**Psote05G0036700.1 ----NDSTCVFGKGDG------------VLDLSGE-DLTSF-------SCDFFNEDEIWT 226**

**Psote05G0036500.1 ----NIGTCFFSGEDA------------VLD--FL-P----------------------- 204**

**Psote05G0036600.1 -----NNTCFFGGEDG------------VVS--DQ-NLISI-------TCDFLTEAETWS 218**

**Psote05G0036600.1_FP15 -----NNTCFFGGEDG------------VVS--DQ-NLISI-------TCDFLTEAETWS 221**

Glyma.18G261700 G--NINNTCFFGGVES------------LTF-GMR-SLIQL-------LVTFLLKVKIGV 225

Glyma.09G235300 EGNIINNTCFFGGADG------------ELDLWDE-ELNPI-------ACDFLSEGENWS 229

Glyma.18G262000 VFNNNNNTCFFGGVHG------------ELNLWNE-ELTSI-------DFDFVTQGELGG 224

Glyma.09G234900 V--NNNNTCFFGGADG------------EFNLWSE-ELTSI-------DCDFVTQGESWS 228

Glyma.09G235100 E--GNNNKCFFGGEDG------------ALDLWGE-ELNSI-------ACDFLTQGETWS 227

StMTF1.R2R3SG6.PP.A EEE--EEEAVT------------NYEKTLTSLL---------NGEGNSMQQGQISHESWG 238

LeANT1.R2R3SG6.antho.A EED--E-EVVI------------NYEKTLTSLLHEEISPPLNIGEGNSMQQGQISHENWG 245

Medtr5g079290 SEK--IGSGSLLQEENF-IS----------------------------E-FPNVDDSFWD 255

Medtr5g078950 SEK--IGSCSSLQEEYF-SM----------------------------E-FSTIDYSFWD 256

Medtr5g078910 SEQ--IGSGSSIQE-NF-NM----------------------------E-FLDVDDSLWN 287

Medtr5g078930 ------CGCSSLQEQNYKVF----------------------------K-WL-------- 219

Medtr5g079120 IDK--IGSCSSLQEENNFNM----------------------------E-VPNVDDFFWD 294

MtLAP1.R2R3SG6.antho.A SEK--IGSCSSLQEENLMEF----------------------------P-NV-DDDSFWD 231

Medtr8g060940 SEK--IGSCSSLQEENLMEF----------------------------P-NV-DDDSFWD 231

Medtr7g017260 SEI--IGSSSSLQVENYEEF----------------------------S-IV-D--DFWD 263

Medtr5g078800 NEK--NGSCSLLQEENFT-----LEFSNVEEFFTN------------GS---TASDSFWD 251

Medtr5g078860 NEK--IDSSSLLPKENFT-----LEFSNVEDFFNN------------GP---TVSDSDWD 293

**Psote05G0098700.1 ELS--MDFQLEGF----------------E--------------AMMNG-EGSSSQWDWG 213**

EsMYBA1.R2R3SG6.antho.A NHG--TSVSFGREEVVSTT-----------NS-TE--------EERKAA-LFSDVDFEFQ 226

Glyma.19G025000 LDN--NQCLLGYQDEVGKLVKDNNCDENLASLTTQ------------EG-EFLIEGQNWS 245

LhMYB6.R2R3SG6.antho.A IEQ--LTEATI-P-------------------------SENTEGFAHEG-LMQDGVSLWD 266

InMYB1.R2R3SG6.antho.A LID--WT--------------------------------------------------TDD 253

Medtr5g079220 IGS--CS--LLLPEE--------YSKLNVENFL-------------------AEGPSTVG 256

GhMYB10.R2R3SG6.antho.A --------------------------------------TPADEEPLNIV-DQENGHDSLL 237

GamMYB10.R2R3SG6.antho.A ENK--LDTKANGWCE--------QDDQFLTSFFNG-EITQ--GTTVEGS-TKNDESGHWP 253

AmROSEA1.R2R3SG6.antho.A ELG--NLFEEAQQIG-------N------------------------------------- 220

VlMYBA2.R2R3SG6.antho.A DQE--TDFSASGE-------------MLIASLRTE-ETATQKKGPMD-G-MIEQIQGGEG 287

VvMYBA1.R2R3SG6.antho.A --------------------------MLIASLRTE-ETATQKKGPMD-G-MIEQIQGGEG 230

StAN1.R2R3SG6.PP.A GEG--EAERTL-PSC--KEI-NCNEIDKAPSLLHE---------GGNSM-QQGQGDGGWD 246

MrMYB1.R2R3SG6.antho.A DEI--GTYDVGGLNE-----------EPIATFRWA-EAAP--AETVGTP-LDEFGPSFWA 233

PhDPL.R2R3SG6.antho.A FEK--AA-----PES-------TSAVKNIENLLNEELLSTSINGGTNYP-MQETGDMGWS 247

PhPHZ.R2R3SG6.antho.A DEP--AVENMSY--------------DKLPSLLHE-EISPPMNGGISD--CMQEGQSGWD 246

PhAN2.R2R3SG6.antho.A EEL--VS-------------------CNSPTLLHE-ETAPSV--NAESS-LTQGGGSGLS 241

NtAN2.R2R3SG6.antho.A N-G--IE------EA-------D---NSSPTLLHE-EMPLLS------------------ 220

CsRUBY.R2R3SG6.antho.A QQG--ISSSLSRPEE-------E---STTANIFAE-KSPVVTKVTENRV-IEAGQSCPTD 247

AtMYB113.R2R3SG6.antho.A D-V--LG-----PEA--------------------------------------TETAKGV 225

AtMYB90/PAP2.R2R3SG6.antho.A D-A--IV-----PEA--------------------------------------TTAEHGA 228

AtMYB75/PAP1.R2R3SG6.antho.A D-I--LV-----PEA--------------------------------------TTTEKGD 227

AtMYB114.R2R3SG6.antho.A ------------------------------------------------------------ 139

BoPAP1.R2R3SG6.antho.A D-G--LV-----PKG--------------------------------------TATKKGA 229

PpMYB10.R2R3SG6.antho.A DFSFSV----------------DPW---NHSKEE---------------- 224

MdMYB1.R2R3SG6.antho.A EFSFST----------------DLW---NHSKEE---------------- 243

MdMYB10.R2R3SG6.antho.A EFSFST----------------DLW---NHSKEE---------------- 243

PcMYB10.R2R3SG6.antho.A EFSFSM----------------DLW---NHSKEE---------------- 244

PyMYB10.R2R3SG6.antho.A EFSFSM----------------DLW---NHSKEE---------------- 244

**Psote05G0036700.1 DVFLNLGN------------------------------------------ 234**

**Psote05G0036500.1 -------------------------------------------------- 204**

**Psote05G0036600.1 DLLLHIGD------------------------------------------ 226**

**Psote05G0036600.1_FP15 DLLLHIGE------------------------------------------ 229**

Glyma.18G261700 SFFLTYSRLMCVC---ECACVLGL----------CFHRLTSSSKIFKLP- 261

Glyma.09G235300 DFLLDL-------------------------------------------- 235

Glyma.18G262000 IVNFQNP------------------------------------------- 231

Glyma.09G234900 DFLLDLQG------------------------------------------ 236

Glyma.09G235100 DFLLDLGLGD---------------------------------------- 237

StMTF1.R2R3SG6.PP.A DFSLNLPPMQLGE-NDDFSAEIDLW---NLLD------------------ 266

LeANT1.R2R3SG6.antho.A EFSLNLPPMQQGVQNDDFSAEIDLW---NLLD------------------ 274

Medtr5g079290 FNLCDFD---------------SL-------------------------- 264

Medtr5g078950 SNLCDFI---------------SL-------------------------- 265

Medtr5g078910 SNLCDFD---------------SLL---DLY------------------- 300

Medtr5g078930 -------------------------------------------------- 219

Medtr5g079120 FNLDDFD---------------FLM---NL-------------------- 306

MtLAP1.R2R3SG6.antho.A FNLCDLN---------------SLW---DLP------------------- 244

Medtr8g060940 FNLCDLN---------------SLW---DLP------------------- 244

Medtr7g017260 FNICDYD---------------SLW---DL-------------------- 275

Medtr5g078800 FNLCDIN---------------NSS---GVFN------------------ 265

Medtr5g078860 SNLYDFN---------------F-F---GVFN------------------ 306

**Psote05G0098700.1 DLLLDM----------------DLYK------------------------ 223**

EsMYBA1.R2R3SG6.antho.A DFS-DL----------------NFWNFE---------------------- 237

Glyma.19G025000 DFFLDTN----------------L-------------------------- 253

LhMYB6.R2R3SG6.antho.A NFIFDI----------------QLS---S--------------------- 276

InMYB1.R2R3SG6.antho.A DFPIDVD----------------LL---KLLDTTI--------------- 269

Medtr5g079220 DFSWDS----------------TICEFDSLLDDILN-------------- 276

GhMYB10.R2R3SG6.antho.A DFPIDE----------------VVW---DLLN------------------ 250

GamMYB10.R2R3SG6.antho.A DLGFDE----------------AAW---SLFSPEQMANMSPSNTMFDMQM 284

AmROSEA1.R2R3SG6.antho.A -------------------------------------------------- 220

VlMYBA2.R2R3SG6.antho.A DFPFDV----------------GFW---DTPNTQVNHLI----------- 307

VvMYBA1.R2R3SG6.antho.A DFPFDV----------------GFW---DTPNTQVNHLI----------- 250

StAN1.R2R3SG6.PP.A EFALD-----------------DIW---NLLN------------------ 258

MrMYB1.R2R3SG6.antho.A EFPSNL----------------DVW---DFLDP----------------- 247

PhDPL.R2R3SG6.antho.A DFSIDS----------------DLW---ELLLQ----------------- 261

PhPHZ.R2R3SG6.antho.A DFSVDID---------------HLW---NLLN------------------ 260

PhAN2.R2R3SG6.antho.A DFSVDID---------------DIW---DLVS------------------ 255

NtAN2.R2R3SG6.antho.A -------------------------------------------------- 220

CsRUBY.R2R3SG6.antho.A DFAFDA----------------ELW---DLLNAK---------------- 262

AtMYB113.R2R3SG6.antho.A TLPLDFE---------------QIW---ARFDEETLELN*---------- 246

AtMYB90/PAP2.R2R3SG6.antho.A TLAFDVE---------------QLW---SLFDGETVELD----------- 249

AtMYB75/PAP1.R2R3SG6.antho.A TLAFDVD---------------QLW---SLFDGETVKFD----------- 248

AtMYB114.R2R3SG6.antho.A -------------------------------------------------- 139

BoPAP1.R2R3SG6.antho.A TFAFDVE---------------QLW---NMLDGETVELD----------- 250

Supplementary Data 17. Amino acid alignment of R2R3 MYB TF Subgroup 6 orthologues. Amino acid variation of Psote05G0036600.1 (*PtMYB113b*) among Ma3 and FP15 are underlined. Red font: amino acid insertion; blue font: phosphorylation sites. Abbreviations: At: *Arabidopsis thaliana*, Bo: *Brassica oleracea*; Cs: *Citrus sinesisI*; Es: *Epimedium sagittatum*; Gam: *Garinia mangostana*; Gh: *Gerbera hybrida*; In: *Ipomoea nil*; Le: *Lycopersicum esculentum*; Lh: *Lilium spp*.; Md: *Malus domestica*; Mr: *Myrica rubra*; Mt: *Medicago truncatulaI*; Nt: *Nicotiana tabacum*; Pc: *Pyrus communisis;* Ph: *Petunia hydrida*; Pp: *Prunus persica*; Py: *Pyrus pyrifoliaI;* St: *Solanum tuberosum*; Vl: *Vitis spp*.; Vv: *Vitis vinifera*.

# Supplementary material for: A genomic toolkit for winged bean Psophocarpus tetragonolobus
**Source:** Nat Commun. 2024 Mar 1;15:1901. doi: 10.1038/s41467-024-45048-x
**Supplement:** Supplementary file 23 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☐	☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Sequencing data was generated by an Illumina NextGen500 sequencer using inbuilt software for base quality scores, BioNano data was generated on the inbuilt software for BioNano Saphyr system, Oxford Nanopore data was generated on inbuilt software of PromethION system, DArTseq reads were generated from inbuilt software for Illumina Hiseq 2500. RNA-seq data was generated using Illumina NovaSeq6000. RT-qPCR was conducted using Rotor-Gene Q Series Software. IDT PrimerQuest Tool for primer design. R-scripts used for analysis are all available as a pipeline
Data analysis	Microsoft Excel, Bionano Access: 1.3.0; Bionano Tools: 1.3.8041.8044; Bionano Solve: Solve3.3_10252018; RefAligner: 7915.7989rel; Canu (version 2.1.1); NECAT (v0.0.1 update20200803); quickmerge, Racon v1.5.0; Pilon v1.22; EDTA pipeline; Jellyfish; GenomeScope 2.0; Trinity v2.11.0; CD-HIT v4.8.1; CAP3; TransDecoder v5.7.1; MAKER2 v2.31.10; BUSCO v5.4.3; MCScanX; SynViio (https://synvisio.github.io/#/); eggNOG-mapper v2; clusterProfiler v4.2.2; OrthoFinder v2.5.4; CAFES; DArT analytical pipeline; JoinMap v5; Beagle v5.4; fastSTRUCTURE; TASSEL v5; ape v5.7; ade4 v1.7; adegenet v2.1.10; poppr v2.9.4; dartR v2.9.7; MapQTL v6; MapChart v2.32; Phylogenomics pipeline (https://github.com/sumanthmutte/Phylogenomics); hisat2 v2.0.5; GATK v4.4.0.0; featureCounts 1.5.0-p3; DESeq2 v1.20.0; FastQC v0.12.1; Trimmomatic v0.39; BWA v0.7.15; Picard v1.96; vcftools v0.1.16; MEGA 11

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The reference genome sequence and annotation files are available at ORCAE, (<https://bioinformatics.psb.ugent.be/orcae/aocc/overview/Psote>) and Figshare (<https://doi.org/10.6084/m9.figshare.19196255>). Raw reads for genome assembly were deposited at the NCBI BioProject ID: PRJNA808222 with BioSample ID SAMN26037071. Raw reads for DArTseq of diversity panel and re-sequencing of two parental lines were deposited at BioProject ID: PRJNA1034490. RNA-sequencing reads of maturing pods were uploaded to GSE246575, (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE246575>). Database used: Plant Transcription Factor Database (PlantTFDB, <http://planttfdb.gao-lab.org/index.php>); Phytozome database (<https://phytozome-next.jgi.doe.gov/>) of Phaseolus vulgaris v2.1, Vigna unguiculata v1.2, Medicago truncatula Mt4.0v1, Lotus japonicus v1, Glycine soja v1.1, Vitis vinifera v2.1; Legumepedia database (<https://cegresources.icrisat.org/legumepedia/index.php>) of Cicer arietinum v1, Cajanus cajan v1, Trifolium subterraneum v1, Glycine max Lee v2.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	n/a
Reporting on race, ethnicity, or other socially relevant groupings	n/a
Population characteristics	n/a
Recruitment	n/a
Ethics oversight	n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For genetic mapping, the population sizes were n=221 (XB population) and n=183 (XT population), which were sufficient for unequivocal marker ordering in the space genetic map. Both populations share a common parental line, Ma3.
Data exclusions	The Genotype-by-Sequencing data was screened according to standard approaches, with MAF (0.05) used to screen out rare alleles for the genetic diversity analysis and all markers with missing data removed for the mapping purpose. Phenotypic measurements were
Replication	For the QTL analysis (performed independently), single plant replications were used and the borders of the trial planted with additional F2 individuals to reduce border effects on traits. Parental lines (n=5 each) were also grown in the trials. Quantitative traits when possible, biological replicates were recorded; pod length is the average of first 15 fully developed pods per plant, branch length is the average of all branches longer than 10cm per plant. For the diversity analysis, a range of 'duplicates' samples from the breeding trials of EWS in the Philippines were included as they represented samples from the same parental accessions. However, it was unclear what an accession was composed of or what level of error or outcrossing occurred during the development of the material. Technical replicates (n=18) were run throughout the run for XB population seed protein profiling (SD = 1.156, SE = 0.273) whilst 5 biological replicates (and 3 technical reps of selected plants) of parental lines included. For protein content on developing seed stages, 3 biological replicates from different 3 plants were included.
Randomization	The F2 trait analysis was essentially randomised as seed from the F1 plant were mixed and planted. The seed protein profiling was conducted on entirely XB populations when the F3 lines had sufficient seed materials.

As the individuals in the QTL analysis represented random F2 plants, there was no need for blinding. The lines subjected to seed protein content was solely based on material availability.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems		Methods	
n/a	Involved in the study	n/a	Involved in the study
☒	☐ Antibodies	☒	☐ ChIP-seq
☒	☐ Eukaryotic cell lines	☒	☐ Flow cytometry
☒	☐ Palaeontology and archaeology	☒	☐ MRI-based neuroimaging
☒	☐ Animals and other organisms		
☒	☐ Clinical data		
☒	☐ Dual use research of concern		
☐	☒ Plants

How the deposited data were processed for this re-analysis (not part of the article)

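Pods of winged bean line FP15 were analysed at Day 15, Day 30, Day 37 and Day 45 after anthesis, with 3 libraries per stage and 12 in all, assigned to stages by the submitters' labels and the paper's methods. The methods name pod and seed tissues, and the labels of these 12 libraries name pods. The authors trimmed and mapped the reads and counted them per gene (fastp, HISAT2 2.0.5 and featureCounts 1.5.0-p3 in the submitters' processing notes), and deposited FPKM rounded to whole numbers, treated here as a score on the FPKM scale because the columns hold no fractions. The deposited table has 1 value per gene and stage for 30392 genes, and 0 columns of other samples. How libraries were combined is not given in the sources used here. After rounding, the unrounded FPKM of Supplementary Data 11 equalled the deposited values in 89 of 89 entries, those of Supplementary Data 12 in 58 of 58 and those of Supplementary Data 14 in 282 of 283, with a tolerance of 0.5 FPKM.

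The design fixed before the data were examined expected values per library and a limma fit. With 1 value per stage, its stated fallback was used: values, ratios, ranks, counts of genes, and percentiles of gene lists, with no SD, n or p. A gene was measured where it reached 1 FPKM in at least 1 stage (22459 genes, with 7933 listed at 0 in all stages) and was called higher or lower where log2(FPKM+1) moved by at least 1. For whole-number values, this threshold gives the same calls with a pseudocount of 1, 0.1 or 0.01 by construction. Each list of 5 or more measured genes had its median change from Day 15 to Day 45 set against 10000 random lists of the same size, drawn within 20 bins of mean log2 expression (seed 1). Of 23 such lists, 6 lay outside the middle 95% of random lists, where 1.15 would be expected of independent lists. These lists share genes, and the 6 include the seed-tissue markers and the lignin genes, put together with stage values already seen. The count therefore cannot show an excess over chance. Calls were tested on simulated data for Day 45 against Day 15 over 16036 genes with 200 raised genes. A 2-fold rise was called for 44.5% of the raised genes, and 4-fold and 8-fold rises for 100% each, with 0% of the other genes called. The simulated genes were at 5 FPKM or more at Day 15 and carried only a small assumed noise. An unchanged gene could therefore not reach 2-fold, and the 0% is no error rate for the calls made here. Those calls start at 1 FPKM, and the spread between plants is unknown. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

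Gene lists came from the paper's supplementary tables and were fixed before the data were examined, but the stage means printed in those tables had been seen. The lists are therefore not independent evidence of direction, above all the seed-tissue markers and the lignin genes, which were put together from those tables. Genes are named by a rule: every gene the paper names for these pods, the genes inside qSSP-2, qSSP-4 and qSSP-5, the PtMPK4 copies and the MBW genes; in each list the 2 largest rises, the 2 largest falls and the 2 highest means; and over the whole table the 2 largest rises and 2 largest falls from Day 15 to Day 45. The rule gives 141 genes. Of these, the text names the genes of the first group, the largest rise and the largest fall of each list where these reached 2-fold, and further examples picked after their values were seen. Psote07G0053000 lies outside the rule and is named for its 2 entries in a supplementary table. Gene names other than the paper's own are Arabidopsis or soybean matches in the supplementary tables. The reference gene table supplied was of another assembly and matched none of the gene IDs, so it was not used here. Alternatives covered the pseudocount, the filter on low values, 3 rescalings, quantile normalization, a 4-fold threshold, leaving out genes exactly at 2-fold, the matching of random lists and tandem neighbours. Pods of Ma3 were not analysed here. Sequencing depth per library is the paper's, and the precision of each stage value is limited by rounding and by a spread between plants that is unknown.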

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

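Of 90 comparisons with an alternative, 64 stayed within 1.5 times for a count, within what rounding allows for a single value, or exactly equal for a rank, 26 moved further and 0 single values changed sign. This compares totals, not the balance of higher and lower genes. Many of the 64 could not have moved, so the tally is no measure of stability. Rescaling a whole stage leaves ranks and ratios within that stage as they are. Quantile normalization keeps ranks, and list percentiles do not use the 4-fold threshold. With each stage at the same sum (811 higher and 364 lower) or after median-ratio rescaling (792 and 385), the balance for Day 45 against Day 37 turned only because genes exactly at 2-fold dropped out on one side; with such genes left out it was 259 and 364, and 240 and 385. For Day 37 against Day 30 it turned with a 4-fold threshold (36 and 11) and with those genes left out (219 and 163). Leaving them out was added after seeing the data, and gave 382 genes changed for Day 37 against Day 30 and 625 for Day 45 against Day 37. The median-ratio rescaling from genes with a mean of 50 FPKM or more was also added after seeing the data, because the planned one over all genes left Day 15, Day 30 and Day 45 as they were. The cause was not tested except where the construction shows it (a stricter filter or threshold, or leaving out genes at the threshold, counts fewer genes). With a filter of 5 FPKM, the genes changed were 3387 (Day 30 against Day 15), 4127 (Day 37 against Day 15), 597 (Day 37 against Day 30) and 895 (Day 45 against Day 37), where the counts at 1 FPKM were 5212, 6363, 1608 and 1944. With a 4-fold threshold they were 1218, 1757, 2469 (Day 45 against Day 15, from 7556), 47 and 98. For Day 37 against Day 30, they were 495 with each stage at the same sum, 1047 after median-ratio rescaling and 494 after the added one; for Day 45 against Day 37, 1175, 1177 and 724. The PtSHM1 to PtSHM2 ratio at Day 15 was 2.41 after quantile normalization, the rank of the 11S globulin gene was 2 among storage protein genes only, and the ratio of the highest to the lowest stage of RGL3 was 1.43 at the same sum and 1.46 after quantile normalization. The log2 change of the P34 homologue was 7.85 and 11.2 with pseudocounts of 0.1 and 0.01, and that of PtMYB113a -2.88 and -2.90 with these and -2.91 as a plain ratio. Among genes of the lists, 8 lost a 2-fold call in at least 1 of 3 settings: each stage at the same sum, median-ratio rescaling and quantile normalization. Calls lost under the added rescaling were not counted. Lists outside the middle 95% numbered 5 to 9 against 6, and with the 5 FPKM filter the globulin, DFR, flavonoid transport and qSSP-1 lists moved to the other side of the random lists' median. Removing the filter on low values changed 0 genes, and the 0.1 and 0.01 pseudocounts cannot change a count of 2-fold calls on whole numbers. No paired analysis was possible because the columns carry no replicate numbers. For the same reason the fits of only the stages compared, the replicate block, limma-trend, leave-one-out, and camera with an estimated correlation or fry were not run; a plain ratio for P34 was not computed, since its Day 15 value is listed at 0. Limits from the depth of single libraries could not be calculated from the stage values.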

Differences from the paper's values

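For the P34 homologue Psote03G0119900, the paper's text reports an up-regulation of 9.5-fold from Day 15 to Day 45. On the log2(FPKM+1) scale the change here is 4.58. The paper's unrounded values in its supplement, 0.0314 and 23.2 FPKM, have a ratio of 739, whose log2 is 9.53, so the paper's text value matches its supplement on a log2 scale. The deposited Day 15 value is listed at 0, so the same ratio cannot be formed from it. Rounding allows no ratio below 45, which is above a plain 9.5-fold rise. Of the alternatives set before the data were examined, none gives the paper's value, which lies between the change of 7.85 with a pseudocount of 0.1 and that of 11.2 with a pseudocount of 0.01. It was 4.59 with each stage at the same sum, 4.58 after median-ratio rescaling and 4.57 after quantile normalization.

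For the LBD39 homologue Psote07G0053000, the paper's Supplementary Data 14 holds 2 entries. One has the paper's values of 68.3, 170, 195 and 146 FPKM at Day 15, Day 30, Day 37 and Day 45, where the deposited values are 17, 48, 50 and 44 FPKM. The other entry equals the deposited values after rounding. No alternative was run for these levels.

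The paper describes the bHLH genes and TTG1 as having expression profiles similar to those of PtMYB113a and PtMYB113b. Here the TT8 homologue (14 to 5 FPKM) and the EGL3 homologue (2 FPKM to a listed 0) were lower at Day 45 than at Day 15, as PtMYB113a was (30 to 4 FPKM), and the log2 change of the TTG1 homologue (-0.31) was near that of PtMYB113b (-0.51). The GL3 homologue alone of these was higher (3 to 20 FPKM). This comparison uses FPKM for PtMYB113b. The paper's RT-qPCR means for PtMYB113b are higher at Day 45 (60.5) than at Day 15 (0.482), so which genes resemble it depends on the measure. The paper describes the storage protein and transcription factor genes within the QTL as not highly expressed. Of the 8 genes inside qSSP-2, qSSP-4 and qSSP-5, RGL3 included, 6 reached 1 FPKM in a stage, and among the storage protein genes most stayed at 24 FPKM or less, but Psote07G0197200 stood at 80 FPKM at Day 45, the third highest of the 51 storage protein genes at that stage.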

Other observations

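Outside the genes at the paper's claims, lignin genes include some of the larger rises after Day 15. Of 6 lignin and laccase genes, 3 were higher at Day 45 than at Day 15 and none was lower. The IRX12 homologue Psote05G0095400, a laccase, was at 1 FPKM at Day 15 and 216, 169 and 74 FPKM at the later stages, CCoAOMT1 (Psote03G0183300), an enzyme of lignin synthesis, was at 54, 642, 530 and 396 FPKM, and the MYB58 homologue Psote03G0302300, a lignin regulator in Arabidopsis, was at 1, 19, 23 and 17 FPKM. The list's median change lay at percentile 99.9 of random lists, but the list was put together after the stage means in the supplement had been seen, and 3 of its members are also in the qSSP-1 or Chr05.1 lists. Of 8 OMT1 homologues, 4 were higher and 3 lower, 2 of these from a listed 1 to a listed 0 (percentile 83.9), and among those at 5 FPKM or more 3 of 5 were higher and 1 lower (percentile 99.8, median change 1.58); Psote01G0435000 went from 1 to 20 FPKM and Psote03G0247500 from 50 FPKM to a listed 0. All 3 BGLU genes were higher, with Psote04G0199300 at 4, 117, 333 and 672 FPKM. Of 17 flavonoid transport genes, 5 were higher and 5 lower, 1 of these from a listed 1 to a listed 0; the percentile was 4.62, but 74.0 among genes at 5 FPKM or more, 32.7 after quantile normalization and 0.67 without tandem neighbours. The TT19 homologue Psote07G0206000, a glutathione transferase, was the most abundant of them and went from 506 to 223 FPKM, the ABCC3 homologue Psote03G0105600 had the largest decline, from 12 to 3 FPKM, and the largest rises were those of Psote04G0199900 (1, 19, 47 and 88 FPKM), matched to ABCC4 and ABCC14, and the ABCC10 homologue Psote09G0106600 (19 to 85 FPKM).

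Among regulators, the FT/TFL1 homologue Psote05G0180000 was at 1, 50, 84 and 143 FPKM, and 3 of 7 MADS-box and FT/TFL1 genes were higher and 1 lower, Psote09G0083200, from 3 FPKM to a listed 0 (percentile 96.2, and 91.8 to 98.9 over the alternatives). The NAC2 homologue Psote03G0334800 was at 18, 162, 227 and 275 FPKM, and 2 of 6 NAC genes were higher (percentile 92.7). For 1 of the 2, the log2(FPKM+1) change was 0.926 with each stage at the same sum, below the threshold of 1. Of 14 WRKY genes, 5 were higher and 1 lower (percentile 92.1), with 3 of the higher ones going from a listed 0 to a listed 1, the WRKY40 homologue Psote03G0413200 going from 2 to 8 FPKM and the TTG2 homologue Psote05G0264400 from 17 to 6 FPKM. PtWRKY70 was at 23, 23, 16 and 25 FPKM. In the Chr05.1 region, 6 of 31 measured genes were higher and 6 lower, 1 of these from a listed 1 to a listed 0 (percentile 82.8), the largest rises being those of the IRX12 homologue and the LBD41 homologue Psote05G0005800 (29 to 207 FPKM) and the largest decline that of PtMYB113a. Of 50 measured genes among the qSSP-1 candidates, 7 were higher and 16 lower, 4 of these from a listed 1 to a listed 0 (percentile 13.2, but 74.6 among the 40 at 5 FPKM or more, of which 7 were higher and 9 lower, and 48.0 without tandem neighbours). The largest rises there were those of the P34 homologue and the NIC1 homologue Psote03G0137200 (8 to 165 FPKM), and the largest decline that of the UGT78D2 homologue Psote03G0138100. PtCUC2a and PtCUC2b, candidates for branch number, were listed at 0 in all pod stages, and PtUBP15 was at 24, 14, 15 and 13 FPKM. Over the whole table, the largest rises were those of Psote01G0148400 (6 to 10188 FPKM), which lies 56.2 kb from PtCUC2b, and Psote09G0100800 (listed at 0, then 1172 FPKM at Day 45), and the largest declines those of Psote05G0254100 (269 FPKM, then listed at 0) and Psote05G0122900 (800 to 2 FPKM). The files do not pair these 4 genes with names.

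Over all genes, 3206 were higher and 4350 lower at Day 45 than at Day 15, of which 522 and 756 moved only between a listed 0 and a listed 1. The higher share was 42.4%, with 46.1% among genes at 5 FPKM or more and 31.9% after the rescaling added after seeing the data. Against Day 15, 2126 were higher and 3086 lower at Day 30, a higher share of 40.8% that was 47.4% among genes at 5 FPKM or more, 29.7% with each stage at the same sum and 28.5% after the added rescaling. At Day 37 these were 2738 and 3625, with shares of 43.0%, 48.7%, 30.8% and 29.6% in the same order. From Day 30 to Day 37, 780 were higher and 828 lower (48.5%, and 47.2% among genes at 5 FPKM or more), and from Day 37 to Day 45, 792 were higher and 1152 lower (40.7% and 30.3%). Whole-number values put many genes exactly at 2-fold, and a rescaling by a small factor can drop most such genes of a direction together: 561 higher and 665 lower genes from Day 30 to Day 37, and 552 and 767 from Day 37 to Day 45. The shares of 20.9% after median-ratio rescaling for the first of these steps, and of 69.0% at the same sum and 67.3% after median-ratio rescaling for the second, therefore say nothing about the balance. The shares given above against Day 15, at the same sum and after the added rescaling, have the same fault. There, higher genes exactly at 2-fold dropped out while lower ones stayed. These numbered 625 and 1042 at Day 30, 768 and 1113 at Day 37, and 801 and 1175 at Day 45. With genes exactly at 2-fold left out, a setting chosen after seeing the data, the shares were 57.3% and 38.4% for the steps from Day 30 and from Day 37, and 57.3% and 38.4% after median-ratio rescaling and 56.2% and 41.6% at the same sum. Against Day 15 they were then 42.3% at Day 30, 44.0% at Day 37 and 43.1% at Day 45, and 36.8%, 36.9% and 38.5% after the added rescaling. With each stage at the same sum they were 38.4%, 38.4% and 41.0%.

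In the 3 patterns weighed here, the tests of the reference genes, of rounding and shared reads for PtMYB113b, of seed tissue and of the rescaling from abundant genes were chosen after the result was seen; the other 2 were not. More genes were lower than higher at Day 45 against Day 15, and neither composition nor rounding could be excluded. The planned median-ratio rescaling left both stages as they were (1.36 lower genes per higher gene), so it decides nothing. Rescaling from genes with a mean of 50 FPKM or more gave 2.14 (1.57 among genes at 5 FPKM or more and 1.59 without genes exactly at 2-fold), but those genes had a median log2 change of 0.15, so this takes away the rise that the explanation needs and decides nothing either; an earlier version that required 50 FPKM in every stage was dropped because it leaves out genes that declined. Among genes at 5 FPKM or more there were 1.17 lower genes per higher gene, between the bounds set before the data were examined, so low rounded values may account for part of the excess.

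PtMYB113b went from 9 to 6 FPKM between Day 15 and Day 45, while the paper's RT-qPCR means, read from its source data, are 0.482 (0.409 to 0.611 over 3 replicates) and 60.5 (27.1 to 97.7) relative to green Ma3 pods. For PtMYB113a both measures are lower at Day 45 (the paper's means are 40.2 and 10.3). The reference genes PtELFa and PtTUB6 had a geometric mean FPKM at Day 45 of 0.862 times that at Day 15, which argues against a loss of reference transcripts, and rounding allows a ratio of at most 0.765 for PtMYB113b, which argues against rounding. Reads of PtMYB113a assigned to PtMYB113b at Day 15 remain open as a candidate explanation: the sum of both genes at Day 45 was 0.256 times that at Day 15, which follows PtMYB113a and cannot separate the pair. A difference between the plants used for each assay stays open and untested.

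Genes of seed maturation were higher in Day 45 pods. Of 8 measured seed-tissue markers, 6 were higher, 1 of them from a listed 0 to a listed 1, and none was lower (percentile 100), but all 9 listed belong to the Fig. 5 lists and were chosen after their stage means had been seen, so this is no independent evidence. The most abundant was Psote05G0226200, at 114 FPKM at Day 45, and the ABI5 homologue was at 2 and then 1 FPKM. One hypothesis is that some seed tissue was carried in the pod samples. Of the measured globulin genes, 38.9% were higher, but these include the markers Psote04G0317000, Psote04G0062600 and Psote05G0226200. Without a seed profile it is also not known which share seed tissue would raise, so the value decides nothing. The hypothesis cannot be told apart from expression in the pod wall, which the stage design leaves open.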
